# Paralogs in the PKA Regulon Traveled Different Evolutionary Routes to Divergent Expression in Budding Yeast

**DOI:** 10.3389/ffunb.2021.642336

**Published:** 2021-04-27

**Authors:** Benjamin M. Heineike, Hana El-Samad

**Keywords:** yeast, evolution, PKA, comparative transcriptomics, allopolyploidization, environmental stress response, genome duplication

## Abstract

Functional divergence of duplicate genes, or paralogs, is an important driver of novelty in evolution. In the model yeast *Saccharomyces cerevisiae*, there are 547 paralog gene pairs that survive from an interspecies Whole Genome Hybridization (WGH) that occurred ~100MYA. In this work, we report that ~1/6th (110) of these WGH paralogs pairs (or ohnologs) are differentially expressed with a striking pattern upon Protein Kinase A (PKA) inhibition. One member of each pair in this group has low basal expression that increases upon PKA inhibition, while the other has moderate and unchanging expression. For these genes, expression of orthologs upon PKA inhibition in the non-WGH species *Kluyveromyces lactis* and for PKA-related stresses in other budding yeasts shows unchanging expression, suggesting that lack of responsiveness to PKA was likely the typical ancestral phenotype prior to duplication. Promoter sequence analysis across related budding yeast species further revealed that the subsequent emergence of PKA-dependence took different evolutionary routes. In some examples, regulation by PKA and differential expression appears to have arisen following the WGH, while in others, regulation by PKA appears to have arisen in one of the two parental lineages prior to the WGH. More broadly, our results illustrate the unique opportunities presented by a WGH event for generating functional divergence by bringing together two parental lineages with separately evolved regulation into one species. We propose that functional divergence of two ohnologs can be facilitated through such regulatory divergence.

## Introduction

Gene duplication is considered an important source of novelty and adaptation in evolution (Ohno, 1970; Taylor and Raes, 2004; Hittinger and Carroll, 2007; Conant and Wolfe, 2008; Des Marais and Rausher, 2008). In particular, the duplication of entire genomes, or Whole Genome Duplications (WGD), have been hypothesized to offer a unique avenue to generate evolutionary diversity by allowing members of complexes and metabolic pathways to be retained as paralogs that are not often retained in Small Scale Duplications (Conant and Wolfe, 2007; Guan et al., 2007; Wapinski et al., 2007; van Hoek and Hogeweg, 2009).

Much of the understanding we have of WGD comes from work done on the model organism *Saccharomyces cerevisiae*, the first eukaryote to have its genome fully sequenced (Goffeau et al., 1996). Not long after the *S. cerevisiae* genome was published, researchers discovered that its lineage had undergone a WGD approximately 100Mya (Wolfe and Shields, 1997; Kellis et al., 2004). Paralogs resulting from a WGD are known as “ohnologs,” and today *S. cerevisiae* retains 547 ohnologs from its WGD, comprising nearly 18% of its annotated protein coding genes (Byrne and Wolfe, 2005). As more budding yeast genomes have been sequenced, a greater understanding has developed surrounding the budding yeast WGD. One particularly surprising discovery was that the WGD event was most likely an allopolyploidization, or hybridization, between two species that had separated between, by one estimate, 15–25 million years prior (Marcet-Houben and Gabaldón, 2015). As a result, a more apt description for the event would perhaps be a Whole Genome Hybridization (WGH). Of the two species that hybridized during the WGH, one was closely related to the ancestor of the *Zygosaccharomyces/Torulospora* (ZT) branch of non-WGH species (parent A in Figure 1A). The other likely separated from the ancestral lineage closer to the time when the ancestor of the *Kluyveromyces/Lachancea/Eremothecium* (KLE) branch diverged (parent B in Figure 1A).

**Figure 1:**
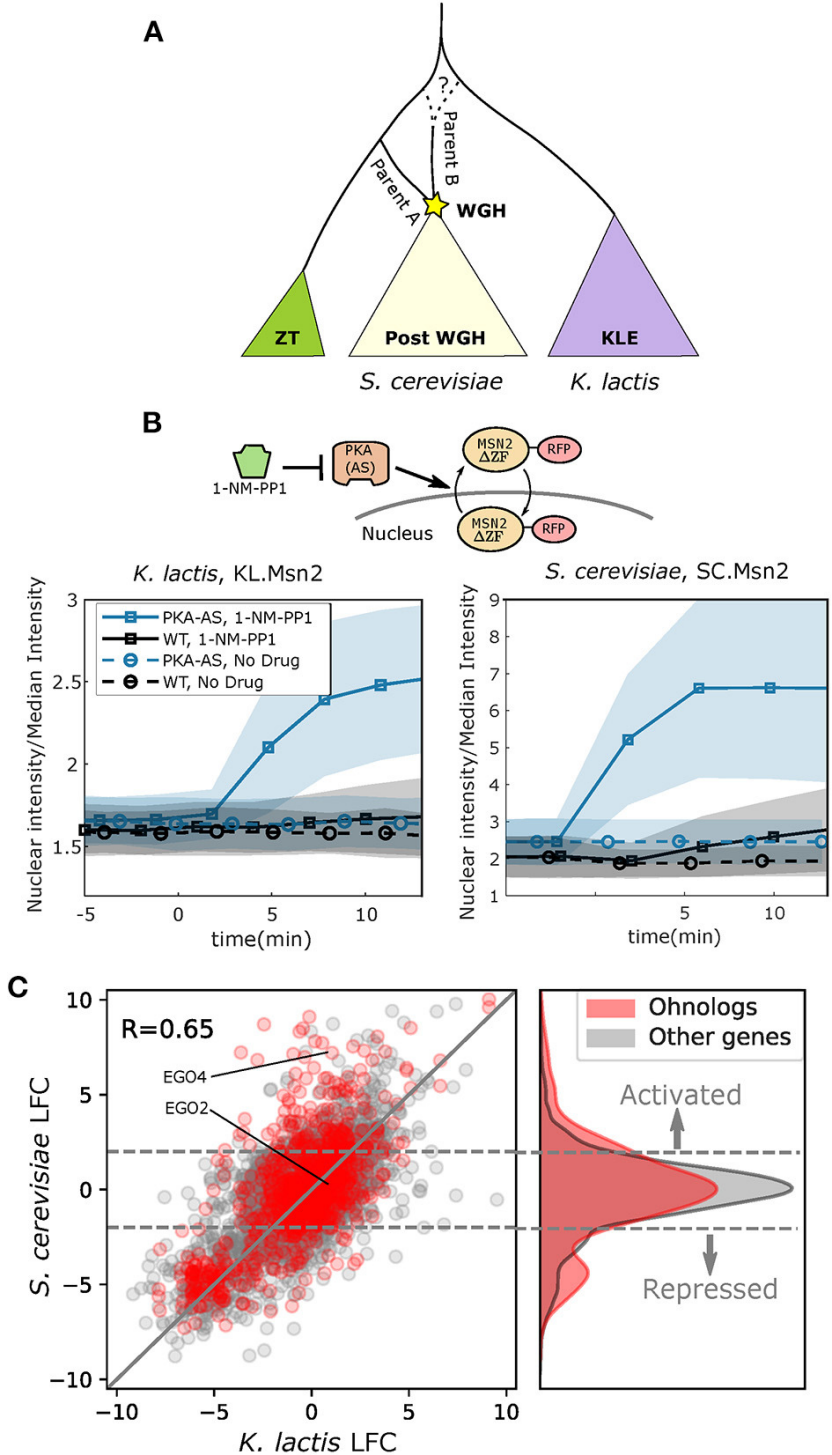
Ohnologs are enriched in genes affected by PKA inhibition in *S. cerevisiae*. **(A)** Simplified schematic depicting the budding yeast Whole Genome Hybridization (WGH). The *Kluyveromyces/Lachancea/Eremothecium* (KLE) branch is shaded purple, and the *Zygosaccharomyces/Torulaspora* (ZT) branch is shaded green. Parent A is more closely related to the ZT branch than parent B. The dashed line illustrates the fact that the phylogenetic branch point of parent B has not been fully resolved and may be early on the ZT branch or on the KLE branch. **(B)** Msn2 nuclear localization in *K. lactis* (left) and *S. cerevisiae* (right) for WT and PKA Analog Sensitive (PKA-AS) strains following the addition of control media or 4uM 1-NM-PP1. Solid line represents the mean and the shaded area represents the standard deviation for at least 27 single cell measurements in *K. lactis* and at least 84 single cell measurements in *S. cerevisiae*. A diagram of the experimental system is shown. PKA-AS drives nuclear export of Msn2(ΔZF)-RFP (denoted by SC.Msn2 in *S. cerevisiae* or KL.Msn2 in *K. lactis*) and is inhibited by 1-NM-PP1. **(C)** Log Fold Change (LFC) comparing RNA sequencing data collected from strains in which PKA-AS was inhibited with 3uM 1-NMPP1 vs. DMSO controls. Data was collected after 50 min in both *S. cerevisiae* (*y*-axis) and *K. lactis* (*x*-axis) following administration of the drug. LFC values are only shown for genes that had orthologs in both species. Genes that are ohnologs in *S. cerevisiae* are colored red, and all other genes are colored gray. The *y* = *x* line is shown in gray. The differentially expressed ohnologs EGO2 and EGO4, which share a common ortholog in *K. lactis*, are highlighted. Horizontal dashed gray lines indicate LFC values of 2.0 and −2.0 which are thresholds used for identifying activated and repressed genes. The kernel density estimate of the distribution of LFC for ohnologs in *S. cerevisiae* is shown to the right of the scatter plot. The distribution of LFC for all other genes is shown in gray for comparison.

Several characteristic phenotypes underwent striking changes following the WGH, including a drastic change in metabolic lifestyle between Crabtree positive yeast (post-WGH species) that use fermentation to metabolize glucose when oxygen is present and Crabtree negative yeast (most non-WGH yeast species) that use respiration (Merico et al., 2007; Hagman and Piškur, 2015). There were also major changes in the Environmental Stress Response (ESR) following the WGH (Roy et al., 2013; Thompson et al., 2013). The ESR is a common gene expression program consisting of hundreds of genes that are either activated or repressed in a variety of stressful conditions such as glucose depletion, osmotic shock, and oxidative stress (Gasch et al., 2000; Causton et al., 2001). Previous studies have demonstrated that much of the ESR is conserved across budding yeast species, and that the level of conservation depends on whether the genes are activated or repressed in the ESR. The set of genes repressed in the ESR, which contains genes related to ribosomal biogenesis and protein production, is more conserved across different yeast lineages. By contrast, membership in the activated ESR is more variable (Gasch et al., 2000; Thompson et al., 2013). Several of the evolutionary changes that occurred in the activated ESR following the WGH are consistent with changes in metabolic lifestyle between Crabtree and non-Crabtree yeast. Such changes include induction of more amino acid biosynthesis, purine biosynthesis, and oxidative phosphorylation genes as well as repression of fewer mitochondrial genes in post-WGH species compared to non-WGH species (Thompson et al., 2013).

The Protein Kinase A (PKA) pathway is one of the primary master regulators of the ESR (Gasch et al., 2000; Zaman et al., 2009; Mace et al., 2020). PKA is a negative regulator of the ESR, in the sense that when it is active, the ESR is inactive, and vice versa. Cells with a hyperactive PKA pathway are unable to induce the ESR when required, causing them to become sensitive to stress and fail to grow on carbon sources that require respiration (Toda et al., 1987; Jiang et al., 1998). While comparative analyses of gene expression between budding yeast species have described broad patterns of conservation and divergence of the genes in the ESR that coincide with the emergence of the respiro-fermentative lifestyle (Roy et al., 2013; Thompson et al., 2013; Brion et al., 2016), it is not clear whether those differences result from an evolutionary rewiring of the ESR downstream of PKA or whether they are a result of rewiring upstream of PKA. Since the PKA pathway is able to integrate a variety of stimuli to trigger the ESR, understanding how it has been rewired could give us insight into how yeast species have evolved to cope with the unique stresses of their particular ecological niches.

In this work, we probed the specific evolutionary rewiring of the PKA program following the WGH by directly inhibiting PKA in both *K. lactis*, a species from a non-WGH lineage, and *S. cerevisiae*, the canonical post-WGH species, and compared the ensuing gene expression profiles. To do this we generated strains in each species containing ATP analog sensitive (AS) allelles for PKA, a strategy that has been used extensively to study PKA signaling in *S. cerevisiae* (Zaman et al., 2009; Hao and O'Shea, 2011; Hansen and O'Shea, 2015a,b, 2016; Hansen et al., 2015; Mace et al., 2020). We identified 110 WGH ohnologs in *S. cerevisiae* that showed differential expression under PKA inhibition, with one ohnolog induced and the other with constant or decreased expression. Furthermore, on average within this set, the ohnolog that was induced by PKA inhibition had lower basal expression than the uninduced ohnolog. The phenotype for the shared ortholog in *K. lactis* largely resembled that of the uninduced ohnolog—moderate basal expression and no induction following PKA inhibition, leading us to hypothesize that that was the ancestral phenotype. We probed this hypothesis using publicly available gene expression data for a range of budding yeast species spanning the WGH (Tsankov et al., 2010; Roy et al., 2013; Thompson et al., 2013). Our investigations supported our hypothesis that the ancestral transcriptional response to PKA inhibition for these differentially expressed ohnologs generally featured moderate basal expression and low induction similar to the *K. lactis* ortholog. We therefore explored the evolutionary trajectories of PKA dependence in the regulation of these genes. To do so, we carried out phylogenetic analysis of binding sites in gene promoter sequences from a large set of recently published budding yeast genomes (Shen et al., 2018), focusing on the DNA binding motif for Msn2 and Msn4, the canonical transcription factors downstream of PKA. These analyses revealed that for some genes, divergence in regulation by PKA between ohnologs occurred after the WGH, while for others, differential expression arose when the ancestors of the paralogs were in different species prior to the WGH.

Allopolyploidization (WGH) events have occurred at key evolutionary junctions in plants (del Pozo and Ramirez-Parra, 2015) and vertebrates (Matos et al., 2015). Although there have been relatively few ancient WGD and WGH events observed so far in fungi [the budding yeast WGH being one of two (Ma et al., 2009; Corrochano et al., 2016)], there is reason to believe that they are more widespread in fungi but have remained undetected due to difficulties in obtaining karyotype data from fungi, higher chromosome plasticity and more pressure for reduced genome size (Campbell et al., 2015; Naranjo-Ortiz and Gabaldón, 2020). The examples we describe could therefore illustrate principles for generating novelty in evolution that might be a general feature in evolution across the spectrum of life.

## Results

### A PKA Analog Sensitive Allele in *K. lactis* Allows for Comparing the Transcriptional Response to PKA Inhibition With That of *S. cerevisiae*

Information about stress and carbon source availability is transduced within budding yeast cells through the second messenger cyclic adenosine monophosphate (cAMP). During exponential growth in glucose, cAMP levels are high and the abundant cAMP binds to the regulatory subunit of the PKA hetero-tetramer, releasing the active subunit to phosphorylate PKA targets. Conversely, when cAMP levels drop, its dissociation from PKA inhibits PKA activity, allowing dephosphorylation of PKA targets. This causes global changes to the transcriptional and metabolic state of the cell and results in a severe slowdown of growth which largely corresponds with the ESR (Jiang et al., 1998).

To compare the response to PKA inhibition between *K. lactis*, a species that diverged prior to the WGH (non-WGH), and the model species *S. cerevisiae* whose ancestor underwent the WGH (post-WGH), we used a gatekeeper mutation strategy to allow precise chemical control of PKA's kinase activity (Bishop et al., 2000; Blethrow et al., 2004; Islam, 2018). For PKA in *S. cerevisiae*, this strategy consists of mutating a “gatekeeper” methionine residue to a less bulky glycine residue for all three PKA catalytic subunit isoforms (M164G, M147G, and M165G for TPK1, TPK2, and TPK3, respectively). The resulting expanded active site still accepts ATP and allows the kinase to phosphorylate its targets with close to wild-type efficiency. However, when a bulky ATP analog (1-NM-PP1) is provided in the media, it effectively inhibits any PKA activity. This PKA analog sensitive (AS) allele strategy was previously used to investigate many properties of PKA signaling in *S. cerevisiae* (Zaman et al., 2009; Hao and O'Shea, 2011; Hansen and O'Shea, 2015a,b, 2016; Hansen et al., 2015; Mace et al., 2020).

While strains with gatekeeper mutations to PKA in *S. cerevisiae* were available, there were no such strains for *K. lactis*. To inhibit PKA in *K. lactis*, we constructed a strain containing gatekeeper mutations in each of the two PKA catalytic subunit genes present in that species (M139G for *KLLA0D03190* (*KL.TPK2*) and M222G for *KLLA0B07205* (*KL.TPK3*). We used a single plasmid CRISPR/Cas9 gene editing strategy (Ryan and Cate, 2014), and delivered the Cas9 expression cassette and sgRNA on a universal ARS plasmid that allows for stable expression in a number of budding yeast species (Liachko and Dunham, 2014). Addition of 1-NM-PP1 to both *S. cerevisiae* and *K. lactis* strains containing PKA-AS alleles stalled growth in both species (Supplementary Figure 1A) but had only a modest effect on strains bearing the WT alleles, suggesting successful inhibition of PKA in *K. lactis* given the known role of PKA in growth control.

To further validate our ability to inhibit PKA, we sought to measure the nuclear translocation of Msn2. In *S. cerevisiae*, the paralogous transcription factors Msn2 and Msn4 are direct targets of PKA. When they are phosphorylated by active PKA they remain in the cytoplasm, and when dephosphorylated, they translocate into the nucleus and activate a majority of the genes that make up the activated portion of the ESR (Gasch et al., 2000; Görner et al., 2002; Hao and O'Shea, 2011; Stewart-Ornstein et al., 2013). The *K. lactis* ortholog of Msn2 and Msn4, KLLA0F26961g (KL.Msn2), has been previously shown to be required for PKA dependent regulation of mating pathway genes (Barsoum et al., 2011). To directly investigate whether nuclear localization of KL.Msn2 is regulated by PKA as its orthologs (Msn2/4) are in *S. cerevisiae*, we constitutively overexpressed a fluorescently tagged KL.Msn2(C623S)-RFP in the PKA-AS strain. This Msn2 allele contains a mutation in a conserved cysteine in the zinc-finger domain that abolishes binding to DNA, therefore minimizing the effects of overexpressing the transcription factor (Stewart-Ornstein et al., 2013). For comparison, we also constructed a similar Msn2 reporter in a *S. cerevisiae* PKA-AS strain [SC.Msn2(C649S)-RFP]. Following addition of 1-NM-PP1 to *K. lactis* PKA-AS cells, KL.Msn2-RFP became enriched in the nucleus, just as SC.Msn2-RFP did in *S. cerevisiae* (Figure 1B, Supplementary Figure 1B). These data indicate that the nuclear localization of Msn2, and therefore its ability to promote transcription, is regulated by PKA in both species.

### The Transcriptional Responses to PKA Inhibition in *S. cerevisiae* and *K. lactis* Share Many Similarities but Also Exhibit Clear Functional Differences

To gain a broader understanding of the similarities and differences in the global transcriptional response to PKA inhibition between *S. cerevisiae* and *K. lactis*, we carried out mRNA sequencing for both species. We prepared sequencing libraries from exponentially growing PKA-AS cultures collected 50 min after providing saturating amounts of 1-NM-PP1 (3 μM) or a DMSO control. 

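The libraries were made with QuantSeq, an assay that sequences the 3′ end of polyadenylated transcripts. In each species, the PKA-AS strain, whose PKA carries gatekeeper mutations that let 1-NM-PP1 inhibit it, gave 4 libraries with 1-NM-PP1 and 4 with DMSO. The PKA-WT strain without these mutations gave 3 libraries with 1-NM-PP1 and 3 with DMSO in *S. cerevisiae*, and 3 with 1-NM-PP1 and 2 with DMSO in *K. lactis*. Each culture was parted before treatment into a portion for 1-NM-PP1 and a portion for DMSO, and the PKA-AS cultures are labelled 1, 2, 3 and 2017. The authors counted the reads of each library on genes and deposited the counts without normalization. In *S. cerevisiae*, the PKA-AS libraries held 1451057 to 3351011 counts on genes with DMSO (median 2199631) and 1781568 to 2100967 with 1-NM-PP1 (median 2015368.5). In *K. lactis*, they held 1478486 to 3573798 counts with DMSO (median 2093670) and 1594414 to 3457991 with 1-NM-PP1 (median 2362994). The paper states a median depth of 2.53 M reads (M, mega) per sample, with samples between 245000 reads and 5.6 M reads, and the values given beside its statements use the counts on genes. Expression levels are given in CPM, the counts of a gene scaled to its library's TMM-normalized total. The mean rlog values in the authors' deposited table identify the cultures behind the paper's values. For *S. cerevisiae* in DMSO, the difference between those values and the rlog computed here had an SD of 0.0177 across 5727 genes when the 2017 culture was left out. It was 0.0931 or more with all 4 cultures or with another single culture left out, the only other choices compared. For *K. lactis* in DMSO, the SD was 0.0121 across 5244 genes without the 2017 culture and 0.126 or more otherwise. Values are therefore given first over cultures 1 to 3 and then over all 4 cultures, and the paper gives no reason for leaving out the 2017 cultures. LFC was computed with edgeR's quasi-likelihood test after TMM normalization, in a fit of all cultures of a species with PKA allele, transcription factor deletion and drug combined into a single factor, and p-values were adjusted by the Benjamini-Hochberg method. The fit covered genes with at least 2 counts in at least 3 samples of the species, which is the filter the paper describes, and these were 5779 genes in *S. cerevisiae* and 5271 in *K. lactis*.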

We computed the Log Fold Change (LFC) in gene expression using the DESEQ2 computational framework by comparing read counts from yeast treated with drug to read counts from control cultures (Love et al., 2014). We also calculated regularized logarithm estimates (rlog) within the DESEQ2 framework to evaluate expression levels in each condition. 

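LFC was compared across 4807 pairs of a *S. cerevisiae* gene and its *K. lactis* ortholog, taken from the names that the authors' deposited tables give to *K. lactis* genes and tested in both species. A *K. lactis* gene shared by several *S. cerevisiae* genes enters once for each of them. Pearson's r was 0.651 and Spearman's rho was 0.541 over cultures 1 to 3. Over all 4 cultures, r was 0.666 and rho was 0.555. When the change in log2 CPM between drug and DMSO was correlated culture by culture, r was 0.628 for culture 1, 0.637 for culture 2, 0.656 for culture 3 and 0.677 for the 2017 cultures. The SD between these values was 0.0219. The relation is across genes, which are not independent replicates, and no p-value is given. Each of the 16 fits that left out a single library gave an r between 0.649 and 0.671. Ranking the LFC values, as Spearman's rho does, moved the value more than any refit. The LFC values of the authors' deposited tables gave an r of 0.655 over 4802 pairs.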

The transcriptional responses we observed were broadly correlated between the two species (Pearson Correlation = 0.65) (Figure 1C scatter plot). This was consistent with the observation that the ESR, and particularly the repressed ESR, is conserved in budding yeasts (Thompson et al., 2013).

To identify shared and species-specific functional enrichment, we first defined sets of genes that were induced or repressed by PKA inhibition in each species. We looked for genes that had LFC >2.0 for activated genes and < -2.0 for repressed genes, and which were significant with a False Discovery Rate (FDR) of 1% (Supplementary Figure 2). 

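Over cultures 1 to 3, 543 *S. cerevisiae* genes were activated and 724 were repressed, and 490 *K. lactis* genes were activated and 725 were repressed. With all 4 cultures, 562 *S. cerevisiae* genes were activated and 725 repressed, and 446 *K. lactis* genes were activated and 717 repressed. The authors' deposited tables give 559 activated and 724 repressed genes for *S. cerevisiae*, of which 528 and 699 were also called here over all 4 cultures, and 484 and 746 for *K. lactis*, of which 428 and 687 were also called. At an adjusted p under 0.01 without a limit on LFC, 2420 of the *S. cerevisiae* genes and 2379 of the *K. lactis* genes changed over all 4 cultures. The calls moved most when LFC was tested against a change of 2 itself, which left 250 activated and 442 repressed genes in *S. cerevisiae* and 168 and 406 in *K. lactis*. All 4 DMSO libraries held 3 counts or fewer for 88 of the activated *S. cerevisiae* genes and 56 of the activated *K. lactis* genes, so that only a lower bound can be given for their change. The same held in the drug libraries for 57 repressed *S. cerevisiae* genes and 50 repressed *K. lactis* genes. These limits, and the intervals given for shares of promoters, cover counting error only.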

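The genes named next had the largest fitted LFC among those past the thresholds. They also had a mean of at least 10 counts per library and the same direction in all 4 pairs of cultures. Some lay at the counting limit, where the fitted LFC rests on few counts in a condition. For these only a lower bound is given, so their place in the ranking is uncertain. *SIP18* (YMR175W) had an LFC of 9.93 (SE 0.58) over cultures 1 to 3 and of 9.57 (SE 0.50, adjusted p = 1.41e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4, with 8.40 in the 2017 cultures. *ALD3* (YMR169C) rose by 9.37 (SE 0.82) over cultures 1 to 3, by 9.35 (SE 0.69) over all 4 and by 9.25 in the 2017 cultures. For *DDR2* (YOL052C-A), LFC was 9.70 over cultures 1 to 3, 9.57 over all 4 (SE 0.99) and 9.06 in the 2017 cultures. For *GRE1* (YPL223C), the values were 9.61, 9.18 (SE 1.20) and 7.40. *SPG4* (YMR107W) was at least 139-fold higher with 1-NM-PP1 over all 4 cultures, since its DMSO libraries held 3 counts or fewer. Among repressed genes, *NSR1* (YGR159C) had an LFC of -8.81 (SE 2.11) over cultures 1 to 3, -8.57 (SE 1.77) over all 4 and -7.70 in the 2017 cultures. *RPA43* (YOR340C) was at least 112-fold lower, *PPT1* (YGR123C) at least 18.7-fold, YNL162W-A at least 8.84-fold and *NAN1* (YPL126W) at least 7.61-fold lower over all 4 cultures. In *K. lactis*, the ortholog of *GRE1* and *SIP18* (KLLA0C16225g) rose by 9.04 (SE 0.99) over cultures 1 to 3 and by 7.71 (SE 0.78) over all 4, with 6.45 in the 2017 cultures. The *STE4* ortholog (KLLA0D06787g) was at least 130-fold higher, and KLLA0F25520g, KLLA0E15181g and EBG00000982177 were at least 85.5-fold, 47.7-fold and 8.62-fold higher. The *RLI1* ortholog (KLLA0C17556g) had an LFC of -8.27 (SE 0.94) over cultures 1 to 3, -8.28 (SE 0.77) over all 4 and -7.63 in the 2017 cultures. The orthologs of *RLP7*, *YTM1*, *NCS2* and *CCM1* (KLLA0D04884g, KLLA0C07425g, KLLA0F24002g and KLLA0E10803g) were at least 109-fold, 97.7-fold, 23.8-fold and 16.6-fold lower.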

Focusing only on genes that had orthologs in both species, we further subdivided these target sets into subsets that were either (i) activated in both species, (ii) repressed in both species, (iii) activated in one species but not the other, or (iv) repressed in one species but not the other. 

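Over cultures 1 to 3, 170 ortholog pairs were activated in both species, 259 only in *S. cerevisiae* and 207 only in *K. lactis*. Independent calls would give 33.6 pairs activated in both (odds ratio 13.2, two-sided Fisher's exact test, p = 1.03e-88). On the repressed side, 461 pairs were shared, 207 were repressed only in *S. cerevisiae* and 294 only in *K. lactis*, against 104.9 shared pairs by chance (odds ratio 29.1, p = 2.33e-269 from the same exact test). With the 2017 cultures included, the numbers were 172, 267 and 172 for activation (31.4 shared by chance, odds ratio 15.7, p = 2.15e-97) and 461, 204 and 268 for repression (101 shared by chance, odds ratio 32.7, p = 3.61e-281), from the same exact test. Genes are not independent replicates, so these p-values describe the overlap of the lists. Opposite calls were few over all 4 cultures: 11 pairs were activated in *S. cerevisiae* and repressed in *K. lactis*, and 6 were repressed in *S. cerevisiae* and activated in *K. lactis*. Leaving out the *K. lactis* drug library of 2017 moved these sets most and gave 350 pairs repressed only in *K. lactis*. A pair counted for a single species passed the thresholds there and missed them in the other, and the difference between the species was not tested pair by pair.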

We then quantified enrichment for GO-slim terms (*SGD Project*, 2018) for the different gene subsets using Fisher's exact test (Supplementary Table 1, Supplementary Figure 3). For functional enrichment of *K. lactis* genes, we only analyzed genes with orthologs in *S. cerevisiae* and assigned go terms based on the *S. cerevisiae* orthologs (see Methods).

A few broad themes emerged from these analyses. First, genes related to growth and protein production in the ribosome were repressed in both species (“rRNA processing,” *p* = 7.3e-86, and “cytoplasmic translation,” *p* = 8.1e-72), consistent with previous work relating PKA inhibition to a slowdown in growth (Brauer et al., 2008; Airoldi et al., 2009) and the slowdown in growth we observed following PKA inhibition in both species (Supplementary Figure 1A).

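The GO-slim lists behind these terms were not used here. In their place, cytoplasmic ribosomal protein genes were taken by symbol, and genes of rRNA processing by the GO terms of the R64 annotation. Lists taken by GO term hold only genes that carry the term itself, without those that carry only a narrower term. Of 129 ortholog pairs for cytoplasmic ribosomal proteins, the *S. cerevisiae* gene was repressed in 124 (96.1%) over cultures 1 to 3, against 11.6% of the other pairs (two-sided Fisher's exact test, p = 1.96e-103). The *K. lactis* gene was repressed in 128 (99.2%, p = 8.38e-106 from the same exact test). Many of these *K. lactis* genes are shared by paralogs and repeat among the pairs, and the exact tests count each repeat as separate. Including the 2017 cultures, 127 were repressed in *S. cerevisiae* (98.4%, against 11.5% of the other pairs, Fisher's exact p = 7.06e-111) and 128 in *K. lactis* (against 12.8%, p = 6.16e-108), and 126 pairs were repressed in both. The share in *S. cerevisiae* moved most without culture 1 in DMSO, to 91.5%. Median LFC was -4.82 in *S. cerevisiae* and -5.31 in *K. lactis* over cultures 1 to 3, and -4.61 and -5.25 over all 4, where 2 of the *S. cerevisiae* genes were at the counting limit and left the median at -4.61 when set to their bounds. Of 71 pairs for rRNA processing, 57 (80.3%) were repressed in *S. cerevisiae* and 52 (73.2%) in *K. lactis* over cultures 1 to 3 (p = 6.04e-37 and 1.51e-27 from the same exact test). With the 2017 cultures, 56 (78.9%, against 12.9% of the other pairs, Fisher's exact p = 1.21e-35) and 53 (74.6%, against 14.3%, p = 1.53e-29) were repressed. Median LFC over all 4 cultures was -4.42 and -4.35, or -4.10 and -4.02 with 3 *S. cerevisiae* and 4 *K. lactis* genes at their bounds.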

Additionally, while PKA inhibition triggered a set of conserved gene expression changes related to metabolic processes in both species, there was evidence in *S. cerevisiae* specifically of PKA's previously observed role in the shift from fermentative to respiratory metabolism (Ihmels et al., 2005; Field et al., 2008; Tsankov et al., 2010; Thompson et al., 2013). Firstly, ‘mitochondrial translation' genes were repressed only in *K. lactis* following PKA inhibition (*p* = 6.3e-42). Also, there was evidence of a broad metabolic reconfiguration in *S. cerevisiae* that was not shared with *K. lactis*. 

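Of 91 ortholog pairs with the GO term for mitochondrial translation in the annotation, 1 *S. cerevisiae* gene (1.10%, two-sided Fisher's exact test against the other pairs, p = 3.94e-05) and 63 *K. lactis* genes (69.2%, p = 6.83e-31) were repressed over cultures 1 to 3. When all 4 cultures were fitted, 0 were repressed in *S. cerevisiae*, where 14.1% of the other pairs were (Fisher's exact p = 1.78e-06), and 61 in *K. lactis* (67.0%, against 14.2%, p = 1.35e-29). At an unadjusted p under 0.05 from edgeR's test, 1 of the *S. cerevisiae* genes fell over cultures 1 to 3 and 2 fell over all 4. Median LFC was 0.66 in *S. cerevisiae* and -2.29 in *K. lactis* over cultures 1 to 3, and 0.71 and -2.28 over all 4, or -2.26 with 1 *K. lactis* gene at its bound. Among the 68 pairs for mitochondrial ribosomal proteins, 0 *S. cerevisiae* genes were repressed with or without the 2017 cultures, and 54 *K. lactis* genes (79.4%, p = 1.03e-31) were repressed over cultures 1 to 3 and 53 (77.9%, p = 3.43e-31) over all 4, from the same exact test. An unadjusted p under 0.05 with a negative LFC was also reached by 0 of these 68 *S. cerevisiae* genes. The difference between the species was tested gene by gene with a two-sided sign-flip permutation test. Genes are not independent replicates, so its p-values describe the spread across genes and leave out the spread between cultures. The test also takes as separate the repeated values of *K. lactis* genes shared by paralogs, as for many cytoplasmic ribosomal proteins. LFC was lower in *K. lactis* for 68 of 68 pairs, by a mean of -3.27 over cultures 1 to 3 and -3.21 over all 4, with a p of 1e-05, the smallest that the permutations can give. Cytoplasmic ribosomal protein genes differed less, with a mean of -0.33 over cultures 1 to 3 (81 of 129 pairs lower, permutation p = 0.00511) and -0.52 over all 4 (89 pairs lower, permutation p = 1e-05). This smaller difference depended on single libraries, and leaving out 1 at a time moved the latter value to between -0.85 and -0.24.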

In the set of genes that were specifically induced in *S. cerevisiae* but not in *K. lactis* following PKA inhibition there was enrichment for terms related to respiratory metabolism (“cellular respiration,” *p* = 1.4e-6 and “response to oxidative stress,” *p* = 6.1e-5), as well as other metabolic terms (e.g., “generation of precursor metabolites and energy,” *p* = 9.4e-10). This metabolic shift was also evident in the set of genes that was repressed specifically in *S. cerevisiae*, which were enriched for the term “cellular amino acid metabolic process” (*p* = 8.38e-7).

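The annotation's GO terms for respiration and for the response to oxidative stress stood in for the GO-slim lists, which were not used here. Genes that carry only a narrower term were left out, so these lists can be shorter than the paper's. Of the 267 pairs activated only in *S. cerevisiae* over all 4 cultures, 5 belonged to respiration (1.87%, against 0.727% of the other 4540 pairs, two-sided Fisher's exact test, p = 0.0570) and 11 to oxidative stress (4.12%, against 1.43%, p = 0.00287). Counted by species over cultures 1 to 3, 7 of 38 respiration pairs were activated in *S. cerevisiae* (18.4%, p = 0.0762) and 1 in *K. lactis* (p = 0.362), from the same exact test against the other pairs. Including the 2017 cultures, these were 6 (15.8%, against 9.08%, Fisher's exact p = 0.154) and 1 (2.63%, against 7.19%, p = 0.520). With DESeq2 in place of edgeR, 21.1% of the pairs were activated in *S. cerevisiae* (Fisher's exact p = 0.0241). Of 76 oxidative stress pairs, 16 (21.1%, p = 0.000869 from the same exact test) were activated in *S. cerevisiae* and 8 (10.5%, p = 0.385) in *K. lactis* over cultures 1 to 3. With all 4 cultures, 15 (19.7%, against 8.96%, Fisher's exact p = 0.00374) and 5 (6.58%, against 7.17%, p = 1) were activated, so that the *K. lactis* share lay above that of the other pairs over cultures 1 to 3 and below it over all 4.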

### Many Ohnolog Pairs Are Differentially Activated by PKA Inhibition in *S. cerevisiae*

Since *S. cerevisiae* has undergone a WGH, we were curious whether its surviving ohnologs were equally represented in the PKA regulon compared to other genes that didn't maintain their paralogous copy. Interestingly, we found that in the context of PKA inhibition, ohnologs were enriched both in the set of genes that were activated (*p* = 5.2e-11) and those that were repressed (*p* = 2.6e-6), while being de-enriched in the set of genes whose expression didn't change (*p* = 9.2e-5) (Figure 1C right panel, Supplementary Table 2).

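The R64 annotation marks 959 *S. cerevisiae* genes as ohnologs, and 928 of them were among the genes tested, a share of 16.1%. The paper's list is longer, with a share of 18.5% of all genes. Part of its ohnologs therefore counted here among the genes that are not ohnologs. Over cultures 1 to 3, 152 of 543 activated genes were ohnologs (28.0%, odds ratio 2.23, p = 1.28e-13), as were 171 of 724 repressed genes (23.6%, p = 1.53e-08) and 605 of 4510 unchanged genes (13.4%, p = 4.67e-23), from two-sided Fisher's exact tests against the rest of the genes tested. Including the 2017 cultures, the shares were 157 of 562 activated genes (27.9%, against 14.8% of the rest, Fisher's exact p = 4.80e-14), 173 of 725 repressed genes (23.9%, against 14.9%, p = 5.76e-09) and 598 of 4492 unchanged genes (13.3%, against 25.6%, p = 3.52e-24). Odds ratios were 2.24, 1.78 and 0.445. The activated share moved most, to 29.0%, in a fit of only the groups compared with culture as a block, and stayed between 27.6% and 28.7% in the fits that each left out a library.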

To further explore this observation and determine whether ohnolog pairs behaved similarly upon PKA inhibition, we ordered them by LFC and plotted the LFC of each ohnolog against the other for all pairs (Figure 2A). 

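Both members were tested in 510 of the ohnolog pairs that the paper's supplementary table lists. With repression set at an LFC below -2 and an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 123 pairs had a repressed member over cultures 1 to 3, and both members were repressed in 57. They were 121 and 59 over all 4 cultures. Members with an LFC between -1 and -2 at the same adjusted p are called weakly repressed in that table, and counting them too gave 188 and 70 pairs. The number of pairs with both members repressed moved most without culture 1 in DMSO, to 53.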

Of the 184 ohnolog pairs that had at least one member repressed, 71 pairs had both members repressed. Previous work has observed that cytoplasmic ribosomal proteins are enriched in retained *S. cerevisiae* ohnologs (Seoighe and Wolfe, 1999), and we saw that the set of genes for which both ohnologs were strongly repressed by PKA inhibition was enriched for ribosomal genes. In our dataset we had 56 ohnolog pairs associated with the GO-slim term ‘cytoplasmic translation', including many ribosomal proteins, and 52 of those pairs had both members repressed (Supplementary Figure 4).

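Pairs of ribosomal proteins were identified by symbol, without the GO-slim list. In 53 pairs both members encoded a cytoplasmic ribosomal protein, and both were repressed in 49 of these over cultures 1 to 3 and in 51 over all 4 cultures. Without culture 1 in DMSO, both were repressed in 45.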

**Figure 2:**
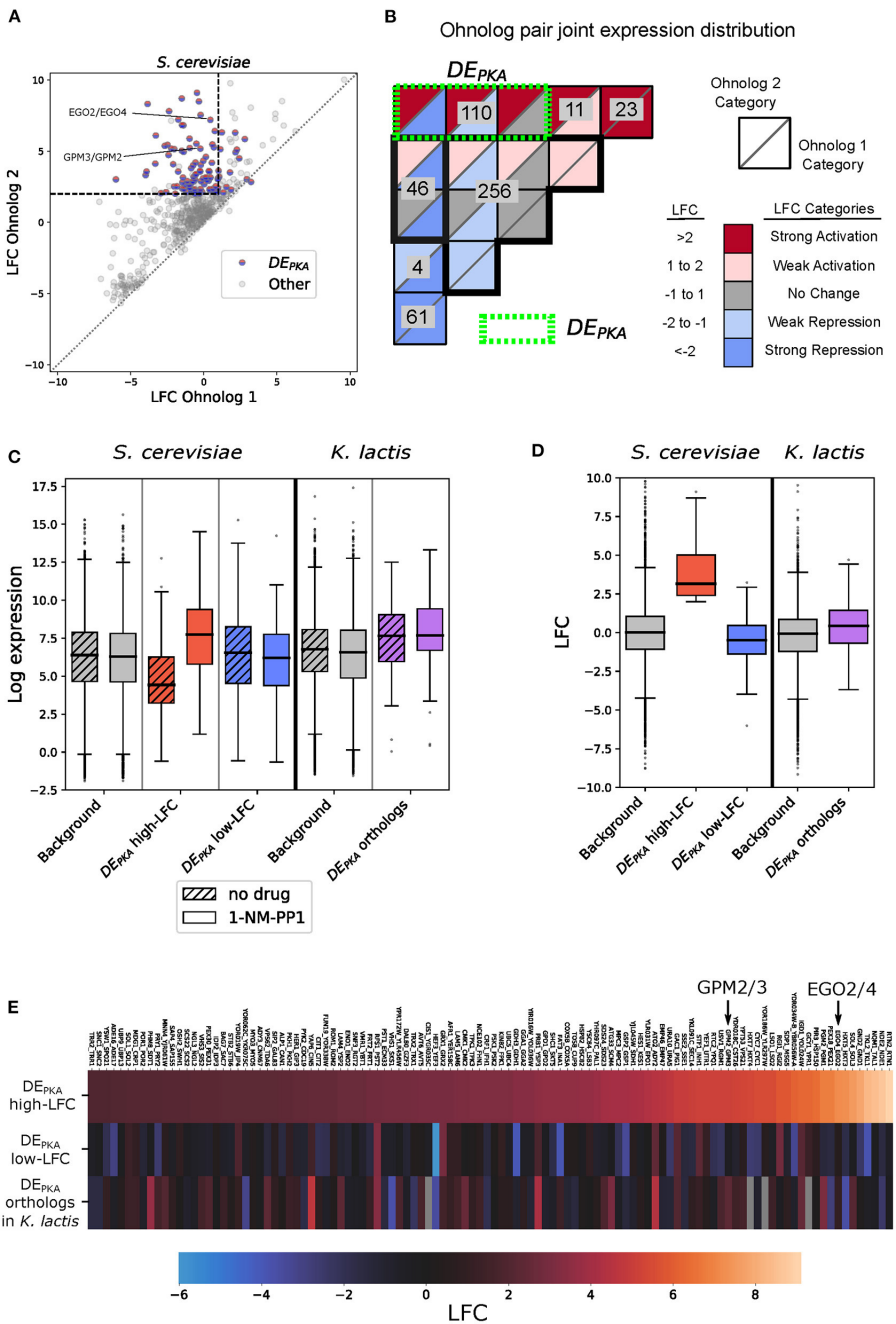
One hundred ten ohnolog pairs show differential expression in response to PKA. One member of the pair is activated while the other is repressed or unaffected. The phenotypes of the shared orthologs from *K. lactis* on average resemble the ohnologs that are not activated by PKA inhibition. **(A)** Comparison of Log Fold Change (LFC) from mRNA sequencing data following PKA inhibition for ohnolog pairs in *S. cerevisiae*. Each pair of ohnologs is sorted so that Ohnolog 1 (*x*-axis) has lower LFC than Ohnolog 2 (*y*-axis). In cases where one ohnolog did not meet the 1% FDR threshold while the other ohnolog did, the LFC value for the ohnolog which did not meet the threshold was replaced with 0 for sorting, but the original value is plotted. Dashed lines indicate the LFC criteria for selecting differentially expressed ohnologs, in which one member of the pair is induced by PKA inhibition (DE_PKA_). DE_PKA_ genes do not correspond exactly with ohnolog pairs in that region because genes that do not meet the 1% FDR threshold are classified as having no change even if their LFC is in the appropriate range. **(B)** Joint distribution of ohnolog pairs in various categories based on the LFC of each ohnolog in response to PKA inhibition. The bins are arranged based on the LFC categories for Ohnolog 1 and Ohnolog 2. For each category, the shading of the top triangle represents the LFC of Ohnolog 2, and the bottom triangle represents the LFC of Ohnolog 1. The green dotted line defines DE_PKA_ as ohnolog pairs that are differentially expressed under PKA inhibition and in which one ohnolog is strongly activated. **(C)** Estimated regularized log expression (rlog) for DE_PKA_ ohnologs (sorted by high and low activation) and their orthologs in *K. lactis*. The background set for *S. cerevisiae* includes all annotated genes except those designated as dubious orfs in SGD. The background set for *K. lactis* includes all annotated genes with orthologs in *S. cerevisiae*. **(D)** LFC for DE_PKA_ ohnologs (sorted by high and low activation) and their orthologs in *K. lactis*. Background sets as in **(C)**. **(E)** LFC for high-LFC ohnologs (top row) and low-LFC ohnologs (middle row) from the DE_PKA_ ohnolog set in *S. cerevisiae* as well as their *K. lactis* orthologs (bottom row). Columns are sorted from lowest to highest LFC for the high-LFC ohnolog. Example ohnolog pairs referred to later in the text are highlighted.

Many ohnolog pairs, in contrast, had different patterns of expression in response to PKA inhibition. To analyze these, we focused on ohnolog pairs in which one member was activated by PKA inhibition and one member was not. There were 110 such ohnolog pairs, which we will simply refer to as DE_PKA_ in the following (Figure 2B, Supplementary Table 3). 

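By the classes of the paper's supplementary table, 110 pairs had a member activated and a member that was neither activated nor weakly activated over cultures 1 to 3, and 105 of them were among the paper's DE_PKA pairs. There were 107 such pairs over all 4 cultures, of which 102 were the paper's. The member with the lower LFC was unchanged in 82 of the 107 pairs, weakly repressed in 11 and repressed in 14. The number moved most in a fit of only the groups compared with culture as a block, to 101, and lay between 104 and 110 when each library was left out in turn. Values given for DE_PKA ohnologs use the paper's 110 pairs.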

The DE_PKA_ genes were enriched for metabolic go terms such as “nucleobase-containing small molecule metabolic process,” “generation of precursor metabolites and energy,” and “cofactor metabolic process” (Supplementary Figure 5, Supplementary Table 4, Supplementary analysis of DE_PKA_ genes). The group also included several pairs of regulators related to metabolic processes, including TPK1/3 themselves. A total of 18 DE_PKA_ ohnolog pairs coded for enzymes included in the iPath3 database (Darzi et al., 2018). Projecting these onto the metabolic map of yeast revealed that they were concentrated around central carbon metabolism including key enzymes in glycolysis/gluconeogenesis, the Pentose Phosphate Pathway (PPP), the Tricarboxylic Acid (TCA) cycle, and oxidative phosphorylation (Supplementary Figure 6). This is consistent with previous work that observed several of the same ohnolog pairs expressed differentially in response to growth to saturation in batch culture, a condition which causes PKA inhibition (Thompson et al., 2013). In particular, a large proportion (8 of 12) of the enzymes in the Pentose Phosphate pathway were members of DE_PKA_ ohnolog pairs. 

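The pairs *GND1*/*GND2*, *SOL3*/*SOL4*, *TKL1*/*TKL2* and *TAL1*/*NQM1* are the pathway's DE_PKA pairs. *GND2* (YGR256W) had an LFC of 7.77 (SE 0.73) over cultures 1 to 3 and 7.46 (SE 0.62, adjusted p = 3.46e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4, with 6.52 in the 2017 cultures. *GND1* (YHR183W) fell by 2.42 (SE 0.63) over cultures 1 to 3 and by 2.10 (SE 0.53) over all 4, and its LFC was -1.29 in the 2017 cultures and -1.51 over all 4 without culture 1 in DMSO. For *SOL4* (YGR248W), LFC was 7.48 (SE 0.49), 7.56 (SE 0.42) and 7.74 over cultures 1 to 3, over all 4 and in the 2017 cultures. For *SOL3* (YHR163W), it was -0.27, -0.35 (SE 0.26) and -0.58. *TKL2* (YBR117C) and *NQM1* (YGR043C) held 0 to 2 counts in every DMSO library and were at least 47.1-fold and 76.7-fold higher with 1-NM-PP1 over all 4 cultures. *TKL1* (YPR074C) had an LFC of -3.90 (SE 1.37, adjusted p = 0.0170 from the same edgeR test) over cultures 1 to 3, -3.76 (SE 1.15, adjusted p = 0.00545) over all 4 and -3.30 in the 2017 cultures. *TAL1* (YLR354C) had an LFC of -0.38 (SE 1.17), -0.30 (SE 0.99) and -0.05, and 0.69 over all 4 without culture 1 in DMSO.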

Clustering the DE_PKA_ ohnolog pairs based on a curated list of GO-slim terms revealed other groups of paralog pairs with terms in common. This included groups of between 3 and 8 ohnolog pairs sharing the Biological Processes terms “response to oxidative stress,” “peroxisome activity,” “lipid transport,” “endocytosis,” and “golgi vesicle transport,” and the Molecular Function terms “transmembrane transport,” “kinase activity,” “enzyme regulator activity,” “nucleic acid binding transcription factor activity,” and “lipid binding” (Supplementary Figure 4). Respectively, 23 and 37 of the DE_PKA_ ohnolog pairs did not have a Biological Process or Molecular Function GO-slim term assigned for at least one ohnolog. This was reflective of the overall level of genes without Biological Process or Molecular Function terms assigned in all genes posessing RNA-seq data in the study.

We then explored the properties of the DE_PKA_ ohnolog in more depth beginning with an analysis of their basal expression levels. 

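rlog was computed with DESeq2 over all cultures of a species, with the settings the paper gives, and each gene's value was averaged over the cultures of a condition. For the 110 DE_PKA high-LFC ohnologs in DMSO, the median was 4.46 ± 0.22 (SD of the medians of single cultures, n = 3) over cultures 1 to 3, 4.47 ± 0.19 (n = 4) over all 4 and 4.68 in the 2017 culture. For all 5779 genes tested, it was 6.31 ± 0.09, 6.32 ± 0.08 and 6.33. For the 5493 of these with a coding sequence in the R64 annotation, a set chosen after the data had been seen because the annotation does not mark dubious open reading frames, the medians were 6.43, 6.44 and 6.46.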

The basal expression levels for the ohnologs with higher LFC values (which we refer to as the DE_PKA_ high-LFC ohnologs) were, on average, low compared to all genes in the genome (median rlog 4.4 vs. 6.4, Figure 2C, Supplementary Figure 7, Supplementary Table 4). Upon PKA inhibition, the distribution of expression of these DE_PKA_ high-LFC ohnologs shifted clearly higher than that of all genes in the genome (median rlog of 7.7), reflecting the induction for which they were defined (Figures 2C–E). By contrast, the distribution of basal expression values for the DE_PKA_ genes that were unchanged or repressed following PKA inhibition (DE_PKA_ low-LFC ohnologs) was generally close to background levels whether or not PKA was inhibited (median rlog of 6.5 and 6.2 without and with 1-NM-PP1, respectively) (Figure 2C). 

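With 1-NM-PP1, the median rlog of the DE_PKA high-LFC ohnologs was 7.81 ± 0.11 (SD between cultures, n = 3) over cultures 1 to 3, 7.82 ± 0.11 (n = 4) over all 4 and 7.85 in the 2017 culture. The median of all genes was 6.19 ± 0.07, 6.21 ± 0.06 and 6.25.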

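The DE_PKA low-LFC ohnologs had a median rlog of 6.59 ± 0.11 (SD between cultures, n = 3) in DMSO over cultures 1 to 3, 6.58 ± 0.13 (n = 4) over all 4 and 6.42 in the 2017 culture. With 1-NM-PP1, it was 6.27 ± 0.18, 6.37 ± 0.18 and 6.50, so that it rose slightly in the 2017 cultures and fell over the other sets.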

Importantly, the distribution of basal expression of the DE_PKA_ high-LFC ohnologs had a clear lower median than that of the DE_PKA_ low-LFC ohnologs (Figure 2C). This indicates that the difference in PKA responsiveness between these two sets is the result of low basal expression and strong induction for the DE_PKA_ high-LFC ohnologs, and higher basal expression that was either slightly reduced or unchanged by PKA inhibition for DE_PKA_ low-LFC ohnologs. 

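Pair by pair, the high-LFC ohnolog lay below the low-LFC ohnolog in DMSO in 72 of 110 pairs, by a mean rlog difference of -1.63 over all 4 cultures (two-sided sign-flip permutation test, p = 2e-05). Without the 2017 culture, the difference was -1.66 (permutation p = 1e-05, the smallest that the permutations can give). On the scale of log2 CPM, which moved the difference most, it was -1.86, with the high-LFC ohnolog lower in 74 pairs. With 1-NM-PP1, the high-LFC ohnolog lay above in 77 pairs, by a mean of 1.56. The pairs were chosen by LFC, which favours differences in both of these directions, and genes are not independent replicates. In all DMSO or all drug libraries, 12 of the high-LFC and 8 of the low-LFC ohnologs held 3 counts or fewer. From the low basal level and strong induction of the high-LFC ohnologs, and the higher and little changed level of the low-LFC ohnologs, the paper concludes that these account for the difference in PKA responsiveness between the sets.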

*K. lactis* contains orthologs for 106 of the 110 ohnolog pairs in the DE_PKA_ set. 

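All 106 *K. lactis* orthologs were tested. Over cultures 1 to 3, 15 were activated, 6 were repressed and 85 were neither. These numbers were 14, 7 and 85 over all 4 cultures.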

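The median LFC of the 106 *K. lactis* orthologs of DE_PKA pairs was 0.44 over cultures 1 to 3 and 0.46 over all 4, with 2 orthologs at the counting limit, and setting these to their bounds left the latter median at 0.46. By culture, the median was 0.24 (1), 0.29 (2), 0.49 (3) and 0.47 (2017), with an SD of 0.12. LFC lay between -1 and 1 for 46 of the 106 orthologs over cultures 1 to 3 and for 54 over all 4. It was lower than that of the high-LFC ohnolog in 101 of 106 comparisons over either set, by a mean of -3.33. Against the low-LFC ohnolog, it was higher by a mean of 0.90 over cultures 1 to 3, with 34 orthologs lower, and by 0.82 over all 4, with 38 lower. The members of the pairs were chosen by their LFC, which favours both differences, so no test of them is given. The median moved most without culture 3 of the drug libraries, to 0.35. Median rlog of the orthologs in DMSO was 7.69 ± 0.14 (SD between cultures, n = 3) over cultures 1 to 3, 7.68 ± 0.11 (n = 4) over all 4 and 7.62 in the 2017 culture, where all *K. lactis* genes tested had 6.80, 6.80 and 6.79. With 1-NM-PP1, it was 7.72 ± 0.14, 7.76 ± 0.15 and 7.98, against 6.59, 6.60 and 6.63.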

As a group, these orthologs had a similar phenotype to that of the DE_PKA_ low-LFC ohnologs, displaying higher basal expression (Figure 2C, Supplementary Figure 7) and little change in expression under PKA inhibition (Figures 2C–E). This observation led us to hypothesize that the ancestral phenotype for many of these ohnolog pairs was one with moderate basal expression and no regulation by PKA.

### Analysis of Stress-Response Data Across Species Suggests That Insensitivity to PKA Related Stresses and Moderate Basal Expression Was the Ancestral State for Most DE_PKA_ Genes

Without gene expression measurements following PKA inhibition in a wider phylogenetic range of extant species, testing whether low LFC in response to PKA inhibition was the ancestral state of the DE_PKA_ genes cannot be done directly. However, we can explore it meaningfully across a range of 15 budding yeast species spanning the WGH (Figure 3A) by capitalizing on available gene expression datasets collected in response to growth to saturation and various stress conditions known to repress the PKA pathway in *S. cerevisiae* (Roy et al., 2013; Thompson et al., 2013). To extract the conditions that most resemble PKA inhibition, we compared expression changes in *S. cerevisiae* and *K. lactis* in these datasets to our PKA inhibition data. This comparison identified five conditions (heat shock at 30 and 45 min, Diauxic Shift, Post Diauxic Shift, and Plateau) that were strongly correlated with PKA inhibition in both species (Pearson correlation *R* > 0.65 with *K. lactis* PKA inhibition and *R* > 0.75 with *S. cerevisiae* PKA inhibition) (Supplementary Figure 8). We adopted the LFC reported for these 5 conditions (normalized per Materials and Methods) as surrogates for PKA inhibition across the species present in this dataset.

**Figure 3:**
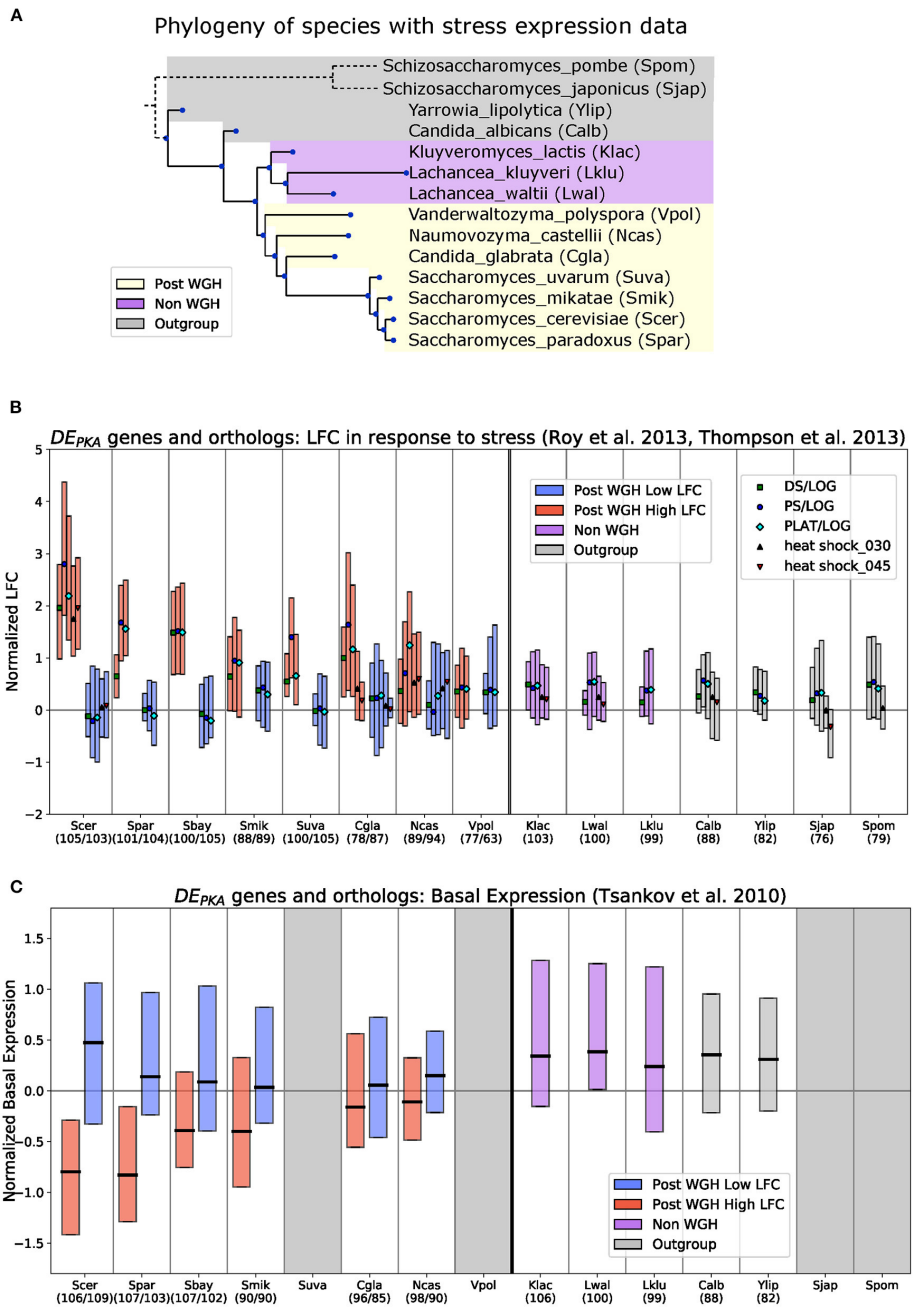
For DE_PKA_ genes, low LFC in response to PKA related stress and moderate basal expression is the ancestral phenotype. **(A)** Phylogeny of species with stress expression data used in **(B)** based on the time calibrated tree generated in Shen et al. (2018). *S. bayanus* is not shown because it is a hybrid between *S. eubayanus* and *S. uvarum* with some genes from *S. cerevisiae* (Libkind et al., 2011). *S. pombe* and *S. japonicus* branches are not drawn to scale. Boxplots in **(B,C)** show median Q1–Q3 range for the datasets described below for DE_PKA_ genes in *S. cerevisiae* and their orthologs in each indicated species (when present). Blue and red bars indicate low-LFC and high-LFC ohnologs (respectively), and their syntenic orthologs in Post-WGH species. Purple and gray bars are for the shared orthologs in Non-WGH *Saccharomycetaceae* species and outgroups, respectively. Numbers in parentheses indicate the number of retained orthologs. Syntenic ortholog assignment for Post-WGH species is based on the YGOB database (Byrne and Wolfe, 2005). Boxplots in **(B)** show normalized gene expression (see Materials and Methods) for the conditions most closely related to PKA inhibition in *S. cerevisiae* and *K. lactis* from Roy et al. (2013), Thompson et al. (2013) (Supplementary Figure 8). Medians are marked with symbols that indicate the conditions. “DS/LOG,” “PS/LOG,” and “PLAT/LOG” are from Thompson et al. (2013) and “heat shock_030” and “heat shock_045” are from Roy et al. (2013). Boxplots in **(C)** show normalized raw expression data (see Materials and Methods) from microarray experiments comparing mRNA under exponential growth conditions to genomic DNA from Tsankov et al. (2010). Gray regions indicate species for which no data exist. Species: Scer, *Saccharomyces cerevisiae*; Spar, *Saccharomyces paradoxus*; Sbay, *Saccharomyces bayanus;* Smik, *Saccharomyces mikatae*; Suva, *Saccharomyces uvarum*; Cgla, *Candida glabrata*; Ncas, *Naumovozyma castellii;* Vpol, *Vanderwaltozyma polyspora*; Klac, *Kluyveromyces lactis*; Lwal, *Lachancea waltii*; Lklu, *Lachancea kluyveri*; Calb, *Candida albicans*; Ylip, *Yarrowia lipolytica*; Sjap, *Schizosaccharomyces japonicas*; Spom, *Schizosaccharomyces pombe*.

We curated the orthologs of the 110 DE_PKA_ ohnolog pairs in the various species and compared their gene expression values in the PKA-related stress conditions. The ohnolog pairs of the DE_PKA_ set generally showed the same phenotypes in *S. cerevisiae* under these stress conditions as in our PKA inhibition dataset—high LFC for one member of the pair and low LFC in the other (Figure 3B, *S. cerevisiae*). This is expected given our criteria for selecting these stress conditions. In the post-WGH species closely related to *S. cerevisiae*, the phenotype was also conserved. Syntenic orthologs (or in other words orthologs with shared genomic context) for the high-LFC ohnologs had higher LFC, and syntenic orthologs of the low-LFC ohnologs had lower LFC on average. The separation in LFC between the syntenic orthologs of the high-LFC and low-LFC ohnologs declined in more distantly related post-WGH species. In *V. polyspora*, the most distantly related post-WGH species, the orthologs of the low and high LFC ohnologs both had low LFC in stress conditions (Figure 3B, Supplementary Figure 9), although confident assignment of syntenic orthologs becomes difficult at that evolutionary distance. Importantly, for non-WGH species, the shared orthologs of the DE_PKA_ ohnolog pairs have low LFC under these PKA-related stress conditions (Figure 3B right of thick black line), consistent with our hypothesis that low LFC is generally the ancestral response to PKA inhibition for DE_PKA_ ohnolog pairs.

To explore basal expression of orthologs of the DE_PKA_ genes in these species, we turned to a different dataset that measured gene expression during exponential growth on rich media using microarray data for a range of budding yeasts (Tsankov et al., 2010). After appropriate normalization (see Materials and Methods), we checked consistency of these data to rlog estimates from our RNA seq count data for *S. cerevisiae* and *K. lactis* strains under control conditions. We observed high correlation despite the different methods by which gene expression data was collected (Pearson Correlation R = 0.69 and 0.60 for *S. cerevisiae* and *K. lactis*, respectively) (Supplementary Figure 10A). Reassuringly, there was high correlation between both datasets for the DE_PKA_ genes (R = 0.70 for the low-LFC ohnologs and 0.70 for the high-LFC ohnologs) as well as for their orthologs in *K. lactis* (R = 0.53) (Supplementary Figure 10B), instilling confidence that the various sets are coherent in their content and can be used for cross-comparison.

With these data in hand, we could compare basal expression of DE_PKA_ genes and their syntenic orthologs across species. For the post-WGH species, the syntenic orthologs of the low-LFC DE_PKA_ ohnologs generally had a higher basal expression while those of the high-LFC DE_PKA_ ohnologs generally had lower basal expression for species more closely related to *S. cerevisiae* and higher basal expression for species more distantly related. For the non-WGH species, the basal expression of the shared ortholog of a given DE_PKA_ ohnolog pair was at moderate levels on average, similar to that of the low-LFC DE_PKA_ ohnolog in *S. cerevisiae* (Figure 3C, Supplementary Figure 11).

These results were robust to redefining the ohnolog pairs of interest based on the PKA-related stress conditions rather than on the PKA-inhibition dataset (Supplementary Figures 12 13A 14A). The observation that the ancestral state of ohnolog pairs that are now differentially expressed in response to PKA-related stresses was moderate and unresponsive to these stresses was also robust to the species used as a reference. When we defined sets of differentially expressed ohnologs in *N. castellii* and *V. polyspora* using gene expression for the five PKA-related conditions (Materials and Methods for details), they had little overlap with each other and with the set defined in *S. cerevisiae* (Supplementary Figure 15). However, their orthologs in non-WGH species also had low LFC values (for ohnologs defined using *N. castellii* and *V. polyspora*) (Supplementary Figure 13) and moderate basal expression (for ohnologs defined using *N. castellii*) (Supplementary Figure 14).

Taken together, these data strongly support the notion that the ancestral state of ohnologs that are differentially expressed in response to PKA was characterized by moderate basal expression and insensitivity to PKA. The derived phenotype would therefore be characterized by high LFC in response to PKA inhibition and low basal expression.

### The STRE Is Enriched in the Promoters of the Genes Induced by PKA Inhibition in *S. cerevisiae*, and *K. lactis*

While our analysis indicated that responsiveness to PKA was typically the derived phenotype in differentially expressed ohnologs, it could not tell us whether this derived phenotype for any particular ohnolog arose before the WGH in the lineage leading to the ZT branch, or after the WGH. That is because the non-WGH species for which stress response data was present all diverged from the *S. cerevisiae* lineage at the same time or earlier than *K. lactis*. To be made with certainty, this inference would require knowledge of gene expression in the *Zygosaccharomyces/Torulospora* (ZT) branch in response to PKA related stresses. Since no such data exist, we next turned to exploring whether the promoters of the DE_PKA_ genes have a bioinformatic signal that might correlate with these phenotypes, capitalizing on the wealth of sequenced genomes in the budding yeast subphylum to formulate hypotheses about their evolutionary trajectory (Shen et al., 2018).

To generate a framework for evaluating the characteristics of DE_PKA_ gene promoters, we first investigated bioinformatic signals associated with the promoters of all genes activated by PKA inhibition. Comparing the promoters of all genes activated under PKA inhibition in *S. cerevisiae* against the promoters of all *S. cerevisiae* genes, we identified the Stress Response Element (STRE, CCCCT), the canonical binding sequence for Msn2 and Msn4 (Martínez-Pastor et al., 1996), as the most heavily enriched motif (*E*-value 1.6e-40) (Figure 4A) (for more detail on the promoter analysis see Supplementary Materials). 

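Promoters were taken as the 700 bases of R64 upstream of each start codon, a STRE as CCCCT on either strand, and a gene's sites were counted in the genes tested that have a coding sequence and such a promoter. Of 519 activated genes over cultures 1 to 3, 394 (75.9%, 95% Wilson interval 72.1 to 79.4%) had at least 1 STRE, as did 45.0% of all 5488 genes and 41.8% of the 4969 genes that were not activated (two-sided Fisher's exact test against the latter, p = 4.45e-51, odds ratio 4.40). Over all 4 cultures, these were 396 of 533 activated genes (74.3%, Wilson interval 70.4 to 77.8%), 45.0% of all 5489 genes and 41.8% of the others (p = 3.84e-47, odds ratio 4.02, from the same exact test). With promoters of 500 bases, which moved the share most, it was 66.2%.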

A search for exact matches of the STRE binding site confirmed that, relative to all promoters in *S. cerevisiae*, PKA targets in *S. cerevisiae* were enriched for promoters that contained one or more STREs (76.2 vs. 44.8%, *p*-value 1.8e-17). They also had a notable increase in the average number of STREs per promoter (1.35 vs. 0.63) (Figure 4B, upper left). This is consistent with previous findings, implicating Msn2 and Msn4 as prominent targets downstream of PKA in *S. cerevisiae* (Smith, 1998; Görner et al., 2002).

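The mean number of STREs per promoter was 1.36 for activated genes over cultures 1 to 3 and 1.32 over all 4 cultures, and it was 0.63 for all genes in both cases. The genes that were not activated had a mean of 0.554 STREs over cultures 1 to 3 and of 0.556 over all 4.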

**Figure 4:**
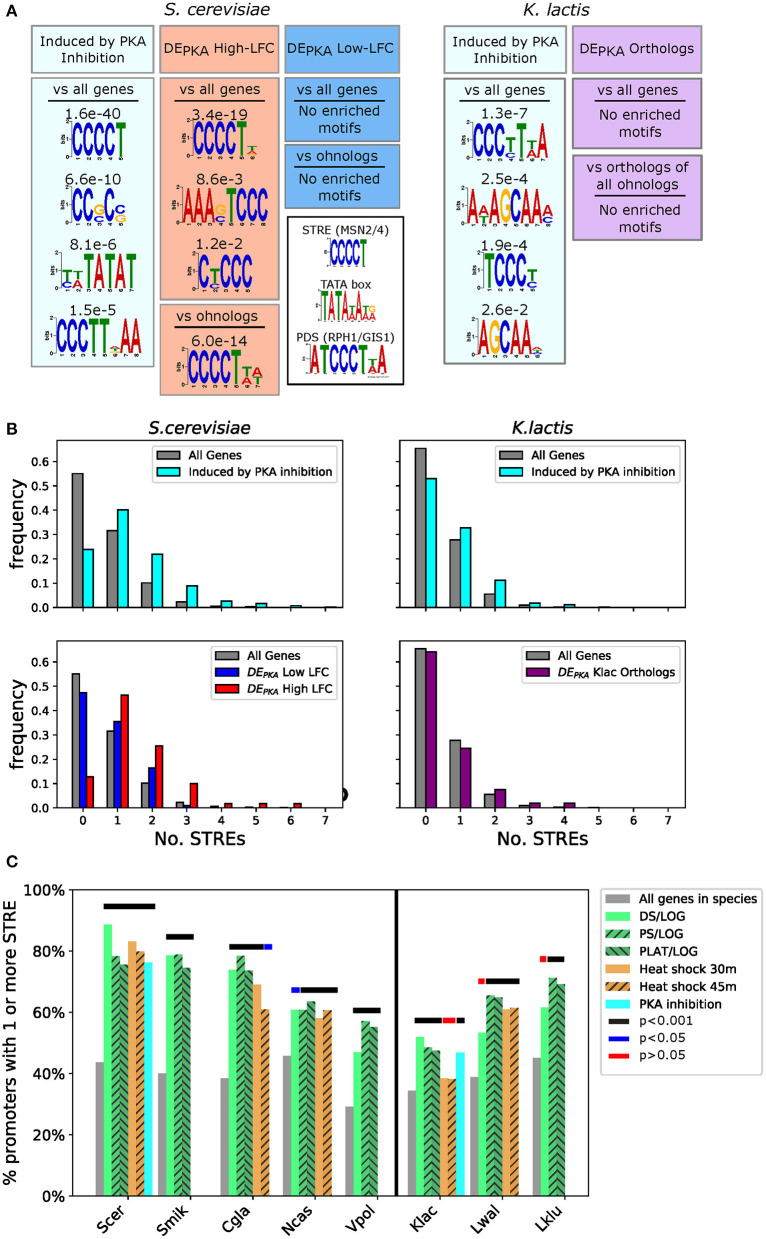
The STRE is enriched in the promoters of DE_PKA_ high-LFC ohnologs, as well as in the promoters of genes induced by PKA inhibition and PKA-related stress in various species. **(A)** Motifs identified (if any with *E* < 0.05) using the DREME algorithm from the MEME suite (Bailey, 2011) as enriched in the promoters of all *S. cerevisiae* (left) and *K.lactis* (right) genes activated by PKA inhibition (light blue box). *S. cerevisiae* enrichment for DE_PKA_ high-LFC ohnologs vs. a background of either all *S. cerevisiae* genes or all ohnologs in *S. cerevisiae* is shown in the red boxes. No motifs were identified below the threshold for the low-LFC ohnologs against either background (blue boxes). No motifs were identified above the threshold for the orthologs of the DE_PKA_ ohnolog pairs (purple boxes) vs. either a background of all genes or a background of the *K. lactis* orthologs of all ohnologs in *S. cerevisiae*. We define promoters as 700 bp upstream of the start codon for this analysis. *E*-values are indicated above each motif. The inset shows motifs for the STRE, TATA box, and PDS (Martínez-Pastor et al., 1996; Pedruzzi et al., 2000; Basehoar et al., 2004). **(B)** Histograms of the numbers of STREs in the promoters of indicated sets of genes for *S. cerevisiae* (left two plots) or *K. lactis* (right two plots). **(C)** Percentage of promoters with 1 or more STRE for all genes in a given species, or for genes that have LFC values above 2.5 for stresses related to PKA inhibition [data from Roy et al. (2013), Thompson et al. (2013)]. The vertical black line separates non-WGH from post-WGH species. Thick lines above the bars mark conditions for which number of STREs >1 was statistically different than all genes in that species using Fisher's exact test. Black: *p* < 1.0e-3, blue: *p* < 5.0e-2, red: *p* > 5.0e-2 (not significant).

Probing the bioinformatic characteristics of promoters of genes that are responsive to PKA inhibition in *K. lactis* revealed that those also had more STREs on average compared to the promoters of all genes in that species, however, the strength of the signal was lower than in *S. cerevisiae*. First, the top motif we identified in an unbiased search for short motifs resembled a Post Diauxic Shift (PDS) motif [ATCCCT(T/A)A] (Pedruzzi et al., 2000) as well as an STRE (Figure 4A). Furthermore, a search for exact matches to the STRE in PKA targets in *K. lactis* revealed a weaker enrichment than in *S. cerevisiae* (46.8% of promoters with 1 or more STRE in the promoter in PKA activated genes vs. 34.5% in all genes, *p* = 1.5e-4) (Figure 4B, upper right).

Taken together, these results indicate that the presence of STRE motifs in promoters might be a useful proxy for activation by PKA inhibition across budding yeast species. We therefore looked for these features in the promoters of DE_PKA_ ohnologs and their *K. lactis* orthologs to see whether the presence of STRE motifs correlated with the response to PKA we observed in our experiments. The distributions for the number and location of STREs for the DE_PKA_ high-LFC ohnologs closely resembled those of the promoters for genes activated by PKA inhibition genes (Figure 4B lower left, Supplementary Figure 13A). However, the STRE distribution for the DE_PKA_ low-LFC ohnologs resembled that of promoters for all genes in *S. cerevisiae*, consistent with the fact that they were not activated in response to PKA inhibition. Furthermore, the distribution of the number of STREs in the promoters of *K. lactis* orthologs of the DE_PKA_ genes was close to that of all genes in *K. lactis* (35.8 vs. 34.5% had one or more STRE in the promoter), consistent with the fact that these genes also had low LFC in response to PKA inhibition (Figure 4B lower right).

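At least 1 STRE lay in the promoters of 96 of the 110 DE_PKA high-LFC ohnologs (87.3%, 95% Wilson interval 79.8 to 92.3%), against 44.1% of the other genes (two-sided Fisher's exact test, p = 2.04e-20), with a mean of 1.55 sites. Of their 170 STREs, 110 (64.7%) lay between 100 and 400 bases upstream of the start codon. These values depend on the reference sequence and the paper's list of pairs, so the choice of cultures does not enter them.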

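Of the 110 DE_PKA low-LFC ohnologs, 58 had at least 1 STRE (52.7%, 95% Wilson interval 43.5 to 61.8%), against 44.8% of the other genes (two-sided Fisher's exact test, p = 0.101). Their promoters held a mean of 0.709 sites, and 33 of the 78 sites (42.3%) lay between 100 and 400 bases upstream of the start codon. Promoters of *K. lactis* were not analysed here.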

Because a motif resembling the TATA box [TATA(A/T)A(A/T)(A/G)] was present in genes induced by PKA inhibition in S. cerevisiae (Figure 4A), and because TATA boxes are known to be enriched in the promoters of stress responsive genes (Basehoar et al., 2004), we conducted a similar analysis in promoters of DE_PKA_ ohnologs and their *K. lactis* orthologs (Supplementary Figures 16–18). As in the case of the STRE, the number of TATA-boxes in the promoters of the DE_PKA_ high-LFC ohnologs were increased relative to those of the promoters of all genes (Supplementary Figure 17A). However, unlike with STREs, this enrichment was also present for DE_PKA_ low-LFC ohnologs and the *K. lactis* orthologs of the DE_PKA_ genes (Supplementary Figures 17A,B). 

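The TATA box was searched as the paper writes it, on either strand, in the same promoters of 700 bases. At least 1 TATA box lay upstream of 81 of the 110 DE_PKA high-LFC ohnologs (73.6%, 95% Wilson interval 64.7 to 81.0%), against 58.5% of the other genes (two-sided Fisher's exact test, p = 0.00119). Their promoters held a mean of 2.3 TATA boxes, and those of all genes held 1.35.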

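Among the DE_PKA low-LFC ohnologs, 72 of 110 had at least 1 TATA box (65.5%, 95% Wilson interval 56.2 to 73.7%), with a mean of 1.85 sites. The share was not distinguishable from that of the other genes, which was 58.6% (two-sided Fisher's exact test, p = 0.171).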

Based on that observation, we reasoned that, at least in the context of the DE_PKA_ genes and their orthologs, the TATA box was not linked strongly enough to induction following PKA inhibition and was likely to be an ambiguous evolutionary signal. We therefore focused on the presence of STREs as a bioinformatic proxy for gene induction in response to PKA inhibition.

### Analysis of STREs in the Promoters of DE_PKA_ Orthologs Across Species Revealed Enrichment of STREs in the ZT Branch

To investigate whether the relationship between activation by PKA inhibition and STRE presence in the promoter holds in other budding yeast species, we revisited the cross-species gene expression datasets (Roy et al., 2013; Thompson et al., 2013) and scored STRE enrichment in the promoters of genes activated under conditions correlated with PKA inhibition in *S. cerevisiae* and *K. lactis* (Figure 4C). With the exception of heat stress in *K. lactis* and diauxic shift in *L. waltii* and *L. kluyverii*, the promoters of the genes activated under these stresses had more STREs than all genes in that species (*p* < 0.05 using Fisher's Exact test) although the overall background level of STREs and the level of enrichment varied between species.

These results suggest that there is a relationship between the presence of STREs in the promoter and gene induction under PKA inhibition that can be detected bioinformatically across budding yeast. We therefore quantified STREs in the promoters for orthologs of DE_PKA_ genes to search for examples in which the STRE conservation patterns might provide some insight into the evolution of gene responsiveness under conditions of PKA inhibition. We analyzed promoters in 32 non-WGH and 12 post WGH species, including species for which no stress or PKA inhibition gene expression data exists (e.g., species in the ZT branch). For this analysis, we only focused on the DE_PKA_ ohnolog pairs in *S. cerevisiae* that had at least one STRE in the promoter of the high-LFC member. We discarded genes with high-LFC but no STRE in the promoter, reasoning that they are induced through a mechanism that doesn't require the STRE (for example, not via Msn2/4), and thus the conservation of the STRE would not be the most relevant bioinformatic signal. We also removed pairs that had more than one ortholog in more than 8 non-WGH species which included ohnolog pairs that were present as duplicates before the WGH (such as the hexose transporters) and genes that may have undergone a separate ancient duplication which would complicate our analysis (such as *SNF3*/*RGT2*). Finally, we removed pairs that had no orthologs in non-WGH species (such as *USV1*/*RGM1*) (see Materials and Methods).

This amounted to a total of 74 remaining ohnolog pairs. Exploration of the promoters of the orthologs of the high-LFC ohnologs in this set showed an enrichment of STREs in most post WGH species (Figure 5A barplot, red bars). This enrichment was not present in the low-LFC ohnologs (Figure 5A barplot, blue bars). Enrichment in high-LFC ohnologs was most prominent for species more closely related to *S. cerevisiae*. *C. glabrata* and *V. polyspora* were exceptions to this pattern with enrichment for STREs in both the syntenic orthologs of the low-LFC and high-LFC ohnologs. This pattern is consistent with STREs arising in the promoter of the ancestor of several high-LFC ohnologs following the WGH (Figure 5B, left).

**Figure 5:**
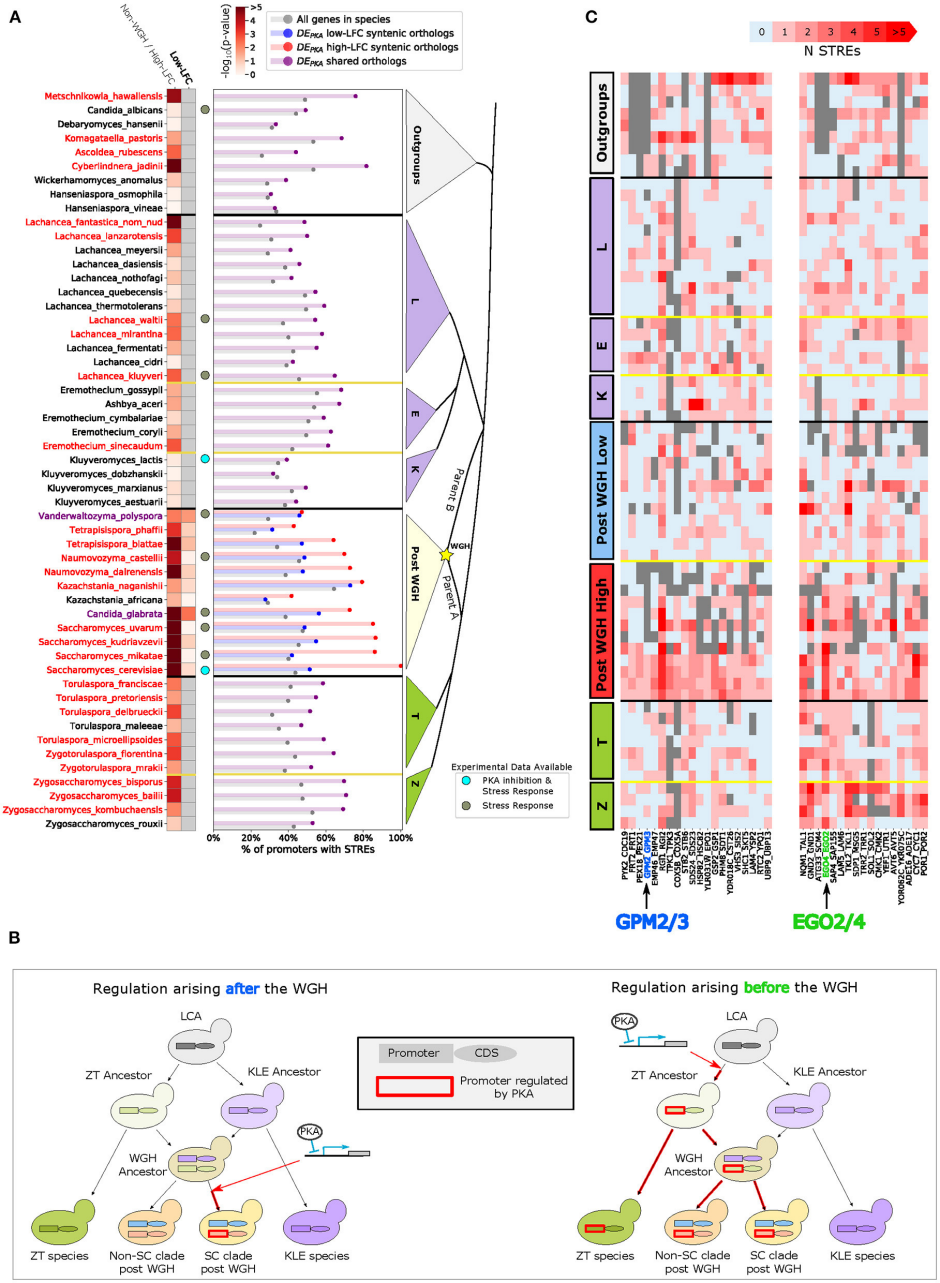
There is enrichment for STREs in the promoters of the syntenic orthologs of the DE_PKA_ high-LFC orthologs, as well as in the ZT branch, indicating that STREs arose in the promoters of DE_PKA_ high-LFC orthologs both after and prior to the WGH. **(A)** The barplot shows the percentage of promoters with 1 or more STREs in all genes in a species (gray) or in a subset consisting of the orthologs of DE_PKA_ genes (purple for non-WGH species and blue and red for syntenic orthologs of the low and high-LFC ohnologs, respectively). For this analysis we only include ohnolog pairs which had at least one ortholog in the non-WGH species analyzed, had no more than 8 species with duplicates in non-WGH species, and had at least one STRE in the high-LFC ohnolog in *S. cerevisiae* (74 ohnolog pairs). The heatmap shows the *p*-value (Fisher's exact test) of the hypothesis that the percentage of promoters with at least one STRE in a given set is different from that percentage for all genes in that species. For non-WGH species, species names are colored red when they meet the False Discovery Rate threshold of 5%. For post-WGH species, species names are colored red when the syntenic orthologs of the DE_PKA_ high-LFC ohnologs meets the FDR threshold. *C. glabrata* and *V. polyspora* have a purple label indicating that the syntenic orthologs of both the DE_PKA_ high and low-LFC ohnologs meet the FDR threshold. Gray dots next to a species indicate that gene expression data is available for stress conditions, and light blue dots are beside *S. cerevisiae* and *K. lactis* which have data for PKA inhibition as well as for stress conditions. **(B)** Schematic depicting scenarios for the appearance of induction in response to PKA inhibition both before (left) and after (right) the WGH. Orthologous promoter regions and coding sequences are depicted with rectangles and ovals, respectively. A red outline on a promoter indicates that it is induced by PKA inhibition. Red arrows indicate the point at which at least one orthologous protein in a species began being induced by PKA inhibition. **(C)** Number of STREs in the promoter for two clusters of ohnolog pairs in various species. Gray indicates that no ortholog was found. Data from non-WGH species and outgroups were used as input to the hierarchical clustering algorithm (see Materials and Methods).

Further analysis of the promoters of the non-WGH orthologs of this subset of DE_PKA_ ohnolog pairs revealed more enrichment for STREs in the ZT branch (9 out of 11 species) than in the KLE branch (only 6 out of 21 species) (Figure 5 heatmap). In the outgroups, there was a mixed picture, with 4 out of 9 species showing enrichment for STREs. Despite the fact that these data reflected the average of 74 separate sets of orthologs with their own idiosyncratic evolutionary histories, the evidence hints that some of the differential expression we see in DE_PKA_ ohnolog pairs may have arisen in the promoters of non-WGH orthologs in the ZT branch prior to the WGH (Figure 5B, right).

Taken together this evidence paints a picture in which the STRE, which drives gene expression in response to PKA inhibition via Msn2, seems to have arisen either before or after the WGH in the promoters of the ancestors of differentially expressed ohnologs (Figure 5B).

### *GPM2* and *GPM3* Illustrate a Case in Which STREs Might Have Been Added Following the WGH in the *Saccharomyces* Genus

We next explored potential specific examples in which the STRE arose either before or after the WGH in differentially expressed ohnologs. To identify specific promoters with a clear evolutionary signal, we clustered the subset of 74 DE_PKA_ ohnolog pairs described above based on the numbers of STREs in the promoters of their orthologs across 32 ZT and KLE branch species and 9 outgroups (Supplementary Figure 19). As expected, there is much variation given that the STRE is only a partial surrogate of PKA dependence. However, a few clusters highlight possible examples of WGH paralogs acquiring differential induction under PKA inhibition via distinct evolutionary trajectories. Specifically, one cluster of 20 ohnolog pairs was characterized by low numbers of STREs in the promoters of orthologs from both the ZT branch and the KLE branch (Figure 5C, left). This pattern is expected if the STRE and ensuing differential expression arose in the ancestor of the high-LFC ohnolog following the WGH (Figure 5B, left).

*GPM2/3*, which was present in that cluster, provides an example of this situation (Figures 6A,B, Supplementary Figures 19, 20A). *GPM2* and *GPM3* were identified in yeast as homologs to the phosphoglycerate mutase enzyme, *GPM1*, which is part of the glycolysis and gluconeogenesis pathways. *GPM2* has been shown to be important for growth under the respiratory carbon sources glycerol and sorbitol, and seems to play a role in the maintenance of cellular membrane stability (Gsell et al., 2013). A specific function for *GPM3* has not yet been identified. 

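*GPM2* (YDL021W) lies on chromosome IV of R64 from 413953 to 414888, and *GPM3* (YOL056W) on chromosome XV from 223268 to 224179. *GPM2* had an LFC of 5.14 (SE 0.55) over cultures 1 to 3 and of 5.23 (SE 0.47, adjusted p = 3.19e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4, with 5.24 in the 2017 cultures. Its level rose from 2.89 ± 2.24 to 112 ± 26.9 CPM (SD, n = 3) over cultures 1 to 3 and from 2.74 ± 1.85 to 113 ± 22.3 (n = 4) over all 4. For *GPM3*, LFC was -0.28 (SE 0.87) over cultures 1 to 3, -0.63 (SE 0.75, adjusted p = 0.501 from the same edgeR test) over all 4 and -1.45 in the 2017 cultures. *GPM3* held 5 to 37 counts per DMSO library and 9 to 27 per drug library, or 11.4 ± 7.85 and 7.20 ± 4.24 CPM (SD, n = 4), so that a change smaller than this spread between cultures was not detectable. Its drug library of culture 1 held 13.5 CPM and those of the other cultures 4.52 to 5.87. Mean rlog went from 3.05 to 7.23 for *GPM2* and from 3.87 to 3.81 for *GPM3* over cultures 1 to 3, and from 3.06 to 7.26 and from 4.10 to 3.77 over all 4. The *K. lactis* ortholog of both (KLLA0C04081g) had an LFC of 2.37 over cultures 1 to 3, 2.36 (SE 0.34) over all 4 and 2.77 in the 2017 cultures. In the authors' deposited values it passed the thresholds for activation, with an LFC of 2.34 (DESeq2 adjusted p = 3.96e-09).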

In our dataset, *GPM2* mRNA levels increase substantially under PKA inhibition (5.18 ± 0.47 LFC), while *GPM3* maintains a stable (albeit low) expression level (−0.24 ± 0.87 LFC) (Supplementary Figure 20B).

**Figure 6:**
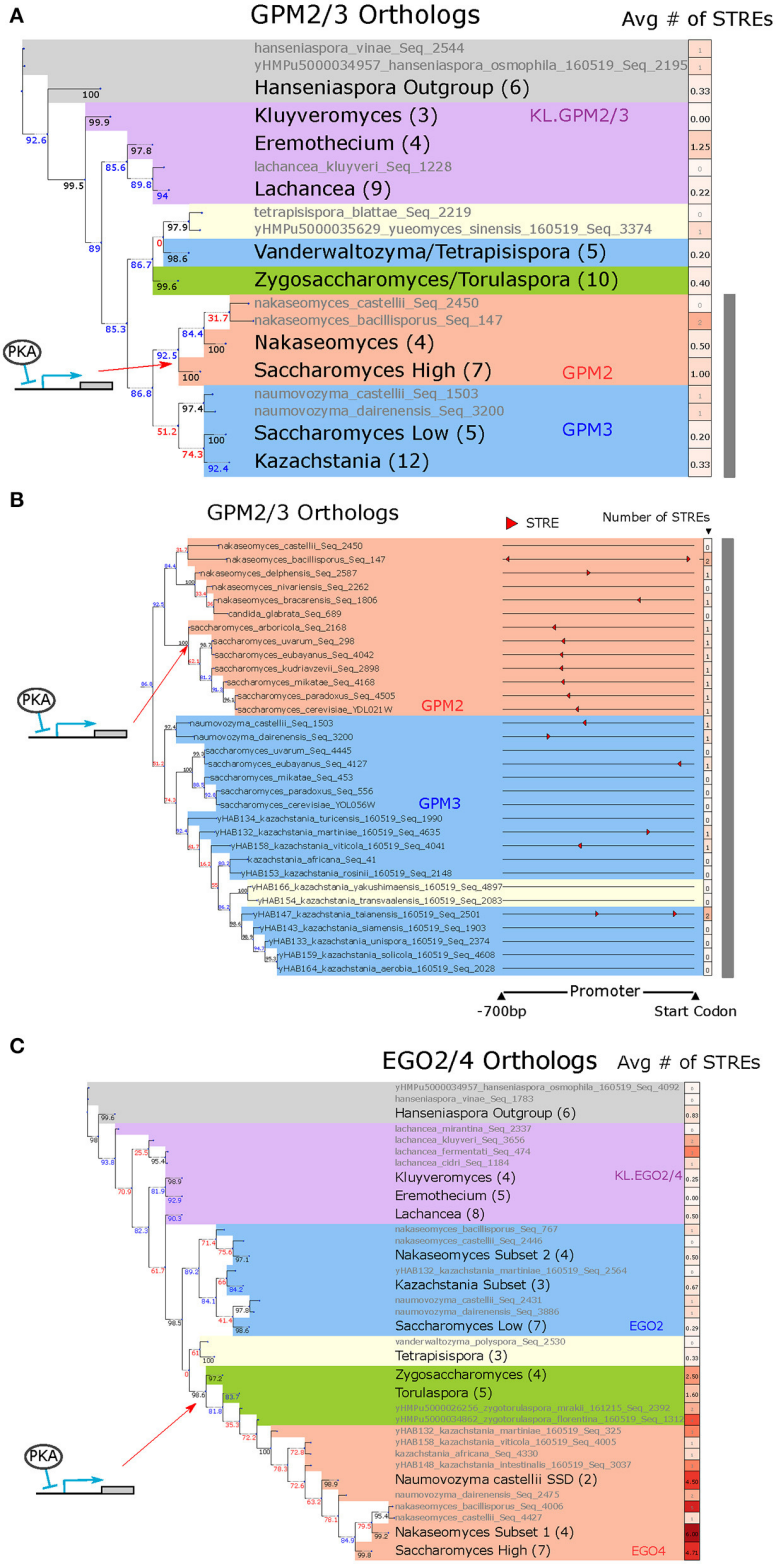
GPM2/3 are an example of a differentially induced ohnologs pair in which the STRE arose in the promoter of the DE_PKA_ high-LFC ohnolog following the WGH. EGO2/4 are an example of a differentially induced ohnolog pair in which the STRE may have arisen in the ZT branch prior to the WGH. **(A)** Phylogeny of GPM2/3 orthologs alongside average number of STREs in the promoter. Gray text indicates a single ortholog, and black text indicates a group of orthologs with the number of orthologs in that group in parentheses. The putative point at which the STRE was gained is indicated by the red arrow. Bootstrap support values (see Materials and Methods) for each branch point are written to the left of the branch point below the branch and colored black if the support value was above 95, blue if it was between 80 and 95, and red if it was below 80. Promoters are defined as 700 base pairs upstream of the start codon. Shading represents different groups of species; blue = post-WGH, syntenic ortholog to low-LFC ohnolog; red = post-WGH, syntenic orthologs to high-LFC ohnolog; yellow = post-WGH, synteny not determined; green = non-WGH ZT species; purple = non-WGH KLE species; gray = outgroups. The gray bar indicates the set of species detailed in **(B)**. **(B)** Phylogeny of GPM2/3 orthologs in the species most closely related to *S. cerevisiae* and visualizing their promoters (700 bp upstream of the start codon) with STRE motifs highlighted (red triangles). The red arrow indicates the putative point at which the STRE was gained. The first column of boxes after each promoter represents the number of STREs. Phylogeny and shading as in **(B)**. **(C)** Phylogeny of EGO2/4 orthologs alongside average number of STREs in the promoter. All conventions and nomenclature are as in **(A)**.

To explore the evolutionary history of STRE binding sites in *GPM2* and *GPM3*, we used protein sequence similarity to construct a phylogenetic tree for orthologous yeast proteins and traced binding sites in promoters associated with their coding sequences. We also used syntenic arrangement of the genes surrounding each paralog to identify whether the genomic context for each of the post-WGH orthologs was more similar to *GPM2* or *GPM3* (red or blue background, respectively, in Figures 6A,B, Supplementary Figure 20A, assigned as per Supplementary Table 8). While most non-WGH species contained a shared ortholog for *GPM2/3*, following the WGH, two orthologs (ohnologs) were only retained in the *Saccharomyces* genus. *GPM3* was more closely related syntenically and in terms of protein similarity with orthologs from the *Kazachstania* and *Naumovozyma* genus, while *GPM2* was more closely related to orthologs from the *Nakaseomyces* genus (including the ortholog of *Candida glabrata*).

In every syntenic ortholog of *GPM2* analyzed from the *Saccharomyces* genus there is a single STRE between 480 and 510 bases upstream of the gene's start codon (Figure 6B, Supplementary Figure 20B). 

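In R64, the 700 bases upstream of *GPM2* hold 1 STRE, on chromosome IV from 413534 to 413538 and 419 bases upstream of the start codon, in the sequence TAAGAAAATAAGGGGTTTCTTAAAA. The same stretch upstream of *GPM3* holds 0 STREs.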

While there are STREs in 3/6 of the closely related *Nakaseomyces* genus orthologs, their locations are not conserved. Thus, a single STRE binding site appears to have arisen in the promoter sequence of the common ancestor of the *GPM2* orthologs from the *Saccharomyces* genus, and this STRE binding site appears to have been conserved in the promoters of each of the modern *GPM2* orthologs in those species. This motif was presumably part of what gave rise to differential expression between the two paralogs in that clade. Although we cannot be sure that the presence of this STRE causes responsiveness to PKA in all these species without experimental data, the fact that the presence of the STRE corresponds to increased normalized LFC in the PKA related stress conditions in the species for which there was experimental data increases our confidence in this interpretation of the data (Supplementary Figure 21A).

### EGO2/4 Provides an Example Where Gain of STREs in the ZT Branch May Have Given Rise to PKA Dependence That Was Conserved in Syntenic Orthologs Following the WGH

Another cluster of 17 ohnolog pairs is characterized by a high number of STREs in the ZT branch and relatively fewer STREs in the KLE branch (Figure 5C, right). This pattern would be expected if the motif arose in the ZT branch after the two branches split but before the WGH (Figure 5B, right). EGO2 and EGO4 provide a clear illustrative example of this evolutionary trajectory (Figure 6C, Supplementary Figure 22A).

EGO2 and EGO4 in *S. cerevisiae* are short proteins (75 and 98 residues, respectively), that have no clear orthologs outside of the *Saccharomycetacea*, a group which includes the KLE, ZT and post-WGH yeast species. EGO2 was recently shown to be part of the EGO complex which is important for recruiting Gtr GTPases to the vacuolar membrane for TORC1 signaling (Powis et al., 2015). The biological function of EGO4 and its possible role in TORC1 signaling remain unclear. EGO2 is expressed at moderate levels (6.10 ± 0.13 rlog counts) during exponential growth and does not appreciably change under PKA inhibition (0.44 ± 0.58 LFC) (Supplementary Figure 22B). 

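*EGO2* (YCR075W-A) lies on chromosome III of R64 from 248975 to 249202. In DMSO, its mean rlog was 6.17 ± 0.36 (SD, n = 3) over cultures 1 to 3, 6.07 ± 0.36 (n = 4) over all 4 and 5.77 in the 2017 culture. LFC was 0.40 (SE 0.55) over cultures 1 to 3, 0.46 (SE 0.47, adjusted p = 0.429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4 and 0.68 in the 2017 cultures. *EGO2* was at 36.9 ± 10.7 CPM in DMSO and 48.6 ± 8.23 with 1-NM-PP1 (SD, n = 3) over cultures 1 to 3, and at 34 ± 10.5 and 46.7 ± 7.7 (n = 4) over all 4. Its promoter in R64 holds 0 STREs and 0 TATA boxes.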

EGO4 has low expression during exponential growth (4.09 ± 0.04 rlog) and is highly induced (7.20 ± 0.45 LFC) under PKA inhibition. 

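*EGO4* (YNR034W-A) lies on chromosome XIV from 692561 to 692857, and its promoter holds 5 STREs, which start 155, 329, 354, 411 and 498 bases upstream of the start codon. Its mean rlog in DMSO was 4.13 ± 0.21 (SD, n = 3) over cultures 1 to 3, 4.10 ± 0.18 (n = 4) over all 4 and 4.01 in the 2017 culture. LFC was 7.15 (SE 0.55) over cultures 1 to 3, 7.25 (SE 0.47, adjusted p = 1.20e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4 and 7.38 in the 2017 cultures. The level rose from 6.57 ± 1.41 to 951 ± 178 CPM (SD, n = 3) over cultures 1 to 3 and from 6.26 ± 1.30 to 973 ± 152 (n = 4) over all 4. The *K. lactis* gene paired with *EGO2* and *EGO4* (KLLA0F27390g) had an LFC of 1.07 (SE 0.26) over cultures 1 to 3, 0.89 (SE 0.22) over all 4 and 0.62 in the 2017 cultures.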

EGO4 is also an Msn2/4 target because its activation following PKA inhibition in an Msn2/4 deletion strain decreases substantially (to 1.47 ± 0.47 LFC) (Supplementary Figure 23).

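The PKA-AS strain with *MSN2* and *MSN4* deleted (ΔMsn2/4) gave 4 libraries with 1-NM-PP1 and 4 with DMSO, from cultures labelled 1 to 4. A *K. lactis* PKA-AS strain labelled as lacking the shared ortholog of both genes gave the same numbers. The *S. cerevisiae* ΔMsn2/4 libraries held 1225096 to 2467324 counts on genes with DMSO (median 1593078) and 188289 to 2610714 with 1-NM-PP1 (median 1658885.5), and those of *K. lactis* 1984089 to 4117520 (median 2856850.5) and 1463879 to 3431381 (median 2364167.5). LFC in the deletion strain and the difference in LFC between the strains came from the fit of all cultures, the latter as an interaction of deletion and drug, and an interaction was called at an adjusted p under 0.01. Counts on the deleted genes were low in most libraries. *MSN2* held 0 to 3 counts in the libraries labelled ΔMsn2/4 with DMSO and 1 to 4 with 1-NM-PP1, and 3 to 15 and 6 to 9 in PKA-AS. *MSN4* held 1 to 7 counts in the libraries labelled ΔMsn2/4 with DMSO, but 68 in the library labelled ΔMsn2/4 with 1-NM-PP1 of culture 1 (19.6 CPM) and 21 in that of culture 2 (7.99), while those of cultures 3 and 4 held 0 and 2. In PKA-AS with 1-NM-PP1, *MSN4* was at 24.2 ± 10.7 CPM (SD, n = 4). The *K. lactis* ortholog (KLLA0F26961g) held 38 and 17 counts in the libraries labelled ΔMsn2/4 with DMSO of cultures 1 and 3, and 2 to 8 in the 4 with 1-NM-PP1. The paper states that these deletions removed the coding sequences and part of the promoters and were checked by sequencing. The counts cover added 3′ UTRs, so reads from a remaining 3′ end were not told apart from a missing deletion.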

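In ΔMsn2/4, *EGO4* had an LFC of 1.40 (SE 0.45, adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over its 4 cultures. Its level was 4.72 ± 2.8 CPM in DMSO and 12.6 ± 3.9 with 1-NM-PP1 (SD, n = 4). With DESeq2, the LFC was 1.46 and passed the threshold (adjusted p = 0.00668). The difference in LFC from PKA-AS was -5.76 (SE 0.67) with PKA-AS cultures 1 to 3 and -5.85 (SE 0.62, adjusted p = 1.51e-09 from edgeR's interaction test with Benjamini-Hochberg adjustment) with all 4, and leaving out single libraries gave -6.18 to -5.58. *EGO2* had an LFC of 0.39 in ΔMsn2/4, and its difference from PKA-AS was -0.06. From the lower activation of *EGO4* in the deletion strain, the paper reasons that *EGO4* is a target of Msn2/4.

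**Figure D1:**
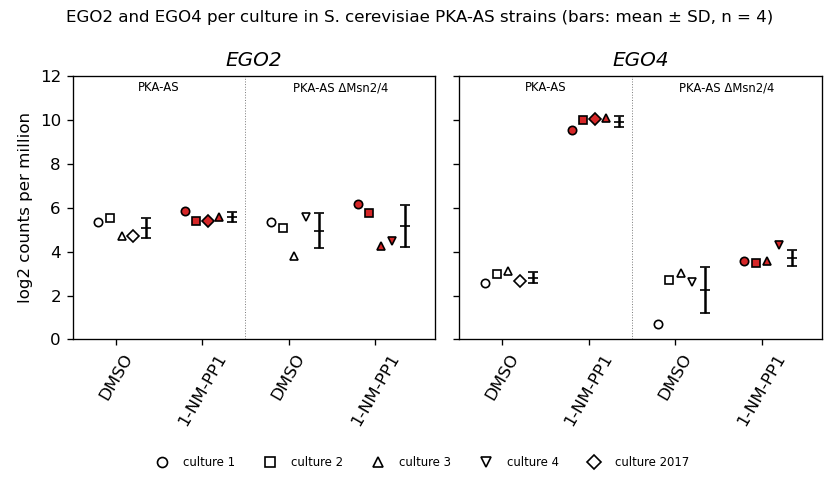
Level of *EGO2* and *EGO4* in log2 CPM in PKA-AS and PKA-AS ΔMsn2/4 with DMSO or 1-NM-PP1, with a marker for each culture and bars for the mean ± SD (n = 4). *EGO4* lay between 9.55 and 10.09 in PKA-AS with 1-NM-PP1 and between 3.48 and 4.28 in ΔMsn2/4 with 1-NM-PP1, and the 4 groups of *EGO2* had means from 4.96 to 5.56.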

We constructed a phylogenetic tree for EGO2 and EGO4, as we did for GPM2/3, using protein sequence similarity to define the structure of the tree and indicated syntenic relationships for post-WGH orthologs with shading (Figure 6C, Supplementary Figure 22A, assigned as per Supplementary Table 8). The structure of the tree suggested that the protein sequence likely diverged after the ZT and KLE branch split and prior to the WGH, because one branch of post-WGH ohnologs (the one containing EGO4) was more closely related to orthologs in the ZT branch than it was to the other branch of post-WGH ohnologs (the one containing EGO2) (Figure 6C).

There were more STREs on average in the promoters of ZT branch orthologs of EGO2/4 (Figure 6C), and all promoters for ZT branch orthologs had at least 1 STRE within 700 bases of the transcription start site, and a TATA box within 300 bp of the transcription start site (Supplementary Figure 22). The location of these motifs was in some cases conserved across species. This pattern was preserved in the promoters of the post-WGH syntenic orthologs of EGO4 and was not generally present in the promoters of the post-WGH syntenic orthologs of EGO2. In the promoters of the KLE orthologs, there were fewer STRE and TATA box motifs and those that were present were scattered more sporadically (Figure 6C, Supplementary Figure 22). Again, we cannot be certain that the presence of STREs in these promoters corresponds to increased responsiveness without experimental data, but the fact that normalized LFC in the PKA related stress conditions is higher when more STREs are present indicates that the STRE at least plays an important role (Supplementary Figure 21B). The phylogenetic distribution of this pattern paints a picture in which STREs arose in the promoter of the ancestral EGO2/4 ortholog in the ZT branch before the WGH parental strain (parent A in Figure 1A) separated and were then conserved. The promoter of EGO4, which descended from this lineage, contains some of these conserved STREs. This presumably rendered EGO4 inducible by PKA inhibition (Figure 5B right). In this scenario, the promoter for EGO2 would have descended from the WGH parental strain more closely related to the KLE branch (parent B in Figure 1A), which would have had no STREs and would not have been induced by PKA inhibition.

## Discussion

Gene duplication is a major driver of innovation in evolution, and our findings from this study help to better understand the mechanisms that can drive this evolutionary innovation in the special case of an allopolyploidization or Whole Genome Hybridization (WGH). One of the most well-studied examples of a WGH occurred in budding yeast in the branch leading to the canonical single-celled eukaryote, *S. cerevisiae*. This WGH has been implicated as a key factor that enabled the change in metabolic lifestyle from respiratory (or Crabtree negative) to respiro-fermentative (Crabtree positive) that occurred at the same time as the WGH in that lineage (Merico et al., 2007). It is known that the paralogs generated from the yeast WGH (ohnologs) are often differentially expressed under stress conditions (Gasch et al., 2000; Gasch, 2002; Thompson et al., 2013). However, the pleiotropic nature of environmental stress makes it difficult to parse the contribution of different interacting stress response pathways to differential expression. By narrowing our initial experiments to the PKA pathway, a conserved master regulator of the Environmental Stress Response (ESR), and, taking advantage of ATP analog-sensitive alleles to specifically perturb the pathway, we could meaningfully explore how the signal from PKA was delivered to ohnologs that are differentially expressed. Additionally, in comparing the transcriptional response to PKA inhibition between the non-WGH species *K. lactis* and the post-WGH species *S. cerevisiae*, direct control of PKA ensured that changes we observed were the result of changes downstream of this particular pathway rather than upstream changes in the stress sensing machinery or crosstalk between pathways.

Our data established a strong enrichment for ohnologs from the yeast WGH in the set of genes activated by PKA inhibition in *S. cerevisiae* and revealed that many of these ohnologs had differential expression, with one member of the pair showing high induction by PKA inhibition and the other remaining insensitive to PKA. This set amounts to a large proportion (almost 1/6th) of the retained ohnologs in *S. cerevisiae*. Our comparison with the transcriptome of *K. lactis* in response to PKA inhibition, and our further analysis of publicly available gene expression data from a number of budding yeast species (Tsankov et al., 2010; Roy et al., 2013; Thompson et al., 2013) in response to stress conditions that approximated PKA inhibition revealed that the orthologs of these differentially expressed ohnologs in various non-WGH species had low induction and moderate basal expression. These data suggested that insensitivity to PKA is likely to be the ancestral state for many of these differentially expressed ohnologs. The fact that activation in response to PKA inhibition is likely to be the derived state in many differentially expressed ohnolog pairs, and that the differentially expressed ohnolog pairs were enriched for metabolic enzymes implies that the WGH provided an opportunity for various metabolic pathways to incorporate signals from the PKA pathway, and to develop paralogous enzymes that were specialized for conditions under which PKA is inhibited. It is tempting to speculate that the differential expression of this specific set of paralogs in response to PKA inhibition in *S. cerevisiae* has contributed to the evolution of the respiro-fermentative lifestyle of *S. cerevisiae* and other post-WGH species. A largely non-overlapping subset of paralogs are differentially expressed under PKA-related stresses in the post-WGH species *V. polyspora* (Supplementary Figures 13C, 15B), which, unlike *S. cerevisiae* and its closest relatives, does not perform glucose repression for metabolism of other carbon sources which is part of why *S. cerevisiae* is such a strong fermenter (Hagman and Piškur, 2015). Perhaps the differential expression of those paralogs contributes instead to other metabolic phenotypes in *V. polyspora*.

To explore the evolutionary timeline for the emergence of PKA dependence for the ohnologs that were induced by PKA inhibition, we looked for bioinformatic signals in the promoters of differentially expressed ohnologs and their orthologs across over 70 sequenced budding yeast genomes. We found compelling evidence that the STRE binding site, which is strongly linked to activation by Msn2/4 under PKA inhibition, was gained in the ZT branch prior to the WGH in some cases and arose following the WGH in others. The STRE motif is a bioinformatic signal with clear weaknesses, including a relatively low information content (just 5 bases) and in imperfect correlation between the signal (the STRE) and the biological phenotype it was meant to detect (induction in response to PKA inhibition). Despite this, we were still able to leverage the high density of sequenced species in budding yeast to draw evolutionary conclusions (Shen et al., 2018), illustrating the usefulness of the budding yeast as a model phylum for studying evolution (Botstein and Fink, 2011). The examples of gene promoters we further analyzed as examples of these scenarios highlighted additional interesting evolutionary issues.

Given the immense challenge faced by natural selection to maintain redundancy despite mutations, understanding how duplicated genes persist is one of the important questions in understanding evolution. Many hypotheses have been put forward, including the “balance hypothesis” (Papp et al., 2003), which posits that paralogous genes that are dosage dependent (i.e., members of essential complexes) are likely to be retained following a WGD or WGH, since the loss of one copy would cause a substantial fitness defect. This is likely to be the case for the large contingent of ribosomal ohnolog pairs that are simultaneously repressed under PKA inhibition in our data. Other evolutionary forces that work to generate functional divergence in paralogs include escape from adaptive conflict, sub-functionalization, and neofunctionalization (Hittinger and Carroll, 2007; Des Marais and Rausher, 2008). In an autopolyploidization event, or WGD, however, one still must explain how such mechanisms are deployed. Because the two copies of a gene are initially identical in a WGD, one must invoke either very strong selection for or easily accessible mutations which provide advantageous functional divergence for the divergence to arise before deleterious mutations have a chance to eliminate one of the two identical paralogs.

An allopolyploidization, or WGH, on the other hand provides a simpler explanation for the origin of functional divergence in paralogous genes. Two paralogous genes might have functionally diverged during the time they were separated in different lineages, each adapting to its own specific environment. We envision this to be the case for EGO2/4 genes, which arrived in the hybrid WGH ancestor with differential regulation (one controlled by PKA and one not) and divergent sequences as reflected by a protein phylogeny in which the ohnologs are more similar to their descendants of their respective ancestor from the WGH (KLE or ZT branch) than to one another. GPM2/3 may also have experienced functional divergence prior to the WGH, but it appears that differential regulation in response to PKA (in the form of STREs in the promoter) did not arise until afterwards. The idea that genes from interspecies hybrids in yeast might maintain preexisting regulatory differences present in parental species is supported by recent work showing that most transcriptional differences between homologous genes in a newly formed *S. cerevisiae* and *S. uvarum* hybrid preexisted in the parental species (Hovhannisyan et al., 2020).

This simple story, however, is often greatly complicated by the occurrence of gene conversion following WGH events when homologous genes overwrite all or part of their paralogs either soon after the polyploidization event or in the following millennia (Louis et al., 2012). In our example of EGO2/4 the syntenic relationships of post-WGH orthologs corresponded to their phylogenetic relationships based on protein sequence similarity, but such correspondence is not the case when a gene conversion has occurred. Even when a gene conversion has occurred, differential expression and functional differentiation between ohnologs can occur as is the case for the functionally divergent ohnolog pair GDH1 and GDH3 (Campero-Basaldua et al., 2017). Because gene conversions are driven by homology, and the tract length of gene conversions in yeast is typically between 50 and several hundred base pairs long (Mansai et al., 2011), it is possible that cis-regulatory regions, whose sequences are less conserved than protein coding regions of the genome, would not be involved in a gene conversion. It is therefore likely that following a WGH, the protein coding region of an ohnolog pair could have been homogenized through gene conversion while the regulatory regions retained the properties of the respective parent species. In this way, identical proteins could be expressed in different conditions and, over time, evolve specialization for those conditions. Identifying such an event will require sophisticated bioinformatic analysis that leverages a more nuanced understanding of the relationship between cis-regulatory sequence and gene expression.

Recent advances which illuminate this genotype to regulatory phenotype relationship in *S. cerevisiae* (Bashor et al., 2019; Brodsky et al., 2020; de Boer et al., 2020), combined with the high phylogenetic density of sequenced genomes make the budding yeast clade a fertile ground for developing our understanding of how gene regulation evolves. Our results, demonstrating different ways that differential gene expression can arise in paralogs in response to signals from the PKA master regulatory pathway, serve as a useful contribution to that important quest.

## Materials and Methods

### Plasmid and Strain Construction

All plasmids and strains used in this study are listed in Supplementary Tables 6, 7.

The *S. cerevisiae* PKA-AS base strain (yBMH33) was obtained from from of Nan Hao and Erin O'Shea (Hao and O'Shea, 2011). In addition to the gatekeeper point mutations (M164G, M147G, and M165G for TPK1, TPK2, and TPK3, respectively), the strain contained an NHP6A-IRFP nuclear marker which was not used in this study.

The *K. lactis* PKA-AS strains (yBMH132, yBMH078), containing the M139G and M222G mutations for KLLA0D03190 (KL.TPK2) and KLLA0B07205 (KL.TPK3) respectively, were constructed using a single plasmid CRISPR strategy based on (Ryan and Cate, 2014). Cas9 and sgRNA expression constructs were combined using Gibson Assembly on a backbone with a *K. lactis* autonomously replicating sequence that allows plasmid replication in a variety of budding yeast species (Liachko and Dunham, 2014). The guide targeting sequence was changed using Gibson assembly to combine PCR products containing a new guide sequence with the digested backbone. Donor constructs had at least 300 bp of homology upstream and downstream from the point mutation, as well as a heterology block consisting of synonymous mutations in the location of the sgRNA target to prevent re-cutting by the Cas9/sgRNA complex as described in Horwitz et al. (2015). The donor cassette was printed by SGI-DNA, inc. and integrated into a PUCGA 1.0 backbone.

Lithium acetate protocols were used for *K. lactis* CRISPR/Cas9 gene editing and for strain construction in *S. cerevisiae*. Electroporation protocols were used to generate *K. lactis* strains containing KL.Msn2 nuclear localization markers. Details on transformation protocols for each strain used in the study are contained in the Supplemental Material.

### Growth Experiments

Yeast were picked from freshly streaked plates and grown overnight in YPD to saturation. In the morning they were diluted to OD 0.2 in deep well-plates shaking at 900 rpm and 30°C in an INFORS-HT Multitron shaker for 1.5 h. One hundred microliters of cells were then combined with 100 μl 2× perturbation media containing 1-NM-PP1 (for a final concentration of 3 μM) or DMSO in a 96 well-black polystyrene microplate (Corning 3904). OD600 measurements were collected using 10 flashes and a settle time of 100 ms on a TECAN SPARK10M plate reader every 20 min using Spark Control V2.2 software. A humidity cassette was used with no lid on the plate. Temperature control was set to 30°C, and the plate was set for continuous double orbital shaking (2.5 mm, 108 rpm). Growth data was analyzed using custom python scripts located at https://github.com/heineike02/PlateReaderTools.

### Microscopy

Yeast were grown overnight to saturation in 4 ml SDC and diluted to approx. OD 0.05 in the morning to get OD 0.2 after 5 h (6.5 h for K. Lactis) assuming a lag time of 90 min for both species and a doubling time of 115 for *S. cerevisiae* and 130 min for *K. lactis*. Ninety six well glass-bottom plates (Brooks Life Science Systems MGB096-1-2-LG-L) were prepared for imaging by coating with 0.25 mg/ml concanavalin A (Sigma-Aldrich C2010, resuspended in distilled water) (ConA) for 30 min and washed twice with SDC prior to adding cells. Cells were sonicated gently (amplitude 1 for 3s using a Misonix S-4000 sonicator with a 1/16in microtip P/N #418) to separate clumps and incubated in appropriate wells for 30 min. Following incubation, cells were washed twice with 100 μl SDC leaving 100 μl of SDC in the well-above immobilized yeast cells. After 2–3 initial images 100 μl of 2× perturbation media (SDC plus 1-NM-PP1 for a final concentration of 4 μM, or a DMSO control) was added to the plate. Cells were then imaged every 2–3 min until the end of the experiment.

Widefield microscopy images were taken on a Nikon Ti-E inverted scope, with an incubation enclosure set to 30°C, and mercury arc-lamp illumination using RFP filters and dichroic mirror from the Chroma 89006 ET-ECFP/EYFP/mCherry filter set. The microscope's perfect focus system was used to maintain focus on the samples throughout the experiment. The microscope was controlled with micro-manager software version 1.4.17 using the High Content Screening Site Generator Plugin (Edelstein et al., 2014). Images were taken with an Andor 512 pixel EMCCD camera (897 iAxone DU-897E) using a 40× objective (Nikon Planfluor 40× /0.75) and 1.5× optical zoom.

Image analysis was conducted using custom MATLAB scripts located at https://github.com/heineike02/image_analysis. Briefly, RFP images are background subtracted, smoothed, and cells are identified using the Lucy-Richardson deblurring algorithm (MATLAB function deconvlucy) with 5 iterations based on an image of a single typical cell of the appropriate species. For each identified cell, nuclear localization is calculated as the mean intensity of the top 5 brightest pixels to the median pixel intensity.

### RNA Sequencing

Cells were grown overnight at 30°C in YPD to saturation, and then diluted to obtain a 30 ml of cells with an OD600 of 0.5 in 4–6 h assuming a lag time of 90 min and a doubling time of 90 min for *S. cerevisiae* and 110 min for *K. lactis*. The culture was then divided into two 12 ml treatment and control cultures and 3.6 μl of 10 mM 1-NM-PP1 (for a final concentration of 3 μM) or DMSO was added, respectively. Each culture was incubated while shaking at 250RPM and 30°C and split into two 5 ml aliquots prior to spinning down at 3850RPM (331rcf) on an Eppendorf 5810R benchtop centerfuge for 3 min. After spinning down, supernatants were poured out and remaining supernatant was aspirated off with a P1000 pipette. Cells were then flash frozen in liquid nitrogen and stored at −80°C.

RNA extraction was performed using the hot acid-phenol extraction protocol of Solís et al. (2016) with the following changes. Initial cell volume was 5 ml instead of 1.5 ml and thus the initial spin for collecting the cells was done for 3 min at 3850RPM (331rcf) instead of 30s at 13000RPM (15871rcf). Acid-phenol:chloroform:isoamyl alcohol (IAA) (125:24:1), pH 4.5 (AM9722) was used instead of pure Acid-Phenol because the chloroform aids in the separation of nucleic acid from proteins and lipids, and the IAA prevents foaming. The spin following heat incubation was performed at room temperature instead of at 4°C. A second 400 μl chloroform wash was included prior to removing the aqueous phase from the phase lock tubes. Twenty two microliter of 3 M NaOAc, pH5.2 was added instead of 30 μl to precipitate the DNA. Ethanol Precipitation was done overnight instead of for 30 min.

Total RNA was aliquoted and stored at −80°C. Prior to library preparation, total RNA concentration was measured estimated using a Nanodrop 2000c spectrophotometer and screened for quality by electrophoresis. For electrophoresis, a formamide based loading dye was used to run samples on a 1.2% agarose gel in TBE buffer. Select samples were also checked for quality using an Agilent 2100 Bioanalyzer with an RNA 6000 Pico chip. 3′ Sequencing Libraries were prepared using the Lexogen QuantSeq 3′mRNA-Seq Library Prep kit FWD using dual indices for each sample. Select libraries were checked for quality on the Bioanalyzer using a High Sensitivity DNA chip. Library concentrations were calculated using a Qbit 2.0 Fluorometer (Invitrogen), and 2.65 ng per sample were pooled and sequenced on an Illumina Hiseq 4000 sequencer to an average depth of between 245,000 and 5.6 million reads per sample (median 2.53 million). At least 3 replicates were collected for each sample and condition.

Sequencing data was trimmed, aligned, and checked for quality using the Bluebee genomics analysis pipeline. *S. cerevisiae* samples were run using the “FWD S. cerevisiae (R64) Lexogen QuantSeq 2.2.3” protocol, and *K. lactis* samples were run using the “FWD K. lactis (ASM241v1) Lexogen Quantseq2.2.3” protocol. The counts generated with these pipelines used the saccharomyces_cerevisiae_R64-2-2_20170117 GFF for *S. cerevisiae*, and many of the 3′ sequencing reads fell into unannotated 3′UTR regions. We therefore created a modified GFF file which included 3′ UTRs from (Nagalakshmi et al., 2008). We had a similar issue for the *K. lactis* reads, but as there are no definitive studies annotating the *K. lactis* 3′UTR, we created a *K. lactis* GFF with 400 bp extensions for each annotated gene serving as estimated 3′UTR regions. We then recalculated gene counts for each species using htseq in intersection-non-empty mode. Custom scripts and the updated GFF files used for these calculations are available at https://github.com/heineike02/UTR_annotation and https://github.com/heineike02/rna_seq_processing.

Gene count data was processed to yield estimates for raw expression (rlog values) for all experiments as well as Log Fold Change and adjusted *p-*Value estimates for differential expression between conditions using the DESeq2 package in R (Love et al., 2014).

After filtering samples that failed quality control, our RNA-seq dataset contained 59 *S. cerevisiae* samples and 35 *K. lactis* samples which were sequenced in the same run. These samples included the WT +/– drug and AS +/– drug experiments as well as experiments with Msn2/4 deletion and Rph1/Gis1 deletion mutants. 

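The PKA-WT strain of *S. cerevisiae* gave 1745624 to 2395183 counts on genes per library with 1-NM-PP1 (median 2125738) and 1931562 to 3292969 with DMSO (median 3114313). In *K. lactis*, PKA-WT gave 815372 to 3826757 counts with 1-NM-PP1 (median 2081491), and its 2 DMSO libraries held 987085 and 3612491. For PKA-AS with *RPH1* and *GIS1* deleted (ΔRph1/Gis1), 4 cultures with each treatment were used in either species. The *S. cerevisiae* ΔRph1/Gis1 cultures gave 6 libraries with DMSO (996613 to 2746597 counts, median 1870219) and 5 with 1-NM-PP1 (752844 to 2767692, median 2043972), and repeat libraries of a culture were summed. The *K. lactis* libraries held 1963367 to 2995495 counts with DMSO (median 2746565.5) and 1750729 to 3701439 with 1-NM-PP1 (median 2561280). A repeated extraction of ΔRph1/Gis1 culture 2 with 1-NM-PP1, which the labels mark as dropped and which held 271864 counts, was left out, as 59 *S. cerevisiae* libraries remained and this is the number the paper gives. *RPH1* (YER169W) held 0 counts in every *S. cerevisiae* library, PKA-AS and PKA-WT included, so its deletion cannot be checked from these counts. *GIS1* (YDR096W) held 7 to 24 counts in the libraries labelled ΔRph1/Gis1 with 1-NM-PP1 (6.99 ± 1.07 CPM, SD, n = 4) and was at 17.6 ± 8.4 CPM in PKA-AS with 1-NM-PP1, while with DMSO it was at 2.27 and 2.76 CPM. The *K. lactis* ortholog of *GIS1* and *RPH1* (KLLA0C17710g) was at 4.76 ± 0.99 CPM in ΔRph1/Gis1 and at 18.3 ± 2.1 in PKA-AS, each with 1-NM-PP1 (SD, n = 4), but with DMSO it was at 9.57 ± 3.96 and 10.7 ± 1.93, which shows no loss in the deletion strain.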

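With 1-NM-PP1, 5 genes of *S. cerevisiae* PKA-WT were activated and 0 repressed, and 8 genes changed at an adjusted p under 0.01 without a limit on LFC, while 477 had an unadjusted p under 0.05. *RSB1* rose by 4.27 (SE 0.38), *YOR1* by 2.70 (SE 0.26) and *ATG40* by 2.83 (SE 0.31). In *K. lactis* PKA-WT, 56 genes were activated and 69 repressed, and 324 changed without a limit on LFC. The orthologs of *ATG45*, *HAB1* and *GPH1* rose by 2.51 (SE 0.26), 4.25 (SE 0.49) and 2.49 (SE 0.32), and those of *RPL7A* and *RPL7B*, of YHR020W and KLLA0E20329r had LFC values of -2.88 (SE 0.36), -2.03 (SE 0.29) and -4.11 (SE 0.61). When only the libraries of PKA-WT were fitted, 0 genes changed in each species, with 221 in *S. cerevisiae* and 1205 in *K. lactis* at an unadjusted p under 0.05, and with culture as a block in that fit 11 *S. cerevisiae* genes (7 activated and 2 repressed) and 480 *K. lactis* genes (85 and 99) changed. Between PKA-AS and PKA-WT in DMSO, 0 genes differed in either species in the fit of all cultures, with or without the 2017 cultures, and an unadjusted p under 0.05 was reached by 166 *S. cerevisiae* and 272 *K. lactis* genes over cultures 1 to 3 and by 222 and 265 over all 4. With DESeq2, 2 and 3 genes differed, and with culture as a block in a fit of the groups compared 14 and 1.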

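The interaction of the Rph1/Gis1 deletion and drug was called for 18 *S. cerevisiae* genes with PKA-AS cultures 1 to 3, of which 17 responded less in the deletion strain, and for 23 with all 4, of which 22 responded less. For *K. lactis*, these numbers were 16 and 15, and 19 and 18. YIL055C, *NDE2* and *SDP1* had interactions of -2.47 (SE 0.20), -4.43 (SE 0.61) and -3.07 (SE 0.43), and that of YGR035C was above 0, without a value here as a group of its libraries lay at the counting limit. In *K. lactis*, the *BIO2* ortholog had 2.59 (SE 0.50), and the orthologs of *FMP33*, *SGA1* and YHR112C had -3.12 (SE 0.36), -2.61 (SE 0.32) and -1.91 (SE 0.25). Keeping repeat libraries of a culture as separate samples gave 39 *S. cerevisiae* genes, and adding culture as a block to a fit of the groups compared moved the count most, to 133.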

In each species, we kept only genes that had 2 or more counts in at least 3 samples for that species. The rlog was calculated using the rlog function with blind=FALSE, and an experimental design which combined the presence of the AS mutation, transcription factor deletion status and presence of drug into a single factor. Mean rlog data for each condition was calculated by averaging rlog values across replicates. To calculate distributions of rlog values for all genes in *S. cerevisiae*, 443 orfs classified as dubious in the saccharomyces_cerevisiae_R64-2-2_20170117 GFF were filtered out.

Log Fold Change and adjusted *p*-values for differential expression between samples was calculated from deseq using a False Discovery Rate of 1% for the relevant contrast (PKA-AS strains +/– drug at 50 min, or ΔMsn2/4 or ΔKL.Msn2 PKA-AS strains +/– drug at 50 min). Custom scripts for further RNA sequencing analysis and enrichment are located at https://github.com/heineike02/yeast_esr_expression_analysis

### GO Term Enrichment Analysis

The GO-slim database used for analysis was downloaded from SGD on 20180412 (SGD Project, 2018). For GO analysis of genes induced or repressed by PKA inhibition in both species, only Biological Process terms were analyzed. Go terms for *K. lactis* genes were assigned based on their orthologs in *S. cerevisiae*. If a *K. lactis* gene had two *S. cerevisiae* orthologs, both of those genes were included for the calculation. Fisher's exact test was used to test the hypothesis that the proportion of genes with a particular GO-slim term in a given set is greater than would be expected given the distribution of that term in a background set. After calculating *p*-values for all GO-slim terms, significance was assessed using a FDR of 5% based on the Benjamini/Hochberg (BH) procedure. The background set for the genes only activated or repressed in *S. cerevisiae* was all genes in *S. cerevisiae*. The background set for the sets of genes involving activation or repression in *K. lactis* was the set of all genes in *S. cerevisiae* which contain orthologs in *K.lactis*.

For GO analysis of DE_PKA_ genes, we analyzed Biological Process, Molecular Function, and Cellular Component terms for both enrichement and de-enrichment vs. either all genes for which we had RNA-seq data or against all ohnolog pairs for which we had data for both ohnologs (Supplementary Table 4). We analyzed the DE_PKA_ low and DE_PKA_ high genes separately. As a basis for comparison, we also calculated enrichment and de-enrichment of ohnologs vs. all genes with data. To cluster DE_PKA_ ohnolog pairs according to their GO annotation for Supplementary Figure 5, we used the python scipy.cluster.heirarchy.linkage function using the “ward” method. Each ohnolog pair was assigned a vector of ones or zeros indicating whether or not the GO-slim term was present in each ohnolog, and if the ohnolog pair was present in the yeast metabolic map from iPath 3.0, we also included an indicator with a value of 4. The higher value was used to force all ohnolog pairs on the metabolic map to cluster together. Euclidean distances between these vectors were used as input to the hierarchical clustering. For the GO-analysis, we picked terms that were enriched in DE_PKA_, an additional curated subset of terms present in multiple ohnolog pairs, and the terms “biological_process,” “molecular_function,” and “cellular_component” which represent genes with unknown annotations for the three aspects of the GO ontology.

To visualize genes on the metabolic map of yeast, we used iPath v3 via its web interface on 25 Feb, 2021 (https://pathways.embl.de/about.cgi) (Darzi et al., 2018).

### Ohnolog and Ortholog Assignment

The ohnolog dataset for *S. cerevisiae* was downloaded from the Yeast Genome Order Browser (YGOB) website on 10 October, 2017. Fisher's exact test was used to test the hypothesis that the proportion of ohnologs in a given set is greater than would be expected given the distribution of ohnologs in the background set. The same test sets and background sets were used as for GO term enrichment analysis.

Ohnolog sets for other species were identified using the “pillars” database downloaded from the Yeast Genome Order Browser on 08 September, 2016.

Orthology assignments between *S. cerevisiae* and *K. lactis* were generated using the YGOB pillars database.

We used orthology assignments from the fungal orthogroups (Wapinski et al., 2007)for comparisons of microarray data from Roy et al. (2013), Thompson et al. (2013) when present. That database contained no orthology assignments for *V. polymorpha*, so orthology assignments from *S. cerevisiae* to *V. polymorpha* were generated using YGOB pillars.

The gene names used for *K. lactis* and *N. castellii* on the fungal orthogroups website and in those microarrays was inconsistent with the standard gene names which are used by YGOB. We therefore generated a mapping for mismatched gene names between the two databases using protein similarity based on the genome sequences provided by each study. To generate a similarity score between candidate proteins, we used the pairwise2.align.globalms function from biopython with the following parameters: match_points=1, mismatch_points=-1, gap_open=-0.5, gap_extension = −0.1. We then took as candidates the top 5 genes above a threshold (*K. lactis*: 138, *N. castellii:* 115). We kept the top candidate and any lower scoring candidates as long as there was not a drop in 10 points between that candidate and the next highest scoring gene. We generated similar mappings going the opposite direction from the YGOB genename to the fungal orthogroup genename for *N. castellii, K. lactis*, and *S. mikatae* (threshold scores of 120, 138, and 130, respectively), and a mapping from the *K. lactis* standard gene name to the gene identification numbers assigned in Shen et al. (2018) using a threshold score of 110.

To identify syntenic orthologs of DE_PKA_ genes within post-WGH species to analyze their promoters, we used the YGOB webtool with a window of +/– 8 genes.

To determine orthology relationships for genes from Shen et al. (2018), we used orthogroups as defined by that paper's orthomcl.clusters.txt file.

To identify syntenic orthologs within the post-WGH species for our example ohnolog pairs (EGO2/4, and GPM2/3) we used YGOB to generate a syntenic alignment with a window of +/– 8 genes around each example gene. We extracted the surrounding genes from the sequenced genomes for all species and assigned orthology for the surrounding genes based on presence in the same orthogroup as *S. cerevisiae* and *K. lactis* genes. We then manually curated synteny based on the pattern of orthologs present (Supplementary Table 8). Linking promoter information from Shen et al. (2018) to gene expression data from Roy et al. (2013), Thompson et al. (2013) for Supplementary Figure 19 required some manual curation of orthology assignments, including a small scale duplication of the ortholog of EGO2/4 in *N. castellii* that was not captured in YGOB or the fungal orthogroups on which the data was based.

### Microarray Data Processing

Gene expression datasets from microarrays measuring the response to stress conditions in various budding yeast species from Thompson et al. (2013) (GSE36253) and (Roy et al., 2013) (GSE38478) were downloaded from the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo). The data represented Log Fold Change of intensity for the experimental condition divided by the control condition. Where there were multiple datapoints for the same gene name, the median value was used. We took the median value of technical replicates. To compare data across species, we combined all data for all conditions for a given species into a single dataset, and then used the mean and standard deviation to center and normalize all data for that species.

Microarray data estimating raw expression by comparing mRNA from cells collected during exponential growth on rich media to genomic DNA from Tsankov et al. (2010) (GSE22193) were downloaded from the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo). The median of all data that had more than one spot per gene name was used for each gene name. Data for replicates were quantile normalized (Bolstad et al., 2003) using the implementation of (https://github.com/ShawnLYU/Quantile_Normalize), and then the median of the replicates was used for each gene name. Before comparing data across species, the data were mean-centered and normalized by the standard deviation.

### Identification of PKA Targets and Differentially Expressed Ohnologs

Genes were classified as activated and repressed by PKA inhibition for GO term and Ohnolog enrichment analysis in both *S. cerevisiae* and *K. lactis* when LFC was >2.0 with a 1% FDR based on the Benjamini/Hochberg procedure.

In *S. cerevisiae* we identified differentially expressed ohnolog pairs by first classifying all ohnologs based on their LFC as either strongly repressed (LFC <-2.0 at 1% FDR), weakly repressed (−2.0 <LFC <-1.0 at 1% FDR), weakly activated (1.0 <LFC <2.0 at 1% FDR), strongly activated (LFC>2.0 at 1% FDR), or no change (all other ohnologs). Each ohnolog pair was then sorted to identify the ohnolog with the lower LFC and that with the higher LFC, except that when one ohnolog was significant according to the FDR threshold and the other was not, the significant ohnolog was assigned as the higher or lower ohnolog depending on whether the significant ohnolog had positive or negative LFC. For those ohnolog pairs in which both ohnologs did not meet the FDR threshold, lower and higher LFC ohnologs were also assigned. DE_PKA_, the set of ohnolog pairs that are differentially expressed under PKA inhibition in which one ohnolog is activated was defined by the set of ohnolog pairs in which the higher LFC ohnolog was strongly activated and the lower LFC ohnolog was repressed or had no change.

In other species, and for the set of genes differentially expressed under PKA related stress conditions, we identified differentially expressed genes by first defining an estimated Log Fold Change by averaging across the 3–5 (depending on the species) PKA inhibition related conditions (LFC_est_). As in the *S. cerevisiae* RNA-seq data, we first ordered the ohnologs so that Ohnolog 1 had a lower LFC than Ohnolog 2. We then identified ohnolog pairs in which Ohnolog 2 was activated (LFC_est_ > 1.5) and Ohnolog 1 was not (LFC_est_ <0.9). We also required that the difference in LFC_est_ between the ohnologs was greater than 0.9 (Supplementary Figure 12B). The maximum LFC_est_ cutoff of 0.9 for Ohnolog 1 was chosen because the size of the overlap between $DE_{Stress}^{Scer}$ and DE_PKA_ did not increase any further when it was increased (Supplementary Figure 12C right), and the minimum LFC_est_ cutoff was chosen because it yielded a $DE_{Stress}^{Scer}$ whose size was similar to DE_PKA_ (Supplementary Figure 12C left).

### Promoter Extraction

Promoter sequences were taken to be the 700 bp upstream of the start codon (except when the scaffold contained <700 bp in which case all bases were used). *S. cerevisiae* promoter sequences were taken from SGD. Promoter sequences for *K. lactis* were extracted gene by gene using NCBI E-utilities. Promoters for YGOB species used in motif analysis for genes that were targets of PKA related stress conditions (Figure 4C), as well as for counting STRE motifs in post-WGH species in Figures 5A,C were extracted from the genomes for those species on the YGOB website. Promoters for genes in non-WGH species in Figures 5A,C, and for all species in figure 6 were extracted from the genomes published in Shen et al. (2018) using custom scripts available at https://github.com/heineike02/y1000plus_tools.

To analyze promoters of the orthologs of DE_PKA_ genes in 32 non-WGH *Saccharomycetaceae* species and 9 outgroups, we first identified orthologs using orthogroups calculated in Shen et al. (2018). We removed any ohnolog pairs that did not contain any STREs in the high-LFC ohnolog reasoning that the high-LFC ohnolog in those pairs were induced through a mechanism that did not require the STRE. We also removed pairs that had that had no orthologs in non-WGH species (such as USV1/RGM1). Finally, we removed pairs that had more than one ortholog in more than 8 pre WGH species. This was to avoid ohnolog pairs that were present as duplicates before the WGH (such as the hexose transporters) and ohnolog pairs whose non-WGH orthologs may have undergone a duplication after the WGH, but still ancient enough to be present in several species (such as SNF3/RGT2). This left 74 of 110 DE_PKA_ ohnolog pairs.

### Motif Enrichment

*De novo* motif identification was conducted on indicated sets of promoters using the DREME algorithm from the MEME suite v5.1.1 (Bailey, 2011) with default promoters and a background set of all promoters from either *S. cerevisiae* or *K. lactis* that contained expression data in our dataset as appropriate.

STRE (CCCCT) and TATA box [TATA(A/T)A(A/T)(A/G)] motifs were identified by looking for exact matches within the promoters, and enrichment was calculated using Fisher's exact test.

### Clustering

In order to identify evolutionary trends in STRE appearance before the WGH, we clustered DE_PKA_ ohnolog pairs based on the number of STREs in the promoters of their orthologs in 32 non-WGH *Saccharomycetaceae* species and 9 outgroups. We created a distance matrix for the 60 ohnolog pairs by using the correlation distance between two rows with missing values removed. Rows were then hierarchically clustered (scipy.cluster.hierarchy) using the “average/UPGMA” linkage method. Separate clusters were defined using the fcluster method with the “inconsistent” parameter set to 1.1.

### Phylogenetic Trees

Orthologs for GPM2/3 and EGO2/4 were identified based on orthomcl clusters from Shen et al. (2018). For EGO2/4 there were three separate clusters so protein sequences for the clusters were combined for the analysis. A multiple sequence alignment was created using MAAFT version 7.407 (Katoh and Toh, 2008) using the E-INS-I algorithm (–genafpair) with –maxiterate 1000. These multiple sequence alignments were then trimmed with trimAL v1.4.rev22 (Capella-Gutiérrez et al., 2009) with the -gappyout option. Evolutionary models were identified as LG+F+I+G4 (for GPM2/3) and LG+I+G4 (for EGO2/4) using IQTREE model finder (Kalyaanamoorthy et al., 2017). The same model was selected in three independent runs of the algorithm with w-BIC values above 0.96 in each run. Trees were constructed using IQTREE v1.6.12 (Nguyen et al., 2015). Ten independent runs of IQTREE were conducted on the selected model for each trimmed multiple sequence alignment model using -bb 1,000 which calls the UFboot2 algorithm (Hoang et al., 2018) as well as -alrt 1000 to find support values. The tree with the best likelihood by BIC was chosen except when BIC values were equal in which case AIC and likelihood values were also used. For EGO2/4, because there were less variant alignment positions compared with the number of model parameters (77 for both E-INS-I and L-INS-I with 161 parameters to determine branch length and tree structure for 81 sequences), we also built trees using a multiple sequence alignment created with the mafft L-INS-I algorithm (–localpair) to see if the results were robust to variations in the multiple sequence alignment. The chosen model did not change depending on the alignment. The ordering of the clades for that tree did not change depending on the alignment, although the BIC was lower for the original E-INS-I alignment. Support values for EGO2/4 were calculated with the -bnni option to expand the search space for bootstrap trees.

## Data Availability Statement

The RNA sequencing data presented in this study can be found at NCBI GEO [accession: GSE163741]. Information about plasmids is at https://www.addgene.org/plasmids/articles/28210974/. Scripts can be found at https://github.com/heineike02 in the repositories listed in the Methods section. Other data can be found at: https://doi.org/10.6084/m9.figshare.14428763.v1.

## Author Contributions

BH and HE-S study conceptualization, experiment design, and wrote the paper. BH: experiments and bioinformatic analysis. HE-S supervision and funding. Both authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Paralogs in the PKA Regulon Traveled Different Evolutionary Routes to Divergent Expression in Budding Yeast
**Source:** Front Fungal Biol. 2021 Apr 27;2:642336. doi: 10.3389/ffunb.2021.642336

**A**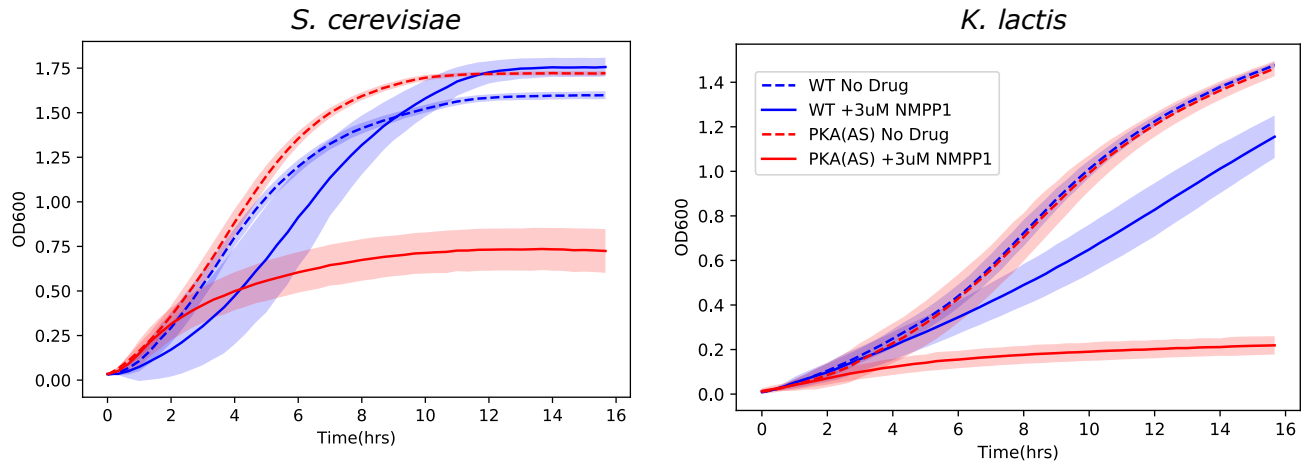**B**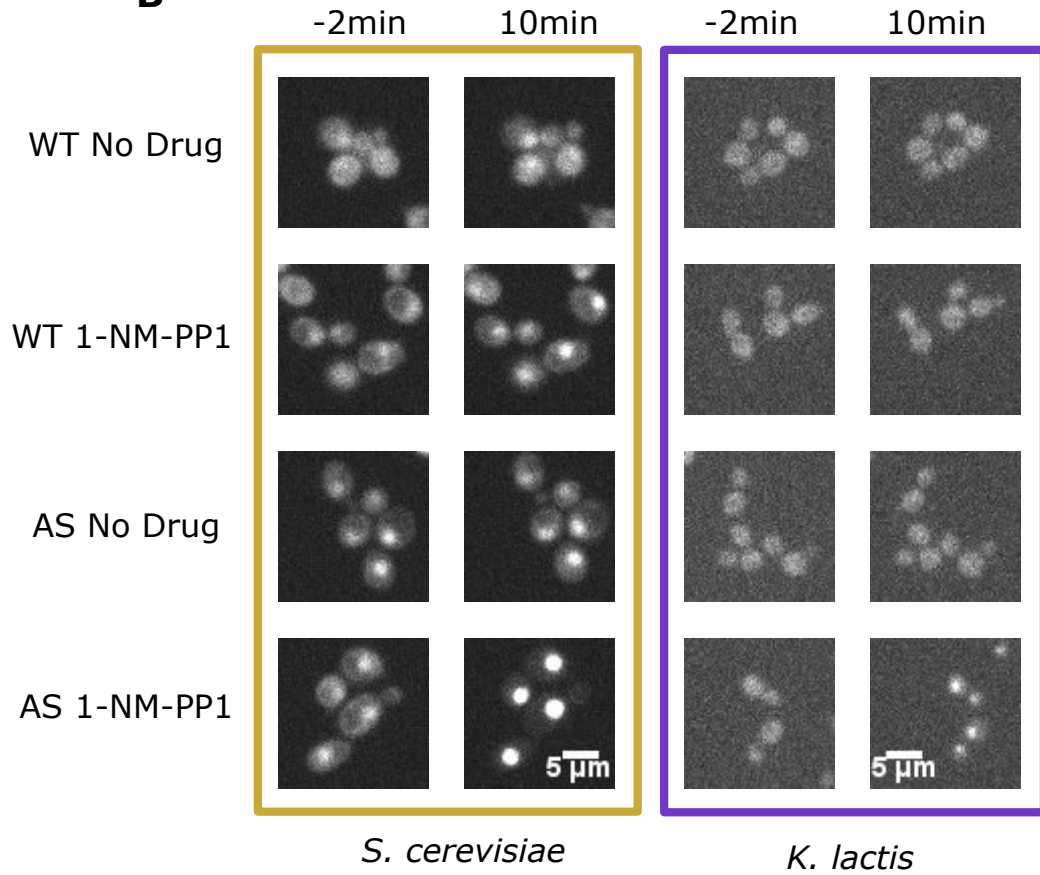

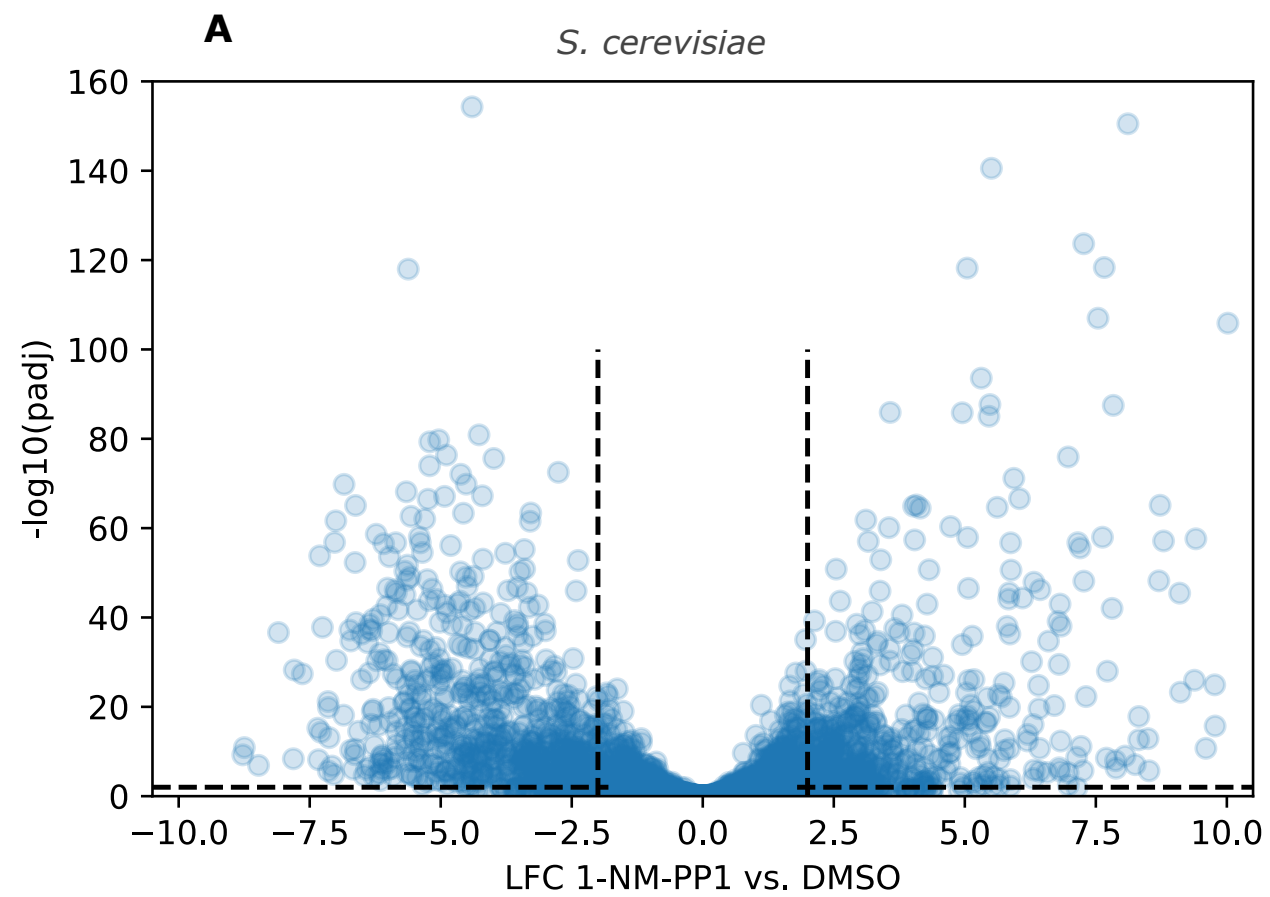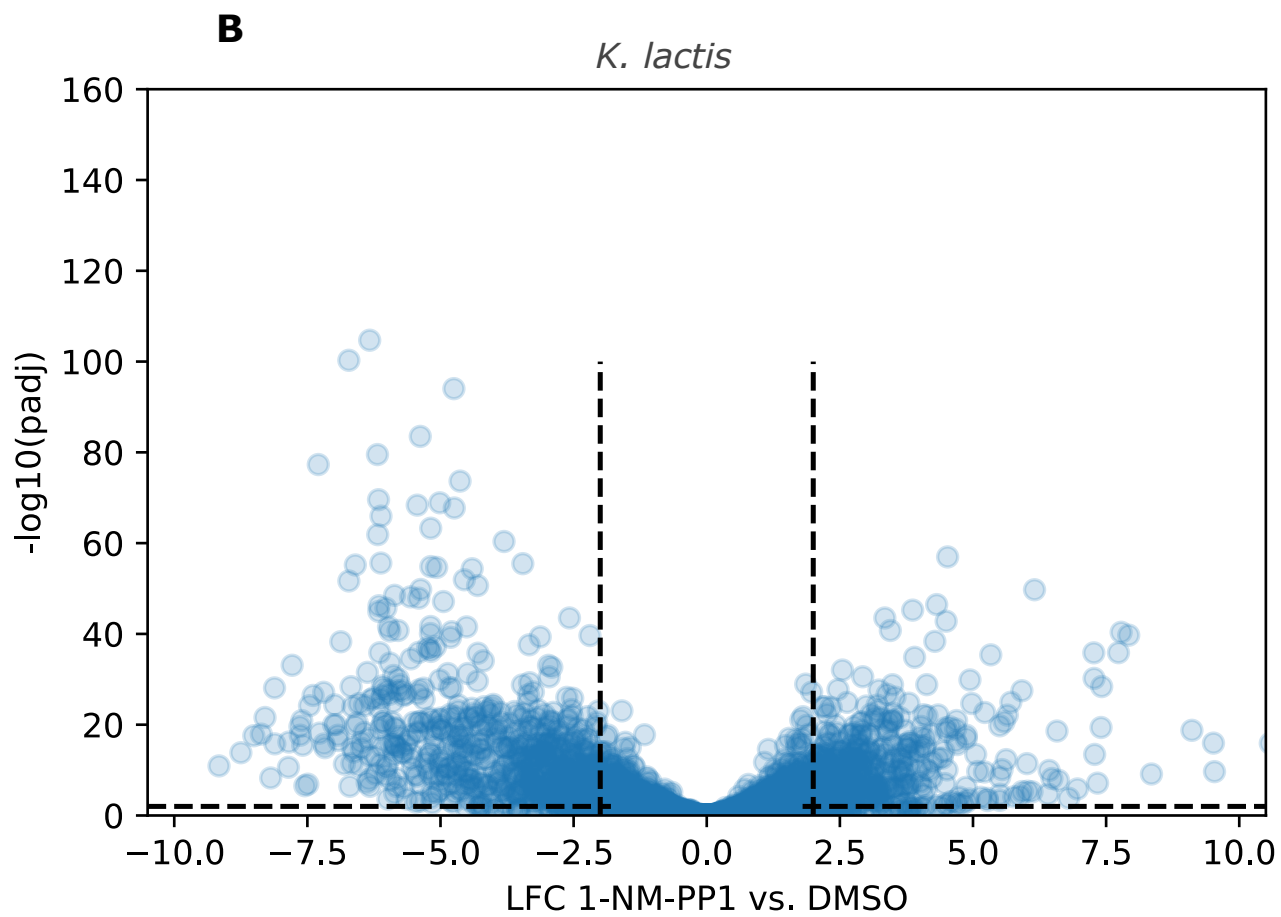

S3

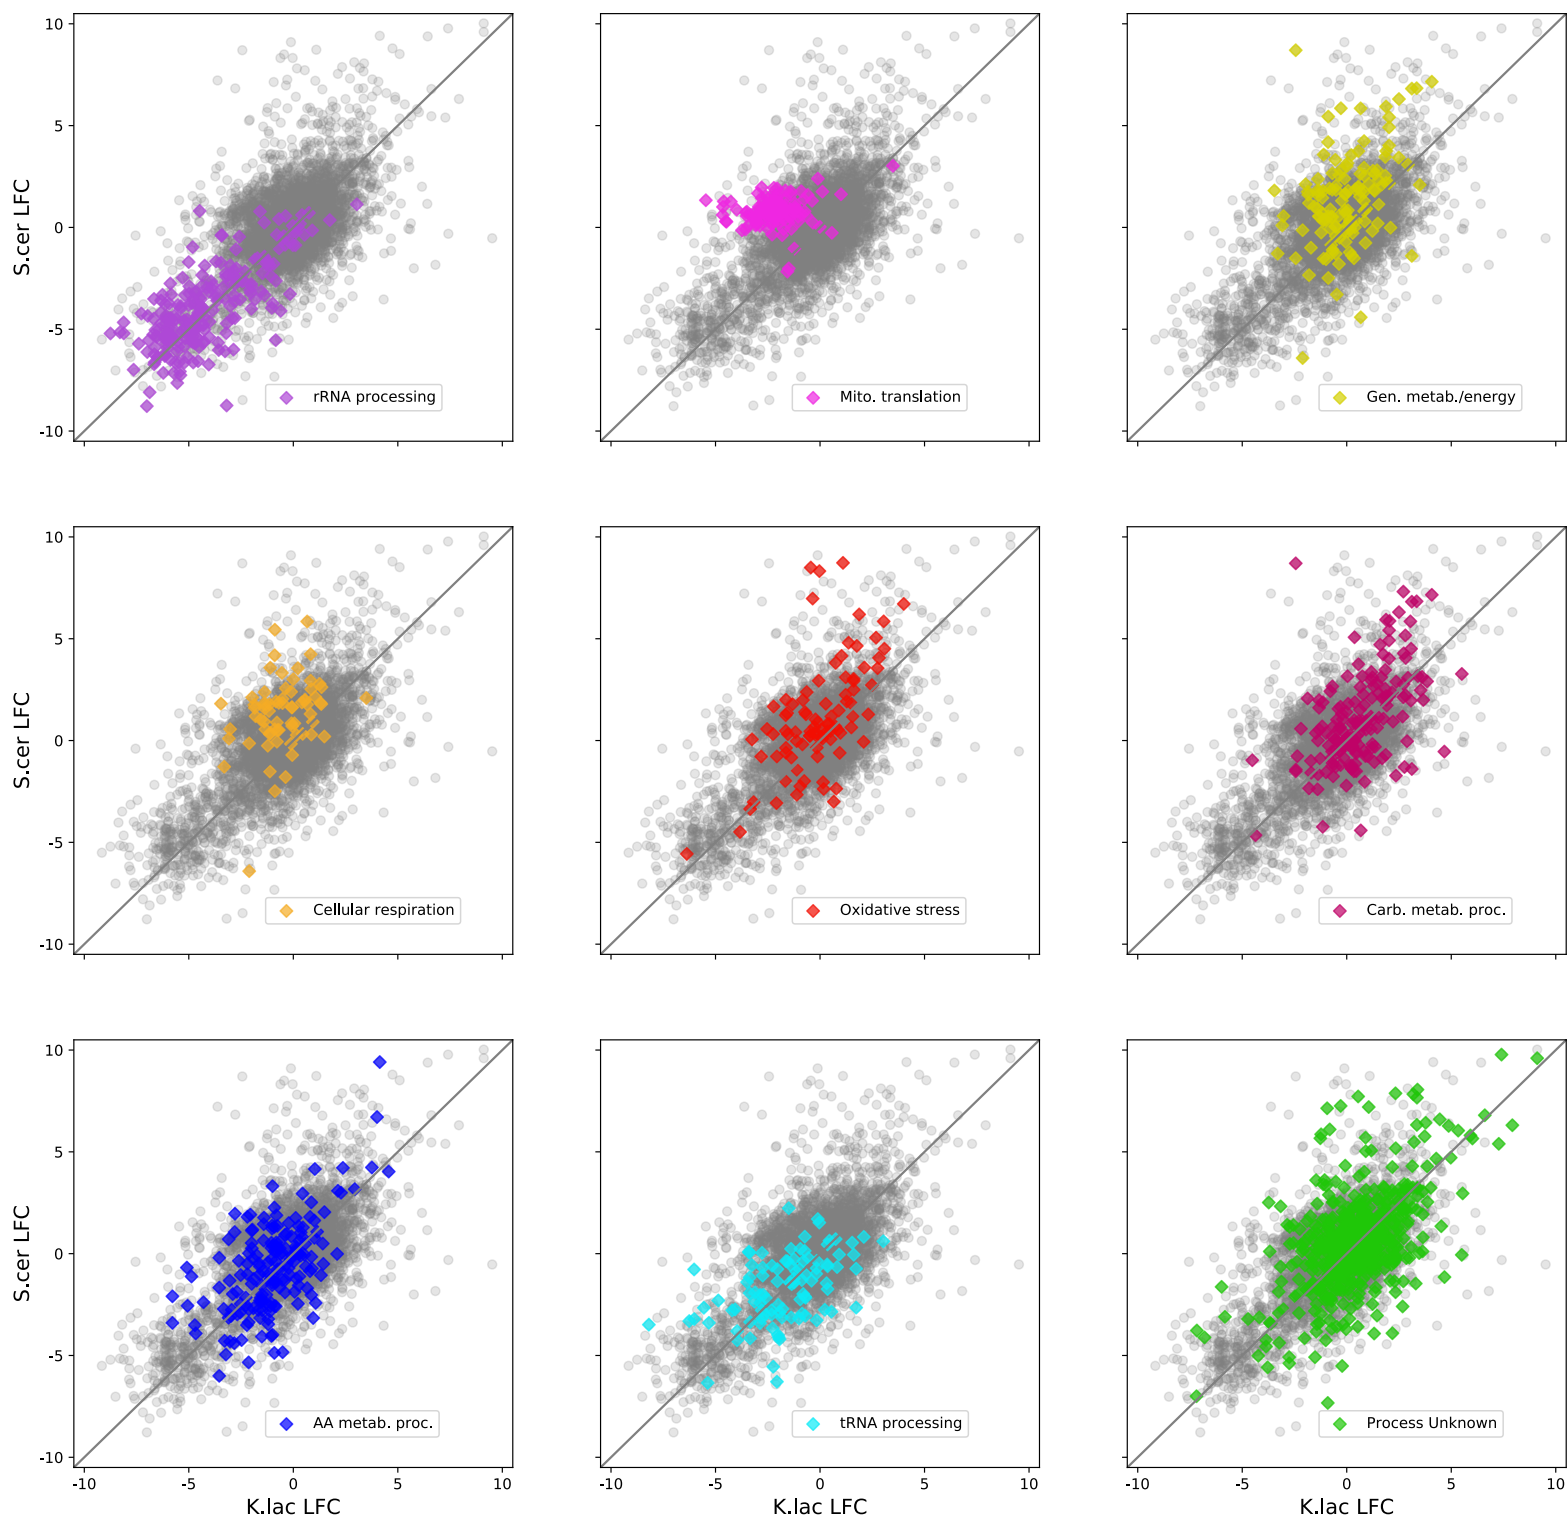

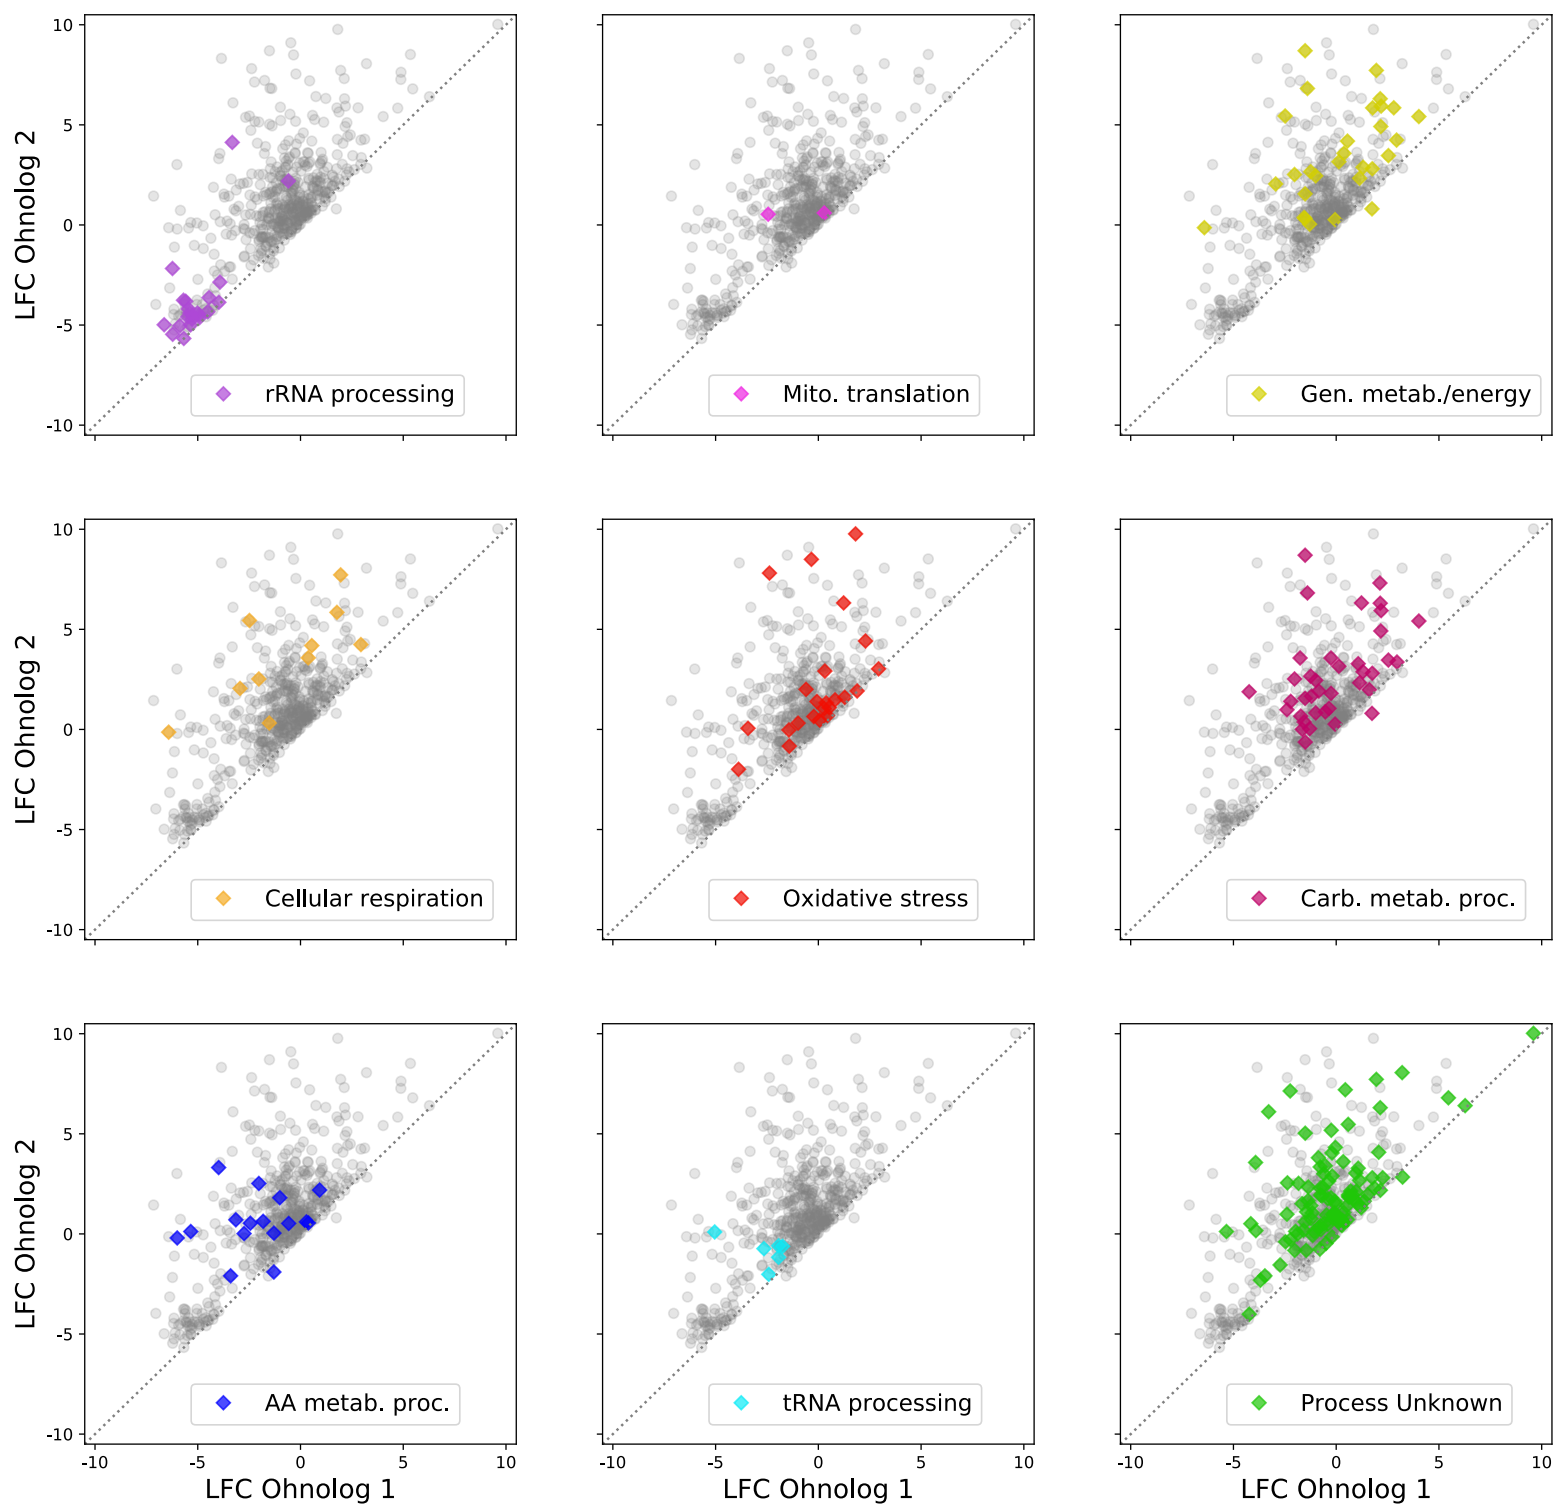

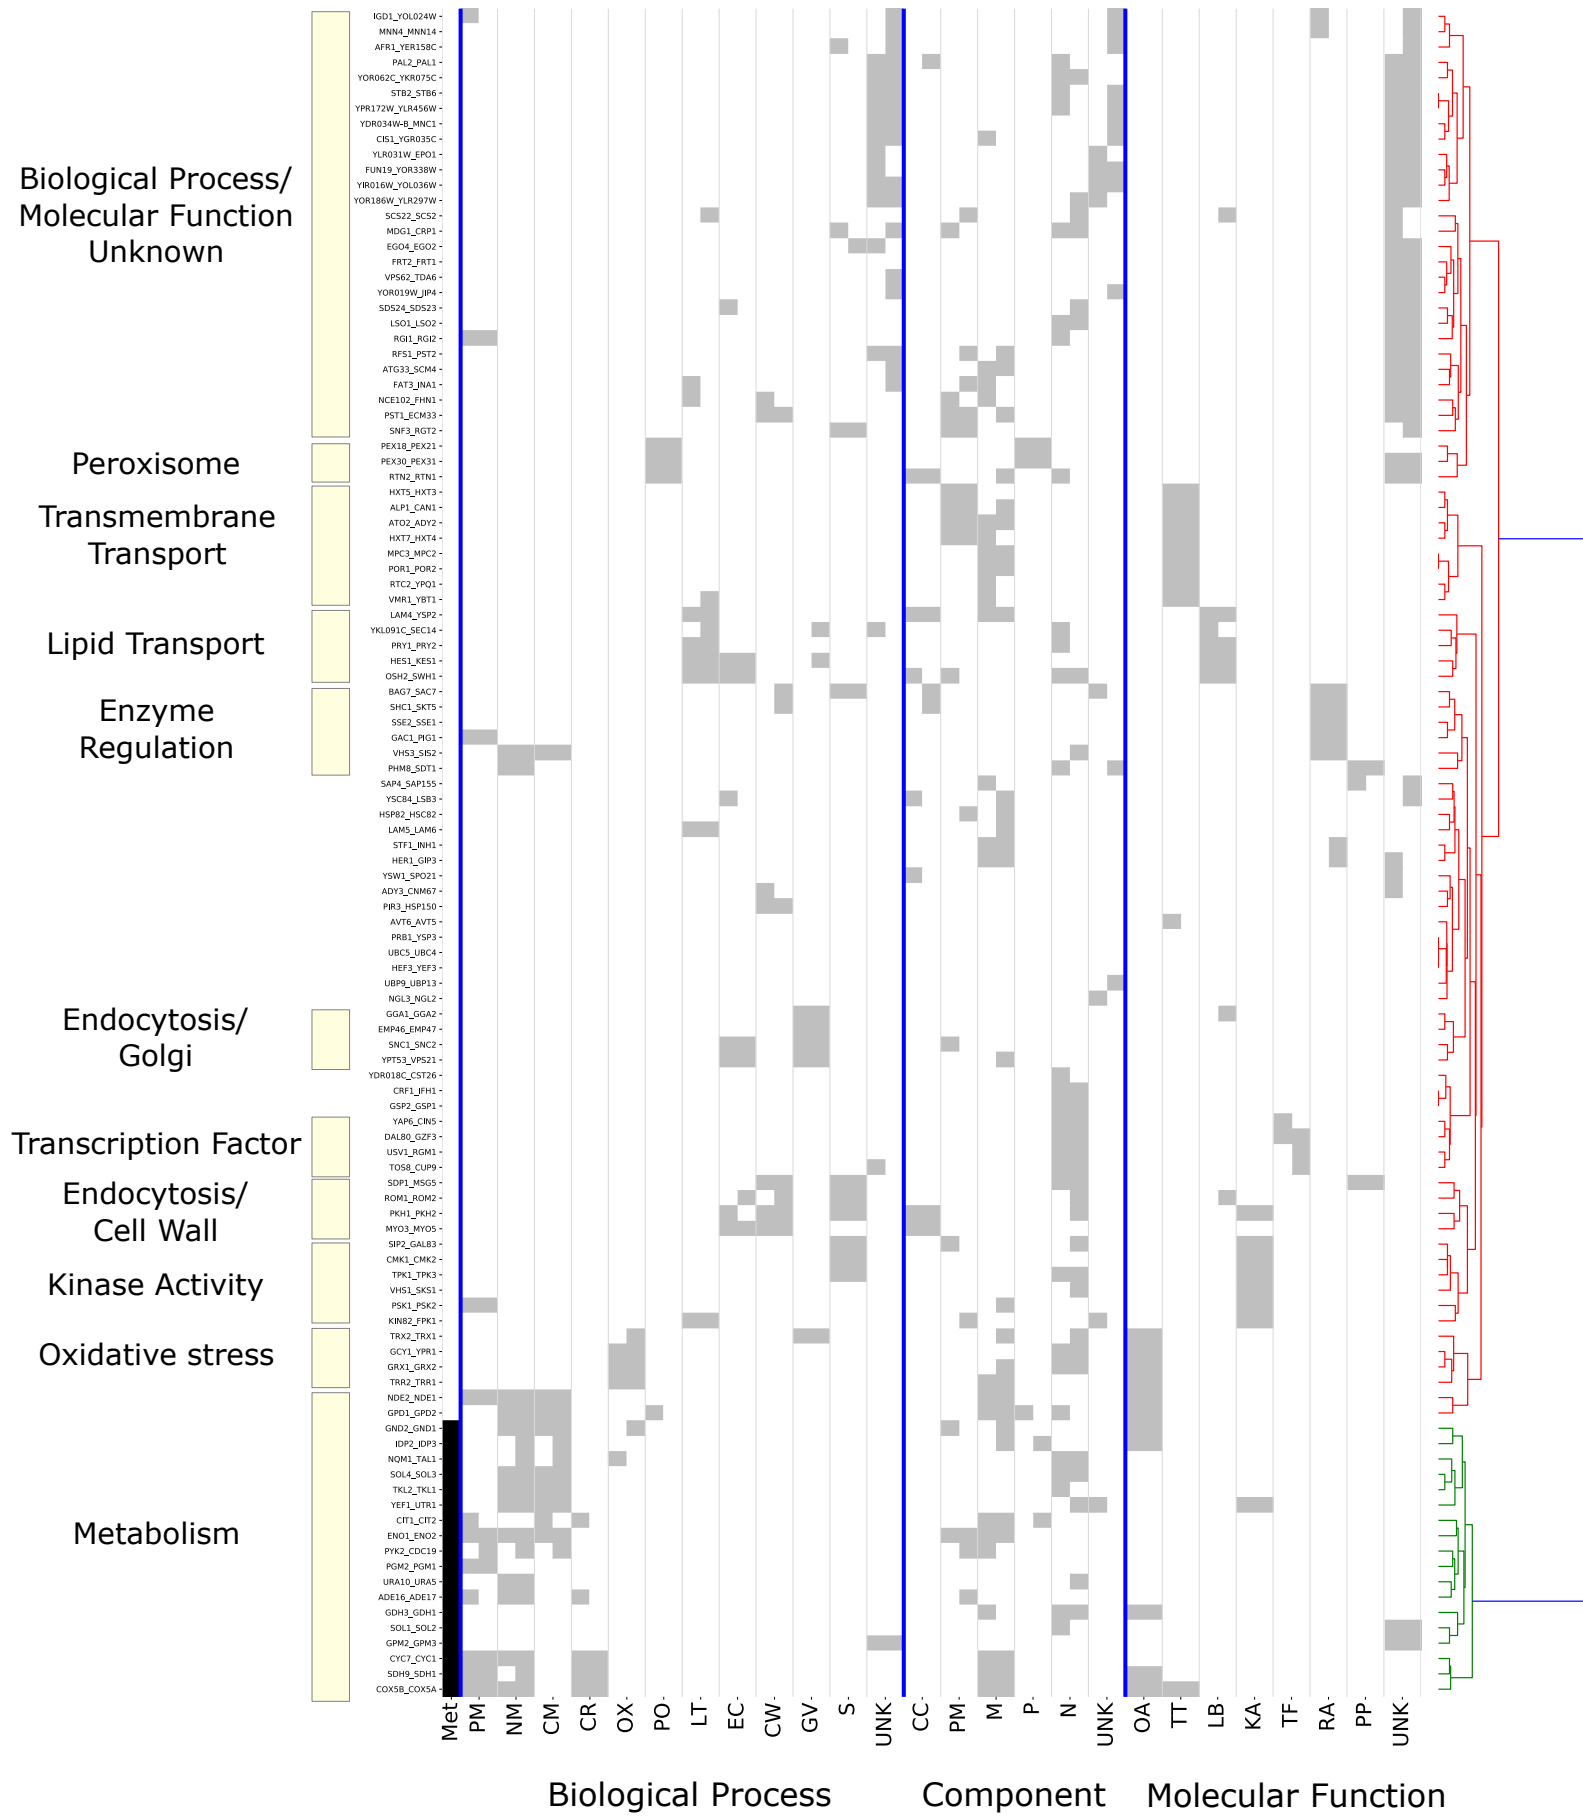

- Reaction uses WGH ohnolog  
— Reaction uses DE<sub>PKA</sub> ohnolog

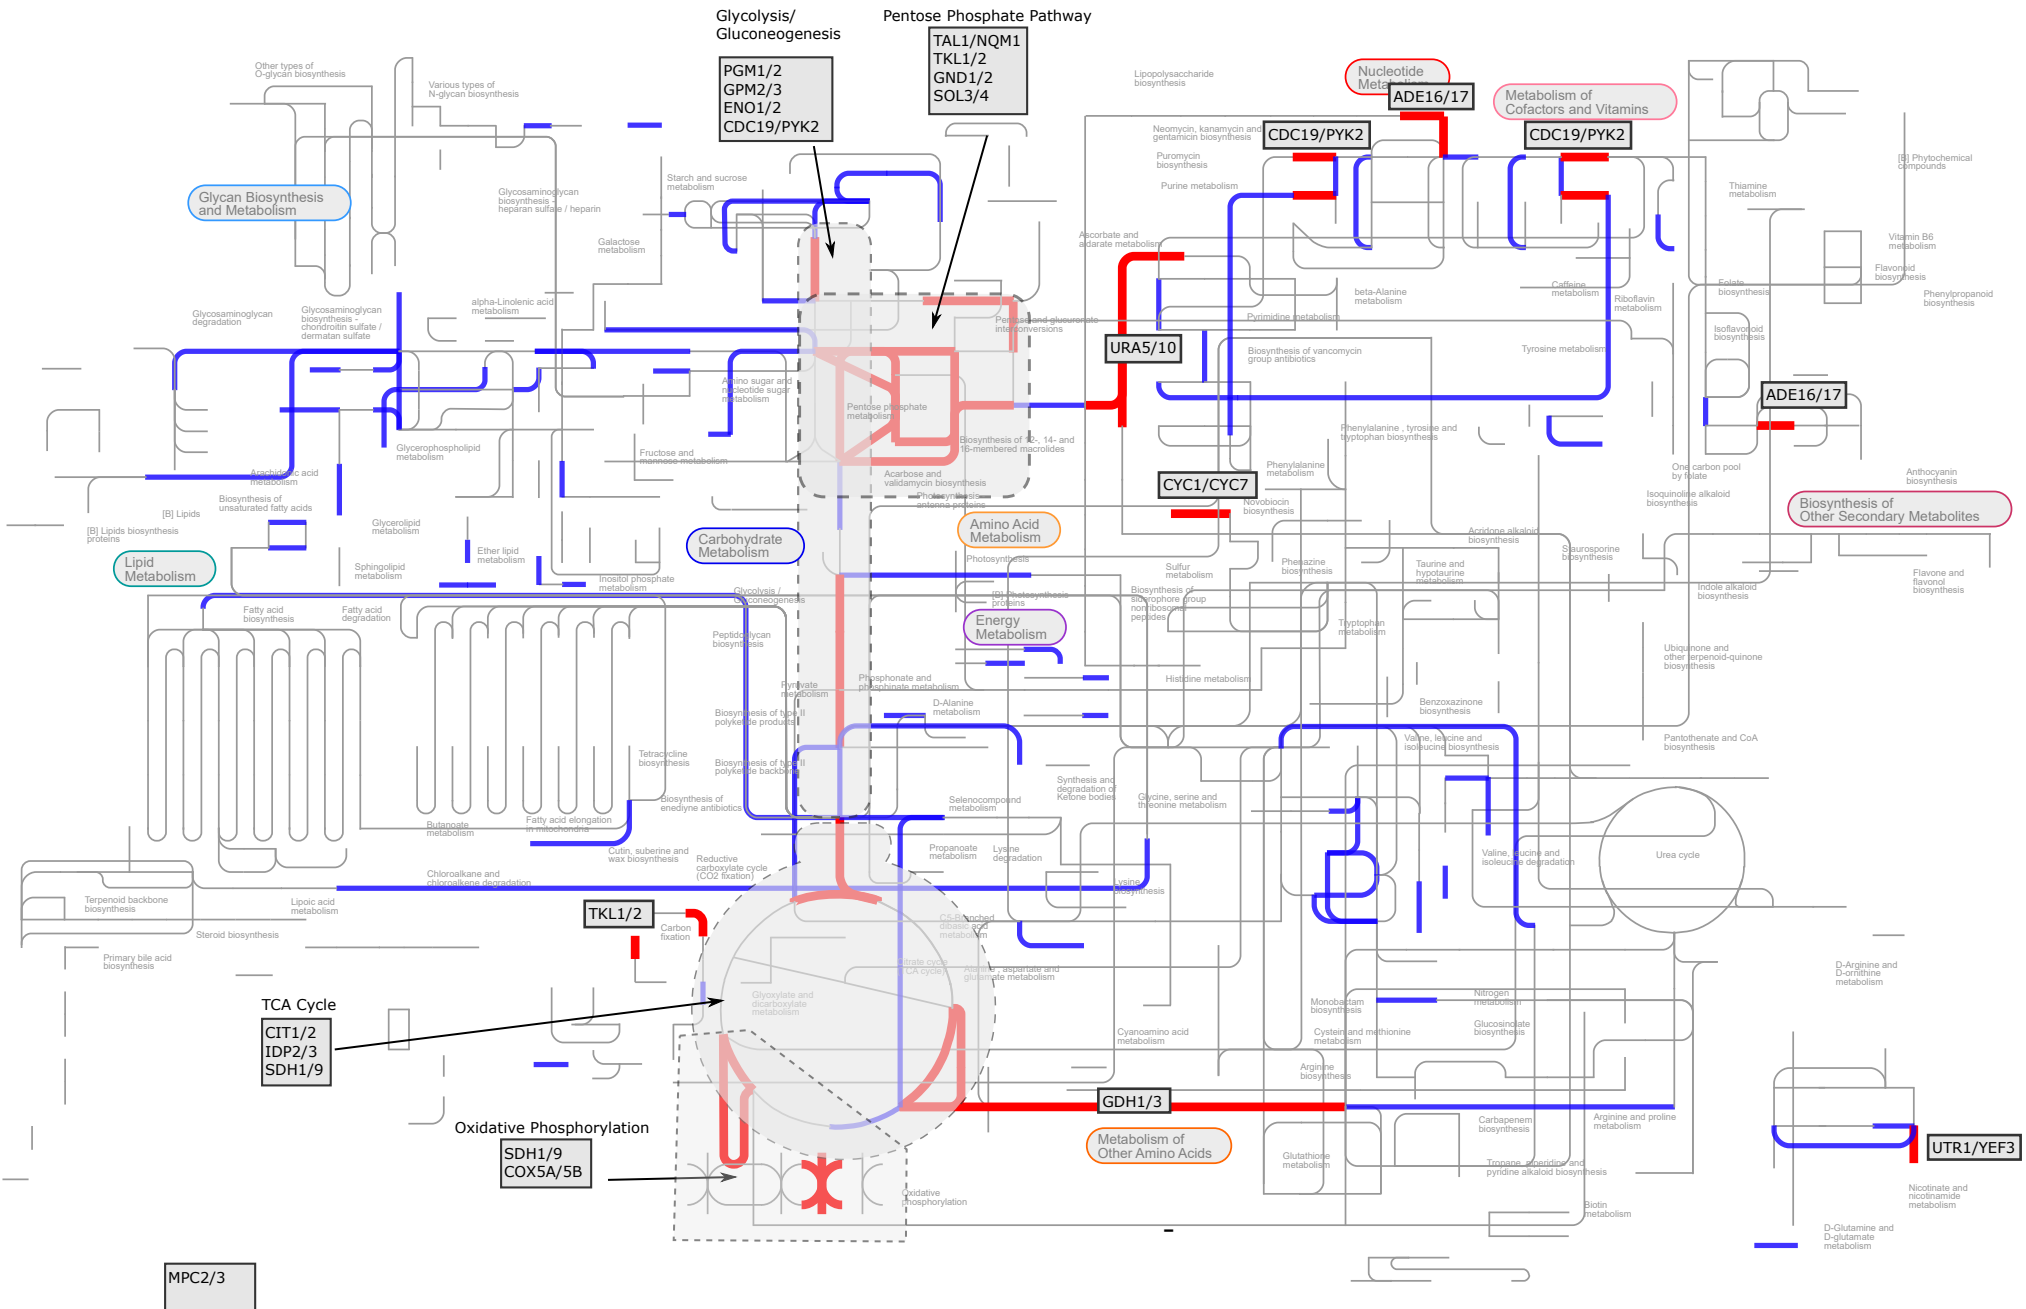

EGO2/4 →

GPM2/3 →

LFC correlation between PKA inhibition and stress conditions.  
Stress data from Roy et al. 2013 and Thompson et al. 2013.

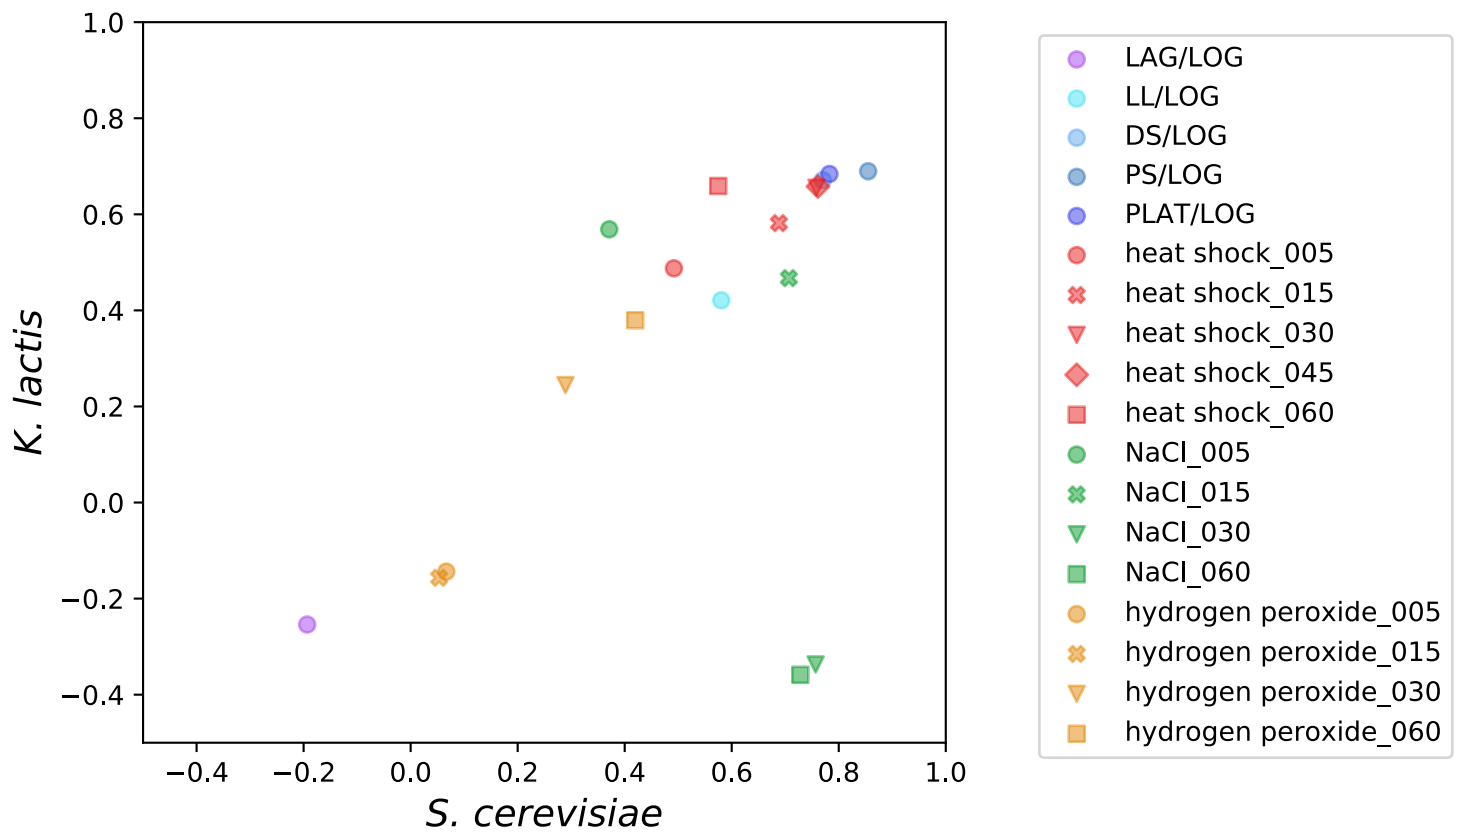

GPM2/3→

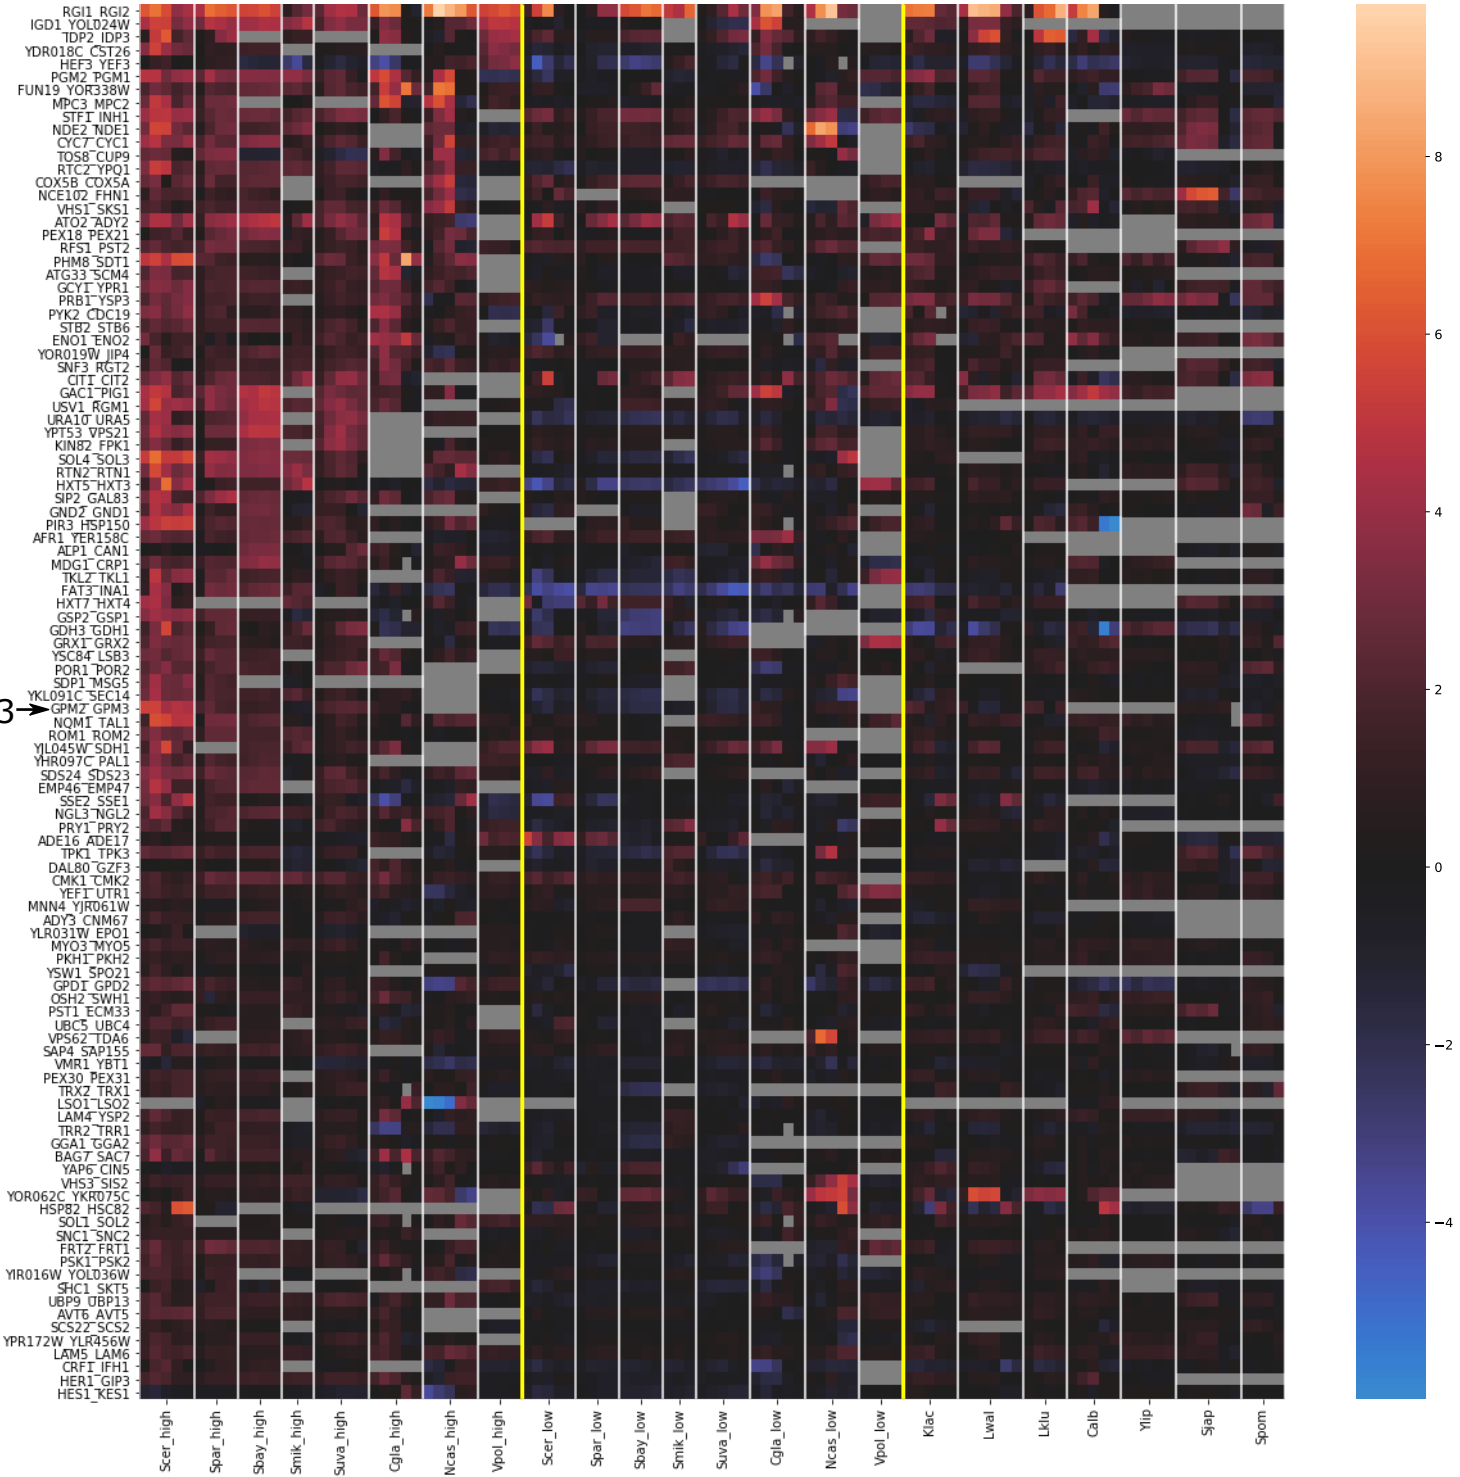

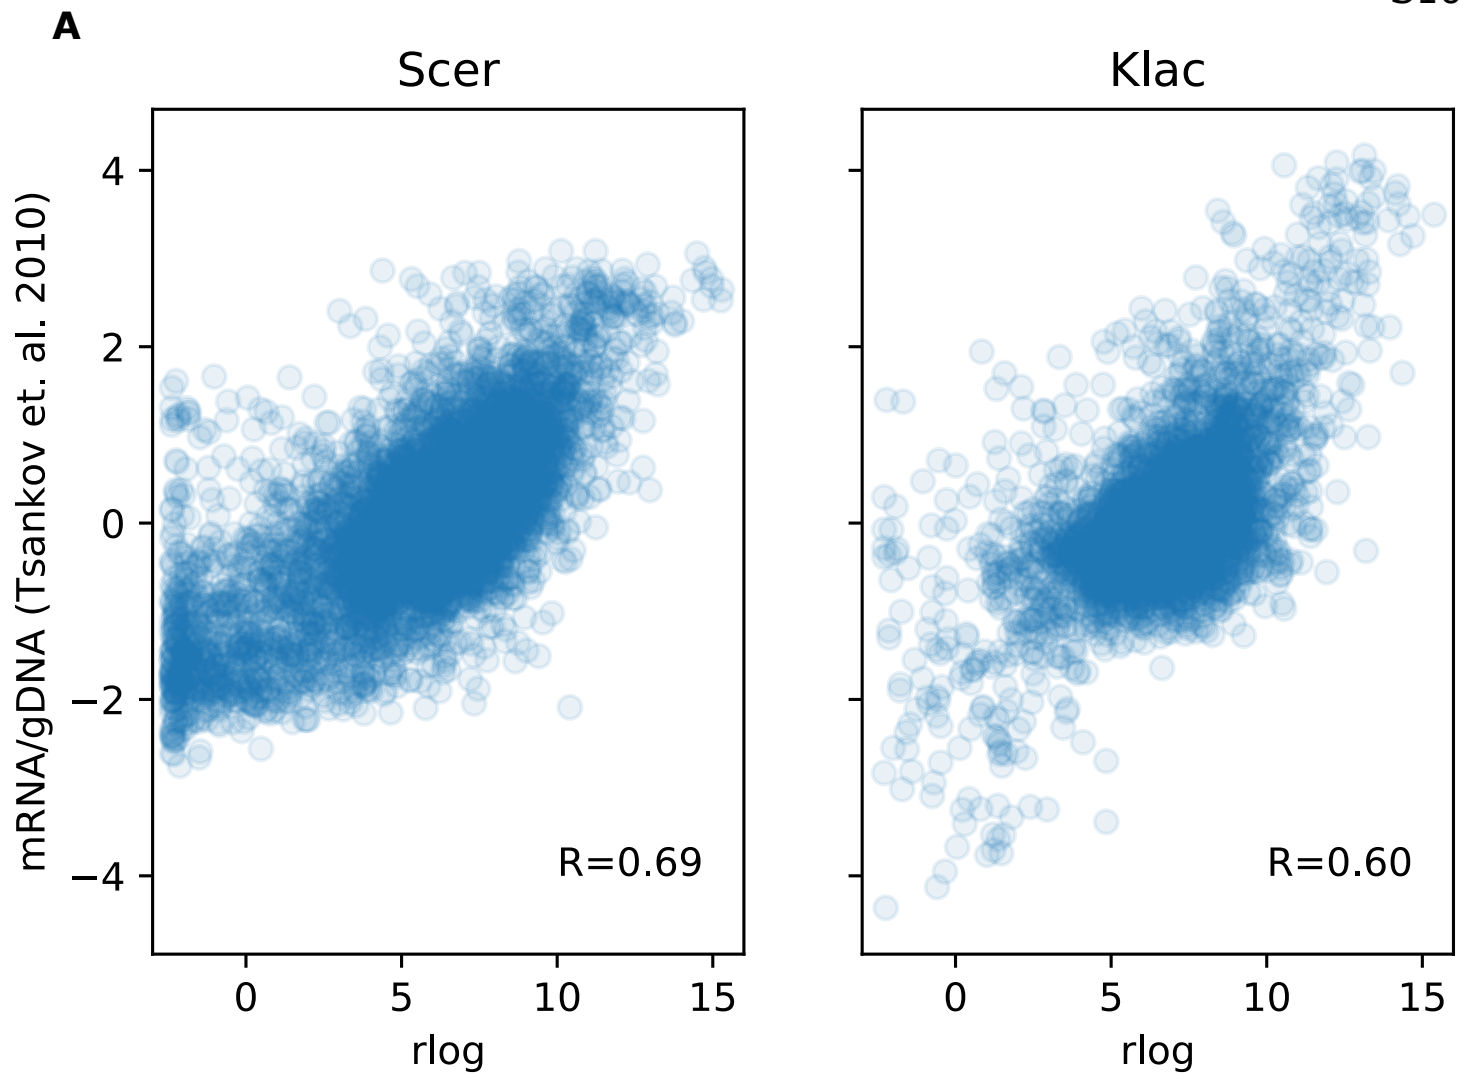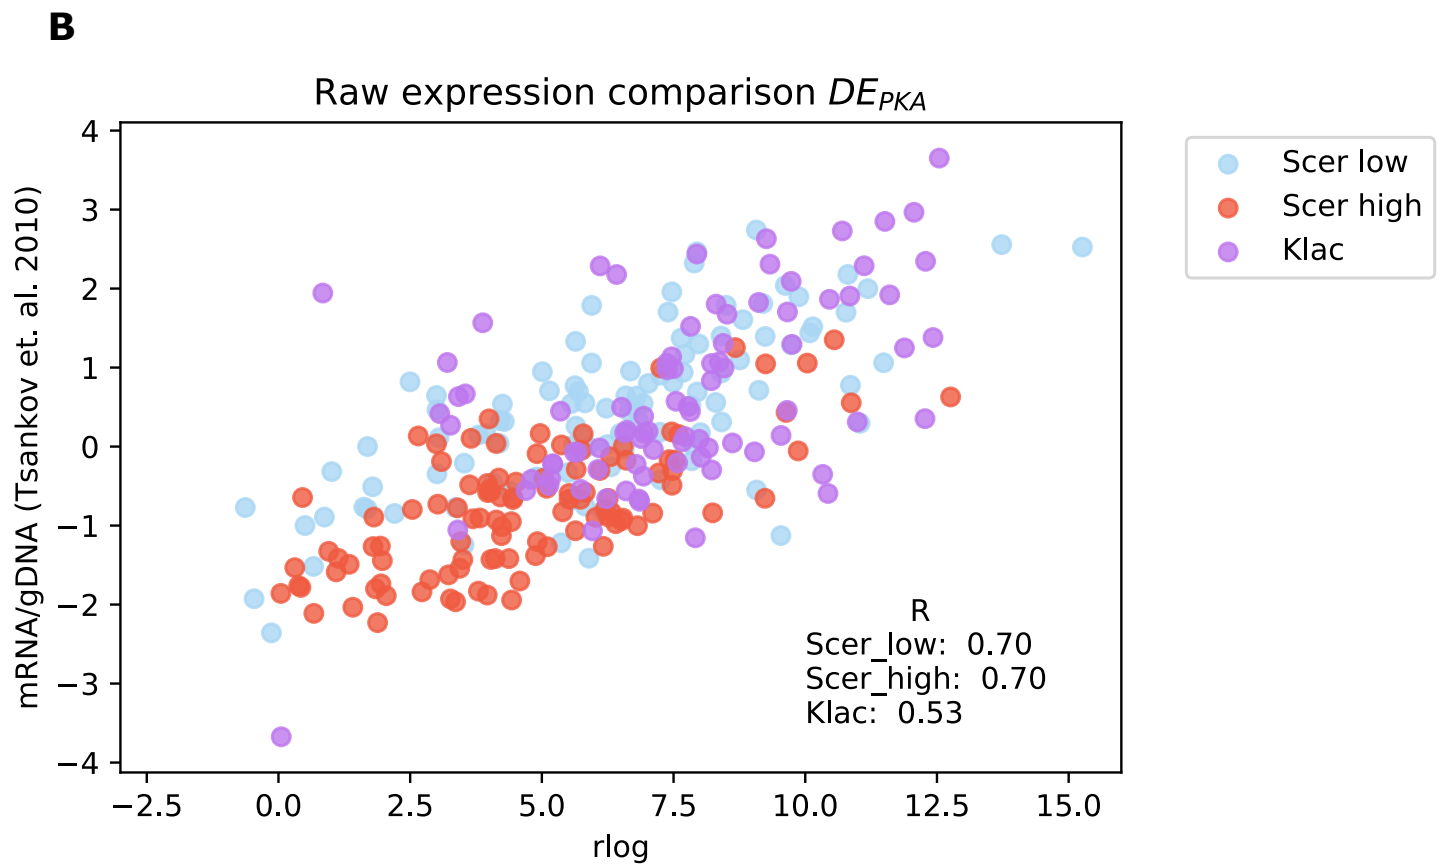

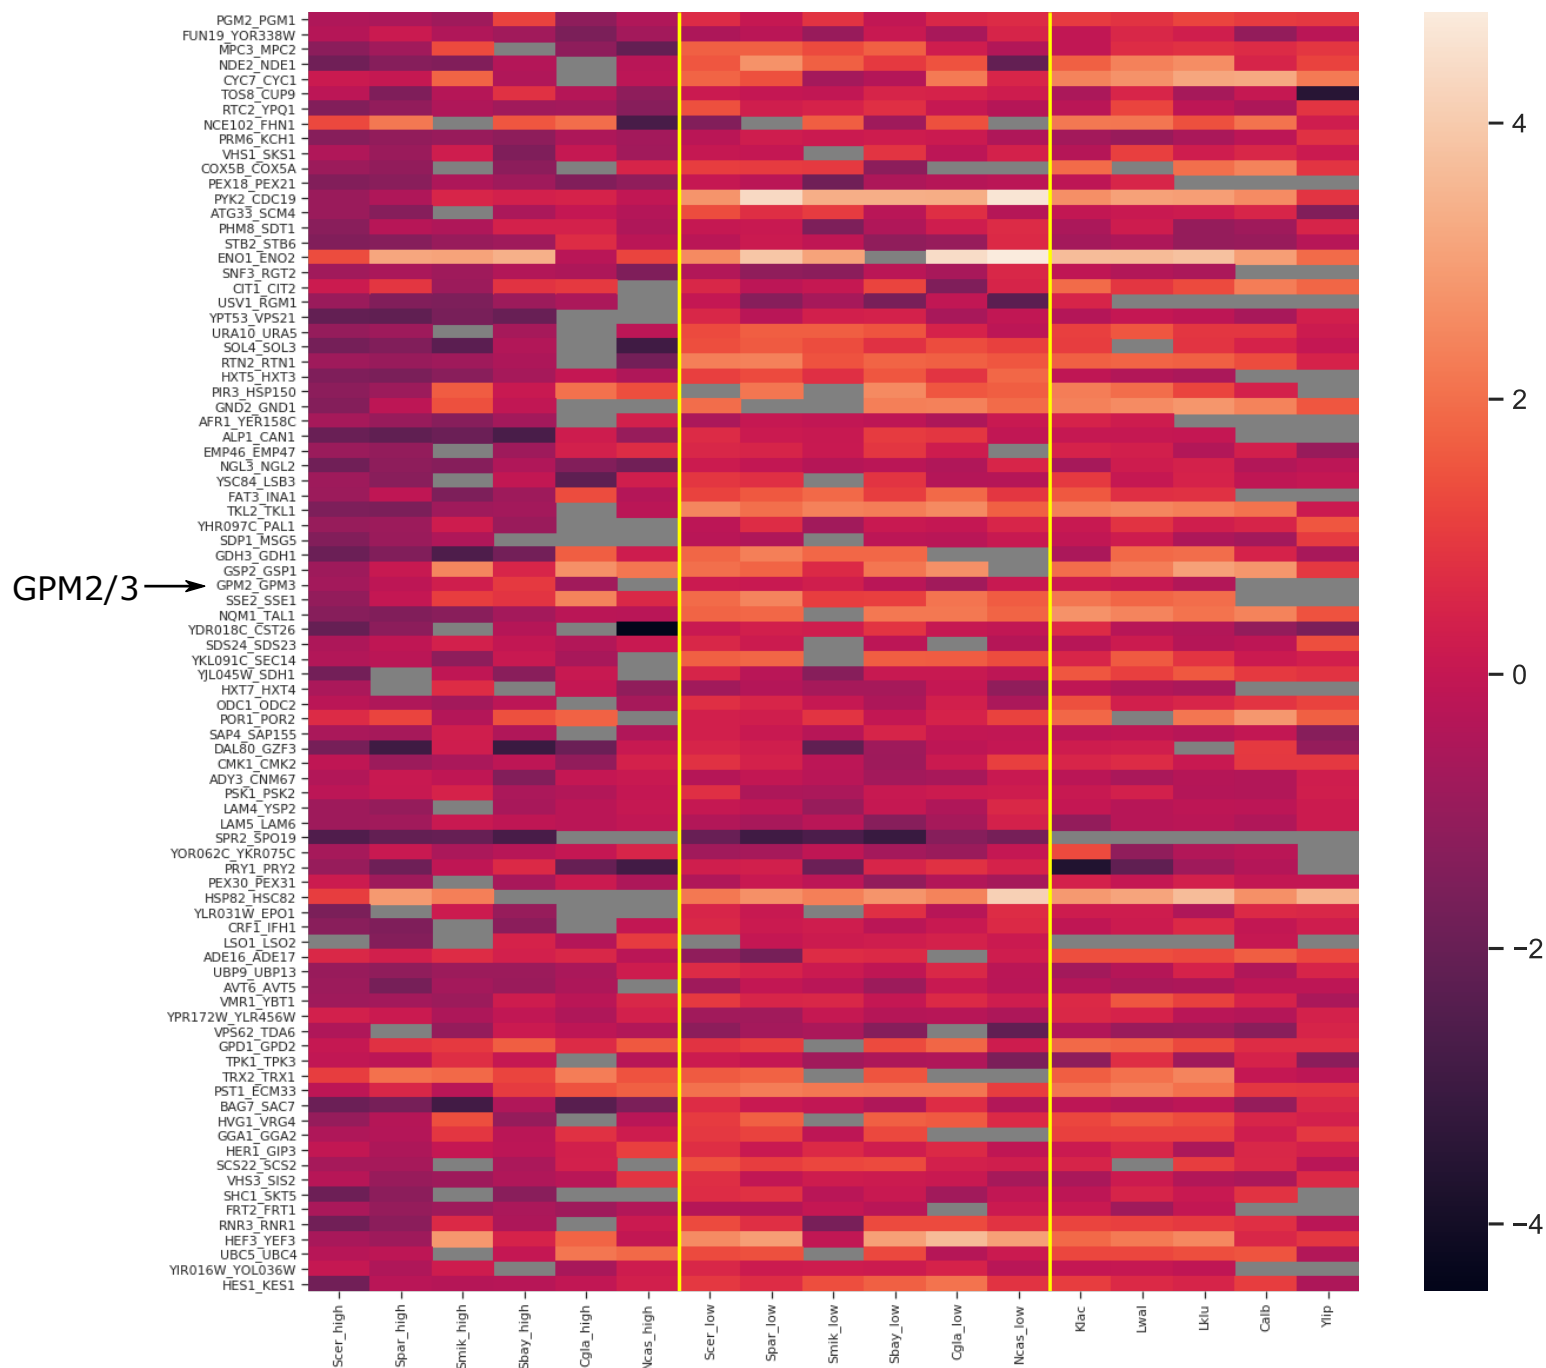

**A** Overlap of Differential Expression sets in *S. cerevisiae*

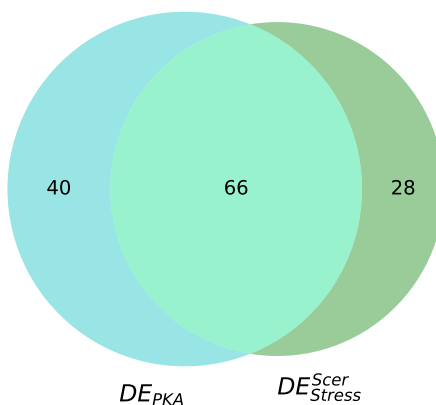

**B**

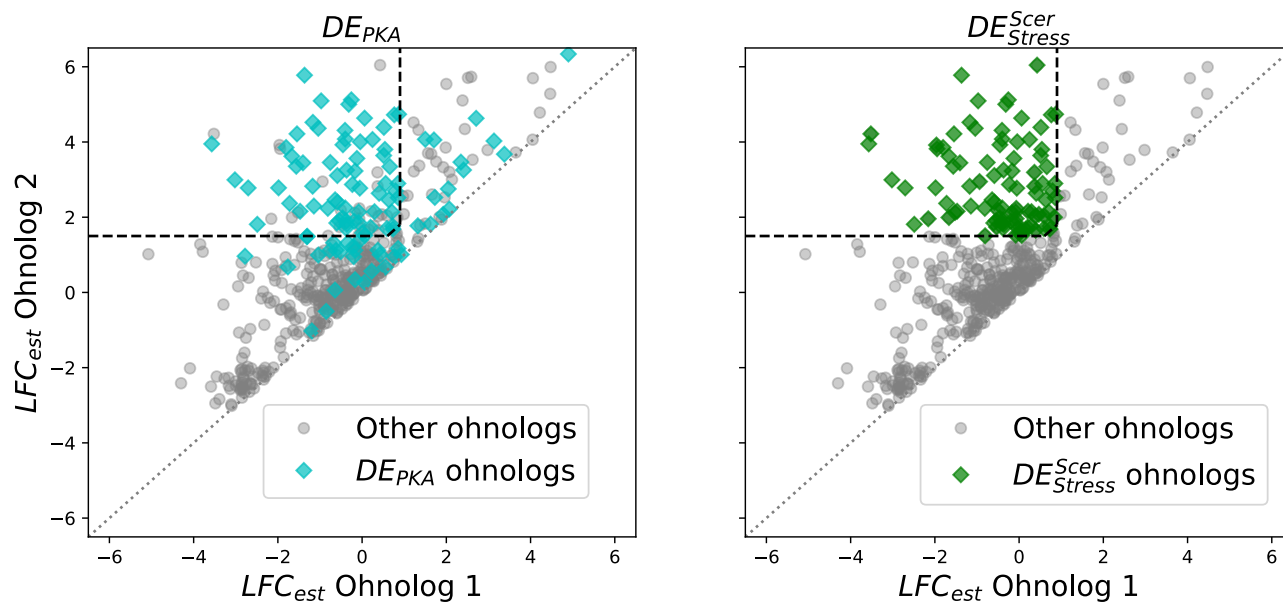

**C**

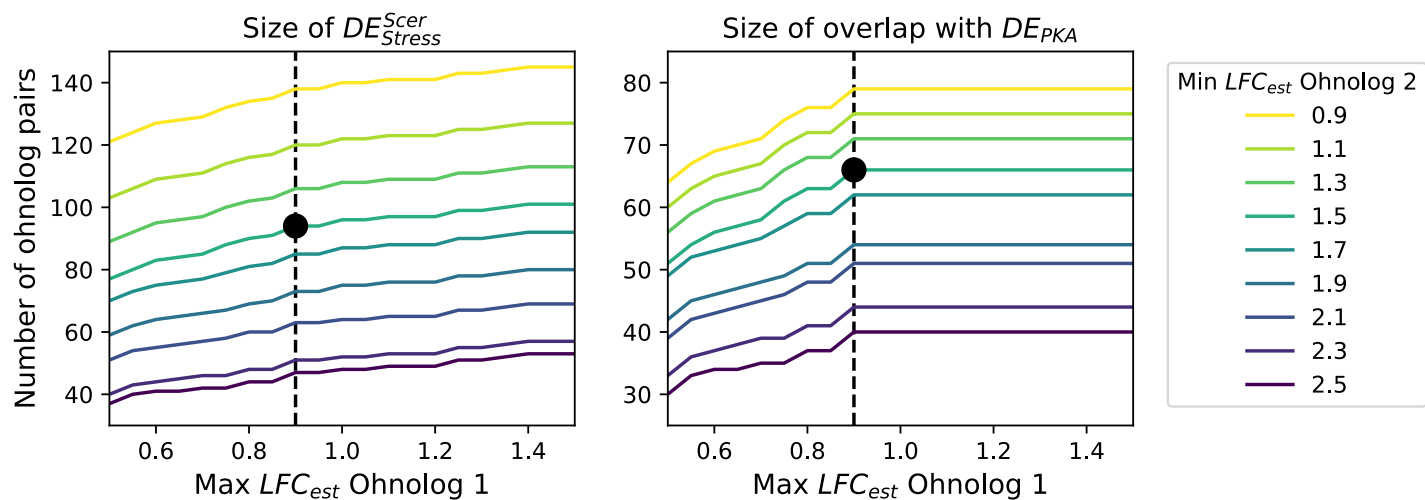

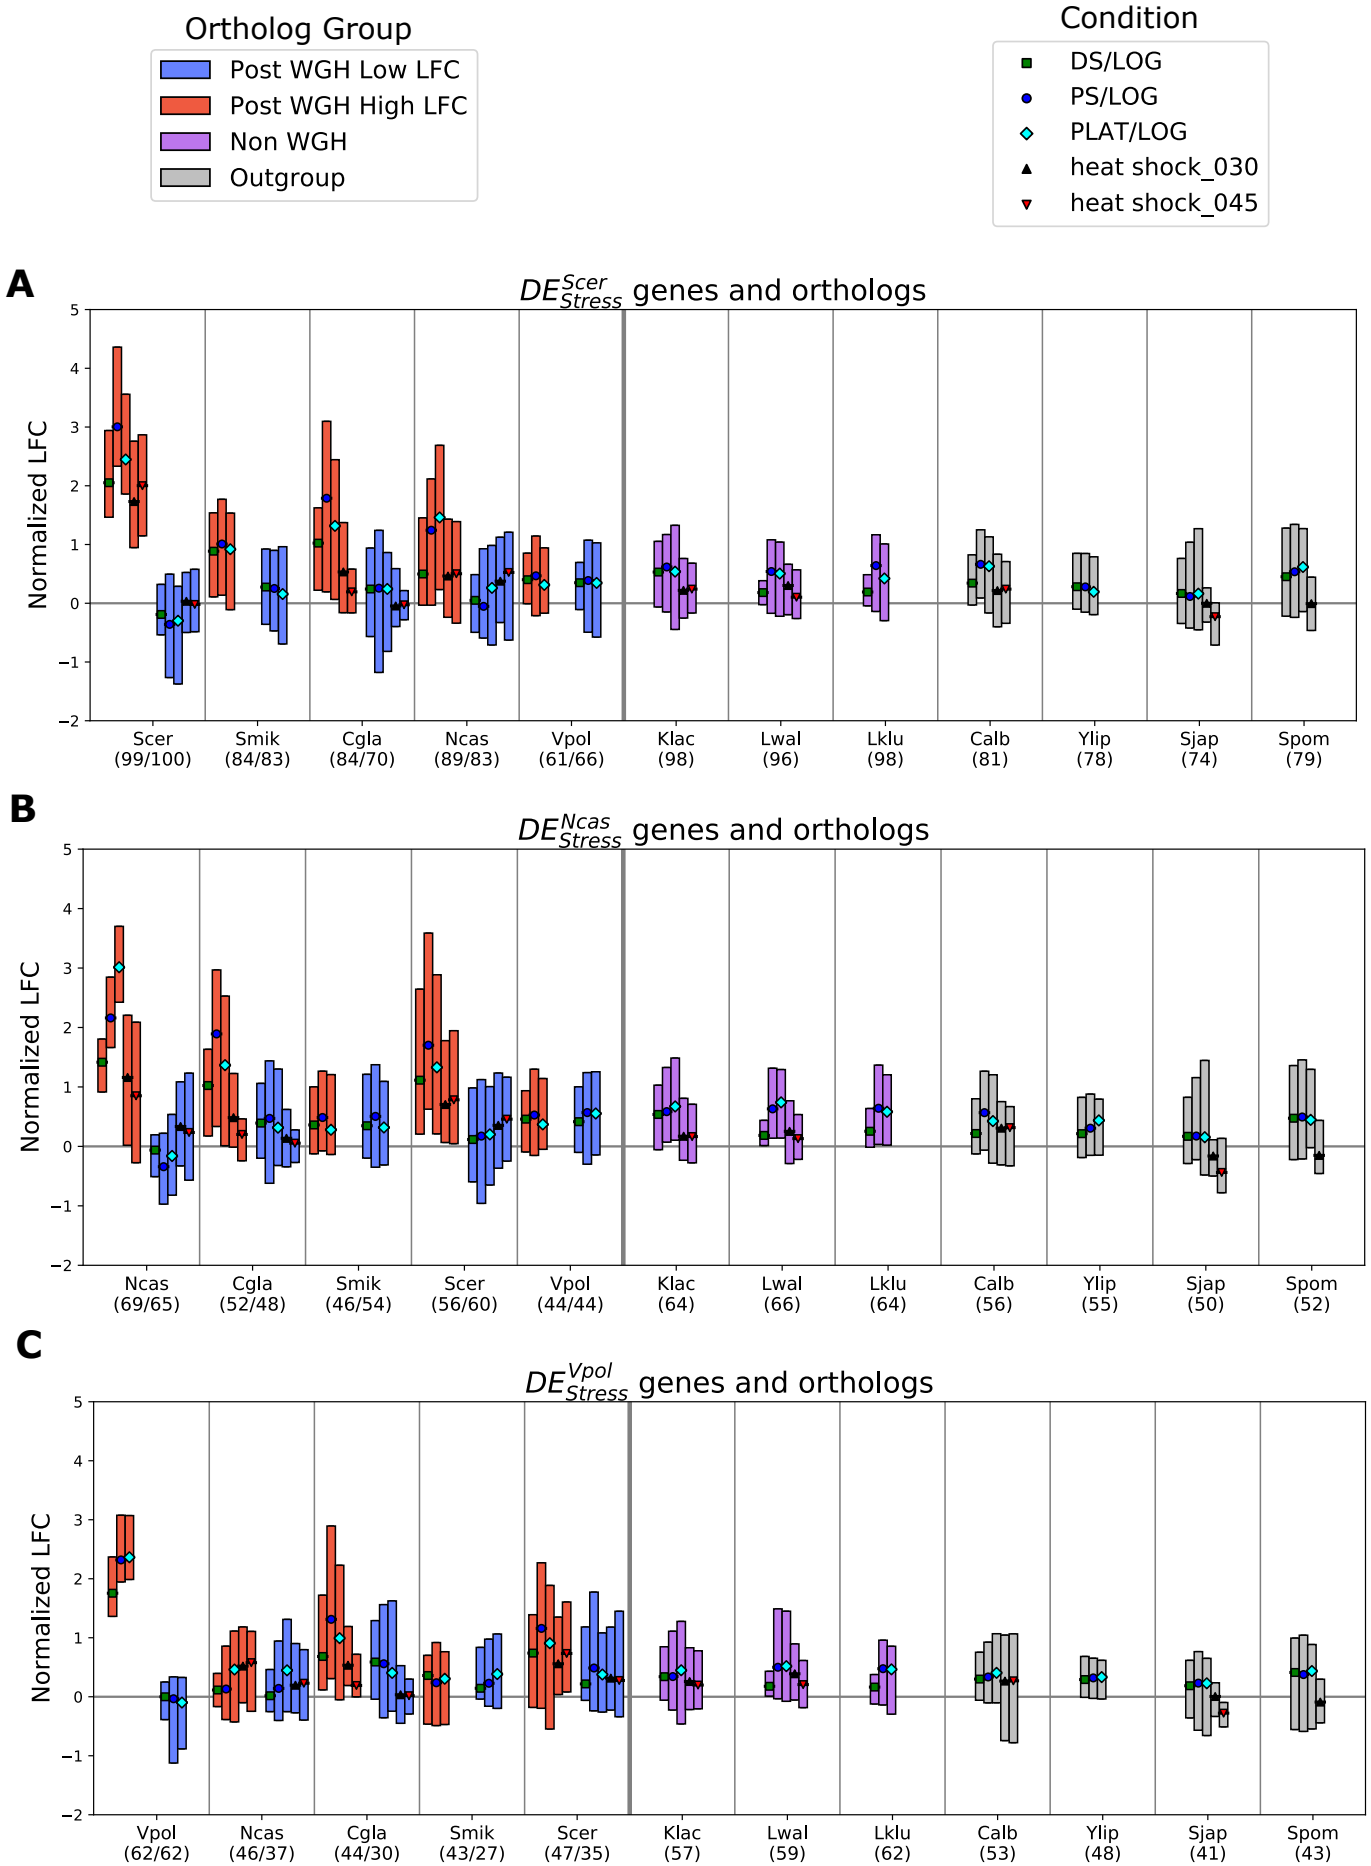

**A**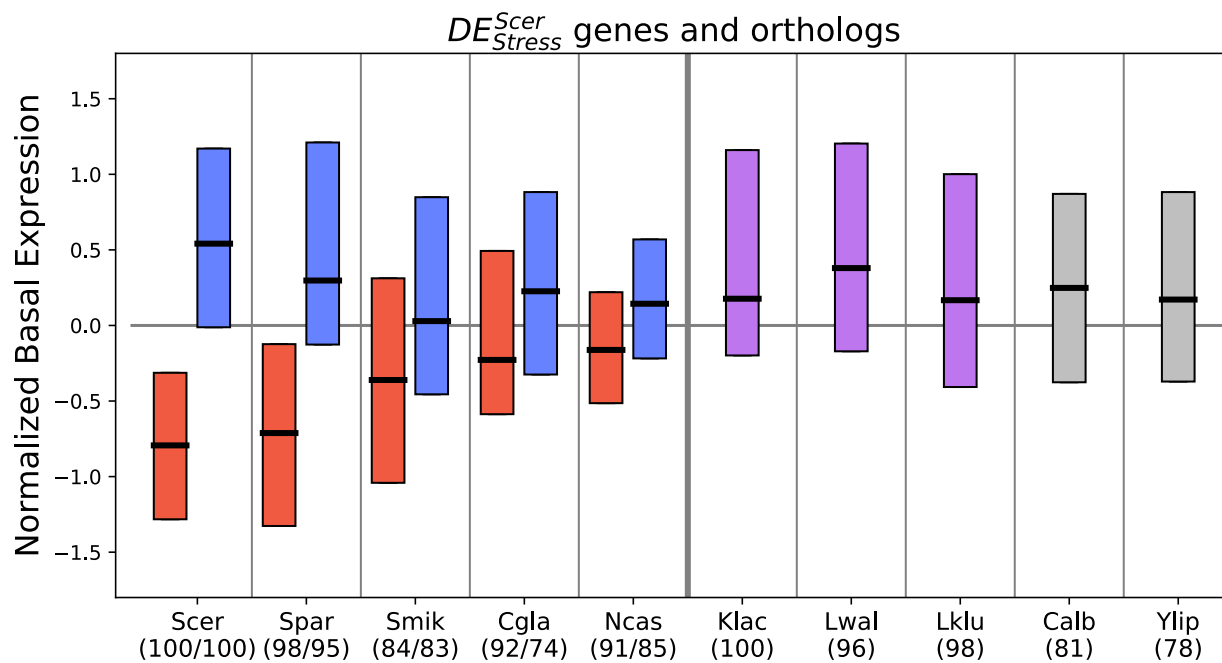**B**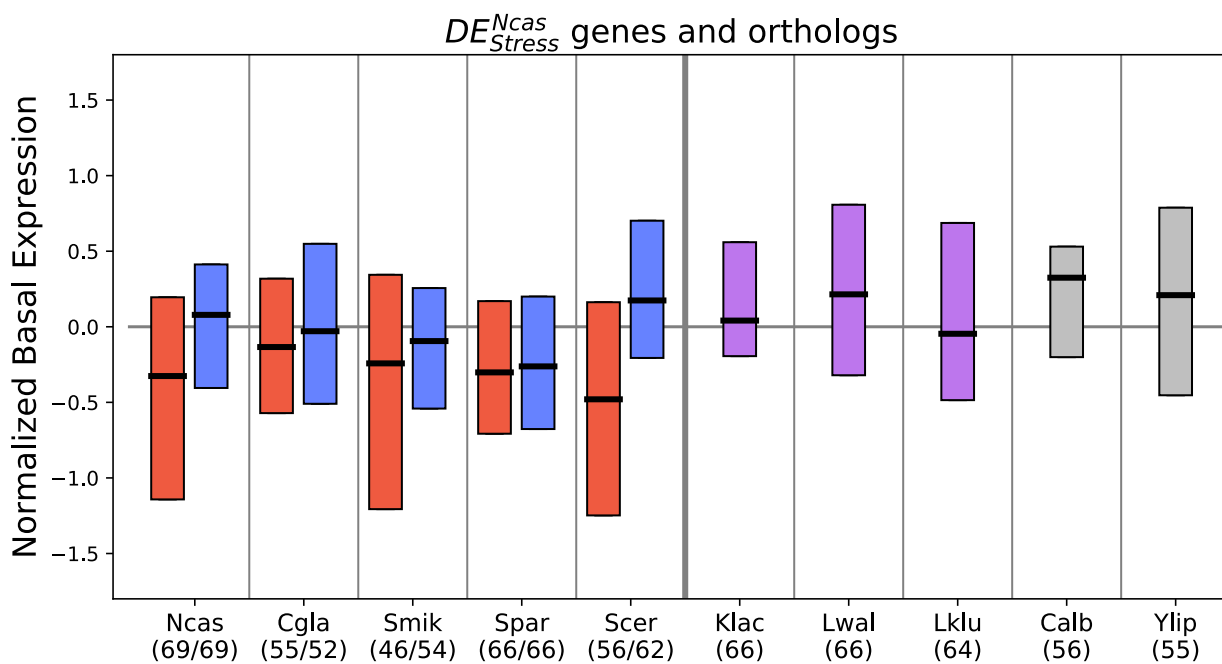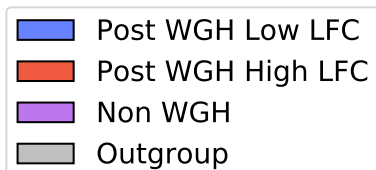

**A**

## Overlap of ohnologs between species

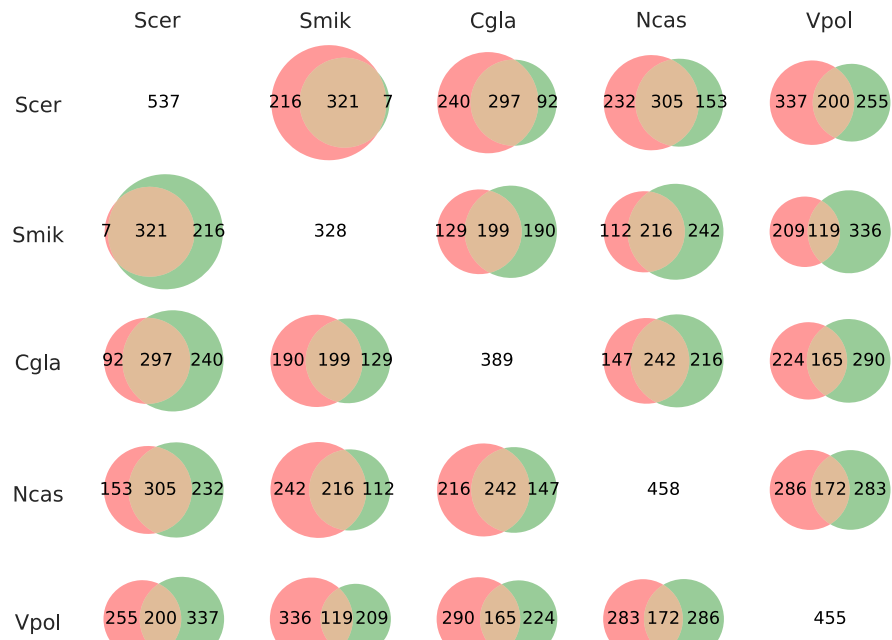**B**Overlap of DE<sub>stress</sub> genes between species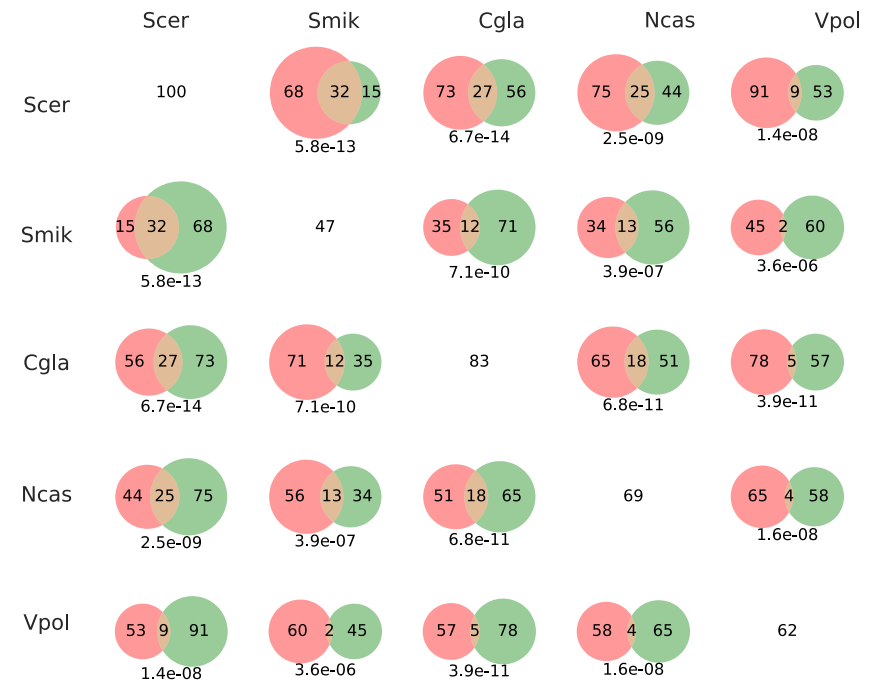

**A**STRE location distribution in *S. cerevisiae*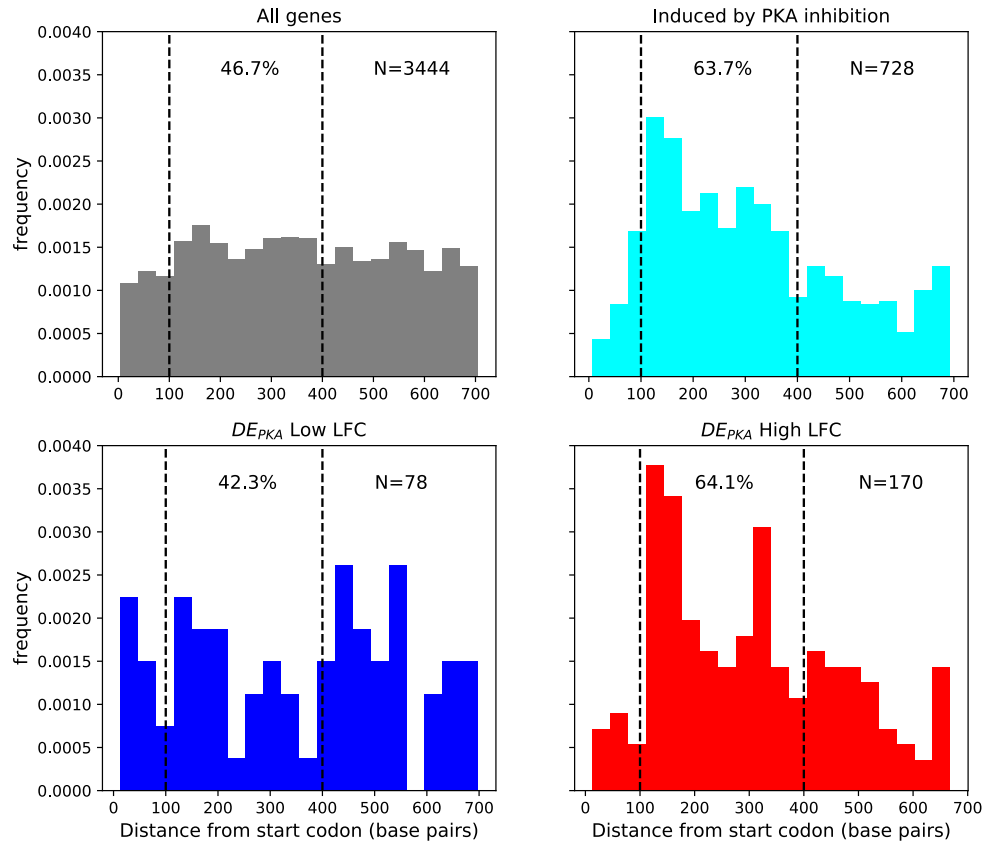**B**STRE location distribution in *K. lactis*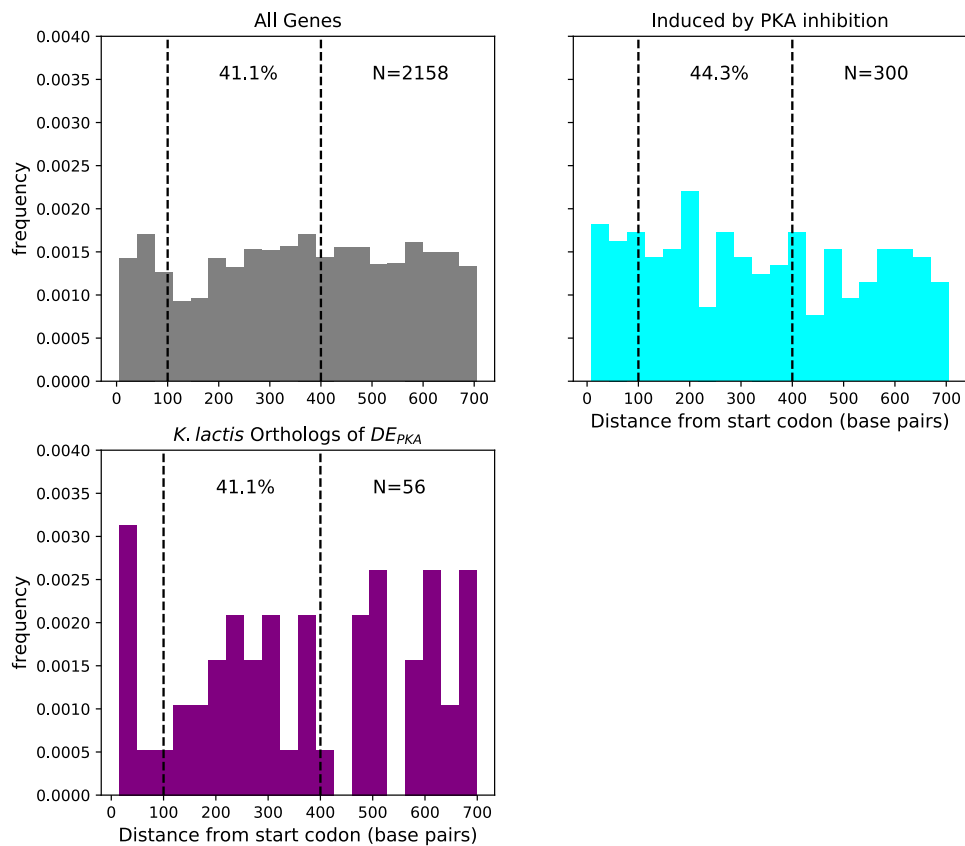

**A***S.cerevisiae*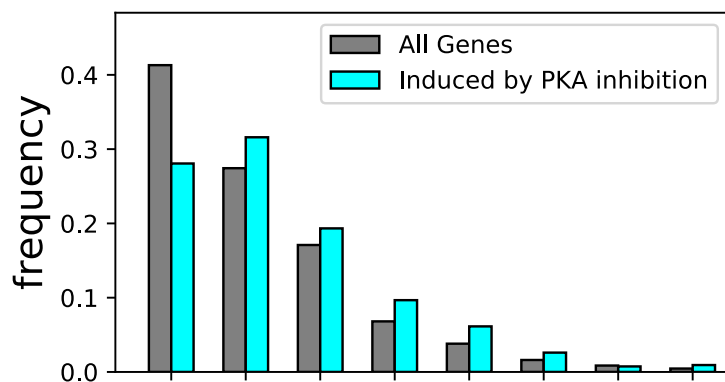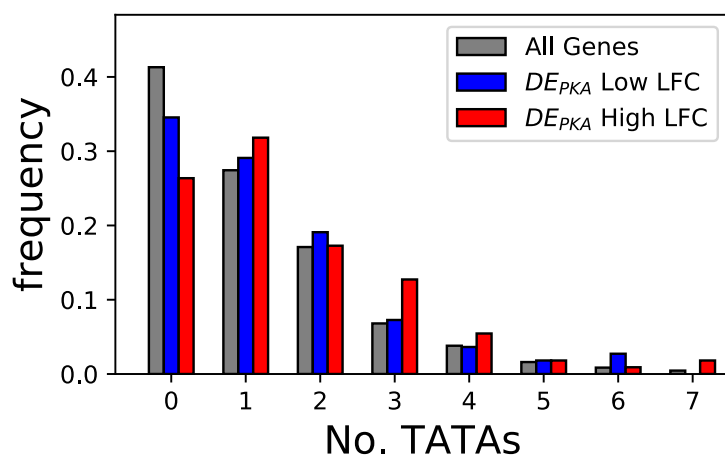**B**

S17

*K.lactis*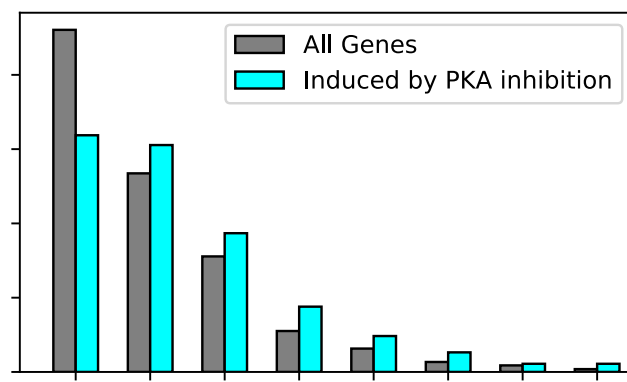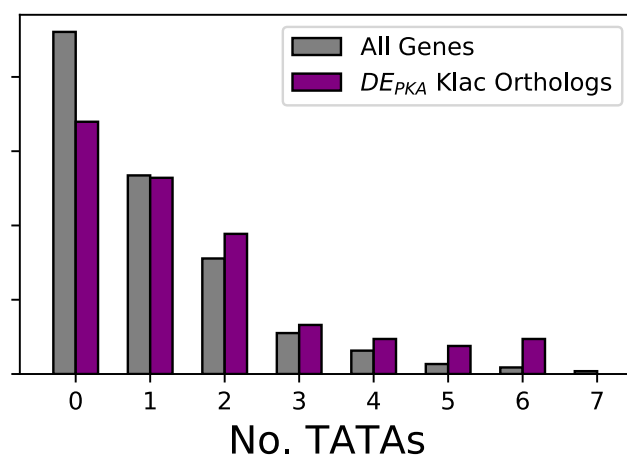**C**TATA location distribution in *S. cerevisiae*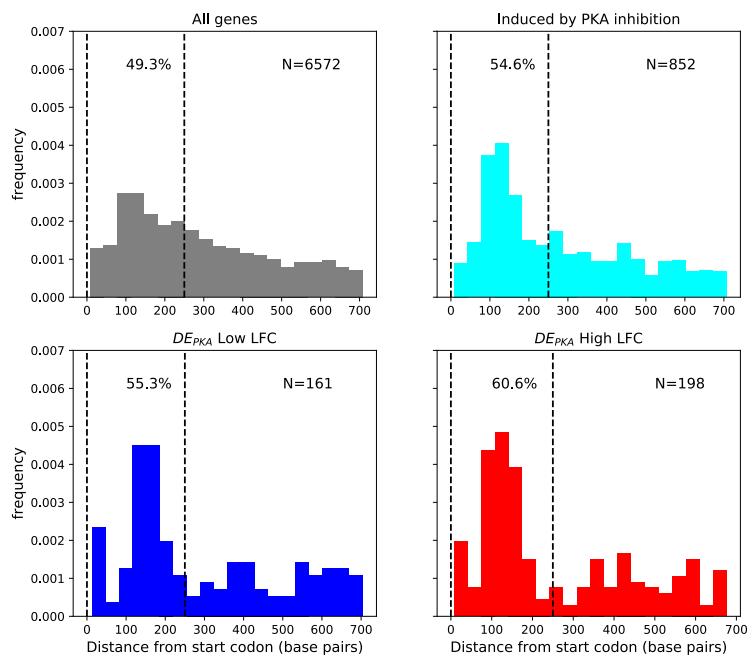**D**TATA location distribution in *K. lactis*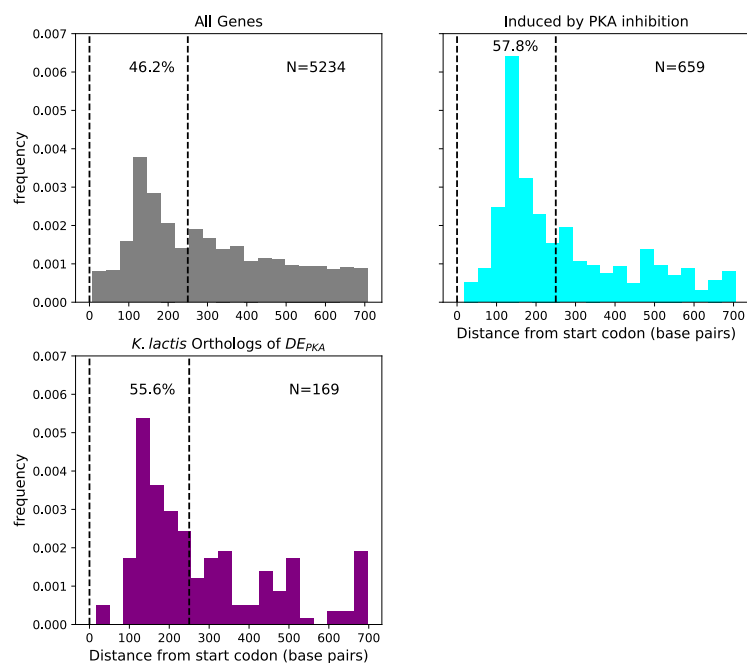

**A**

Joint distribution of TATA (first 300bp) and STRE (first 700bp) in *S. cerevisiae*

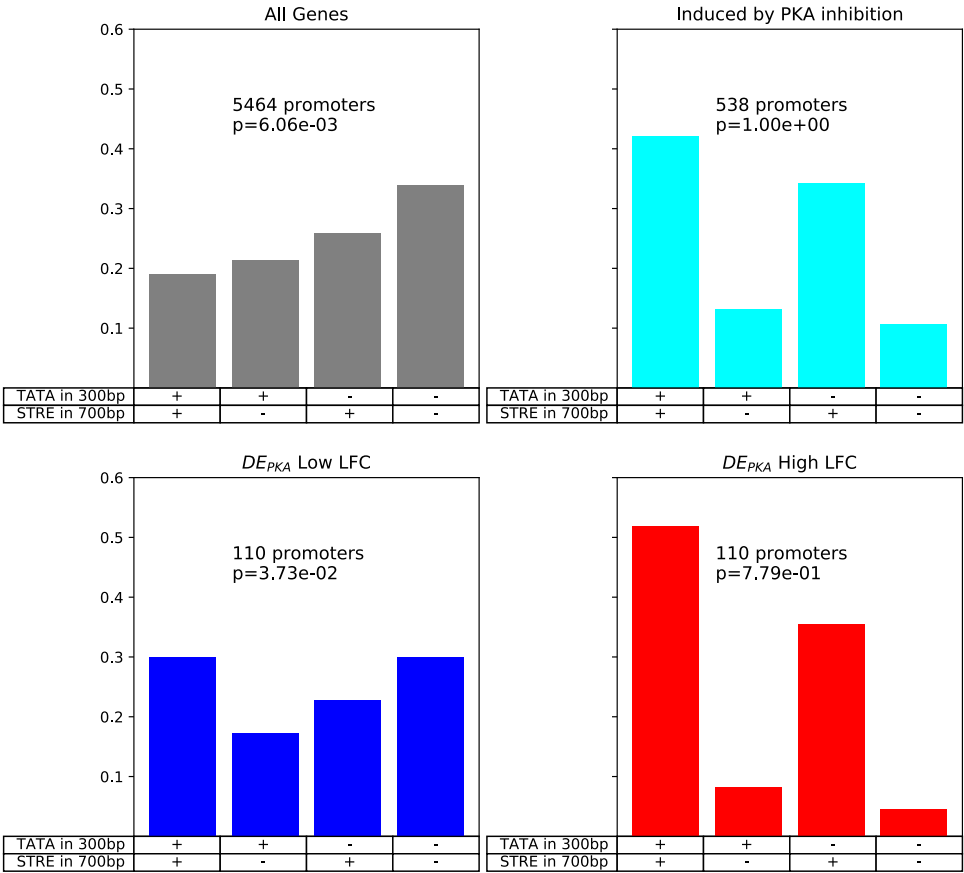

**B**

Joint distribution of TATA (first 300bp) and STRE (first 700bp) in *K. lactis*

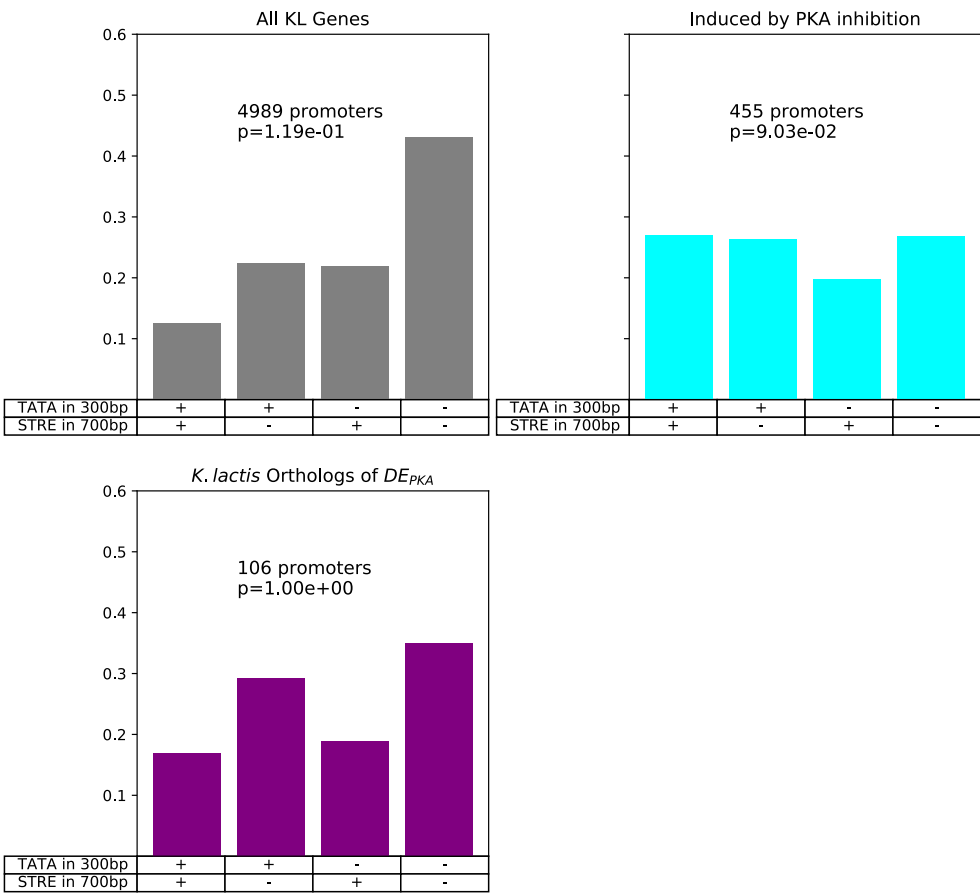

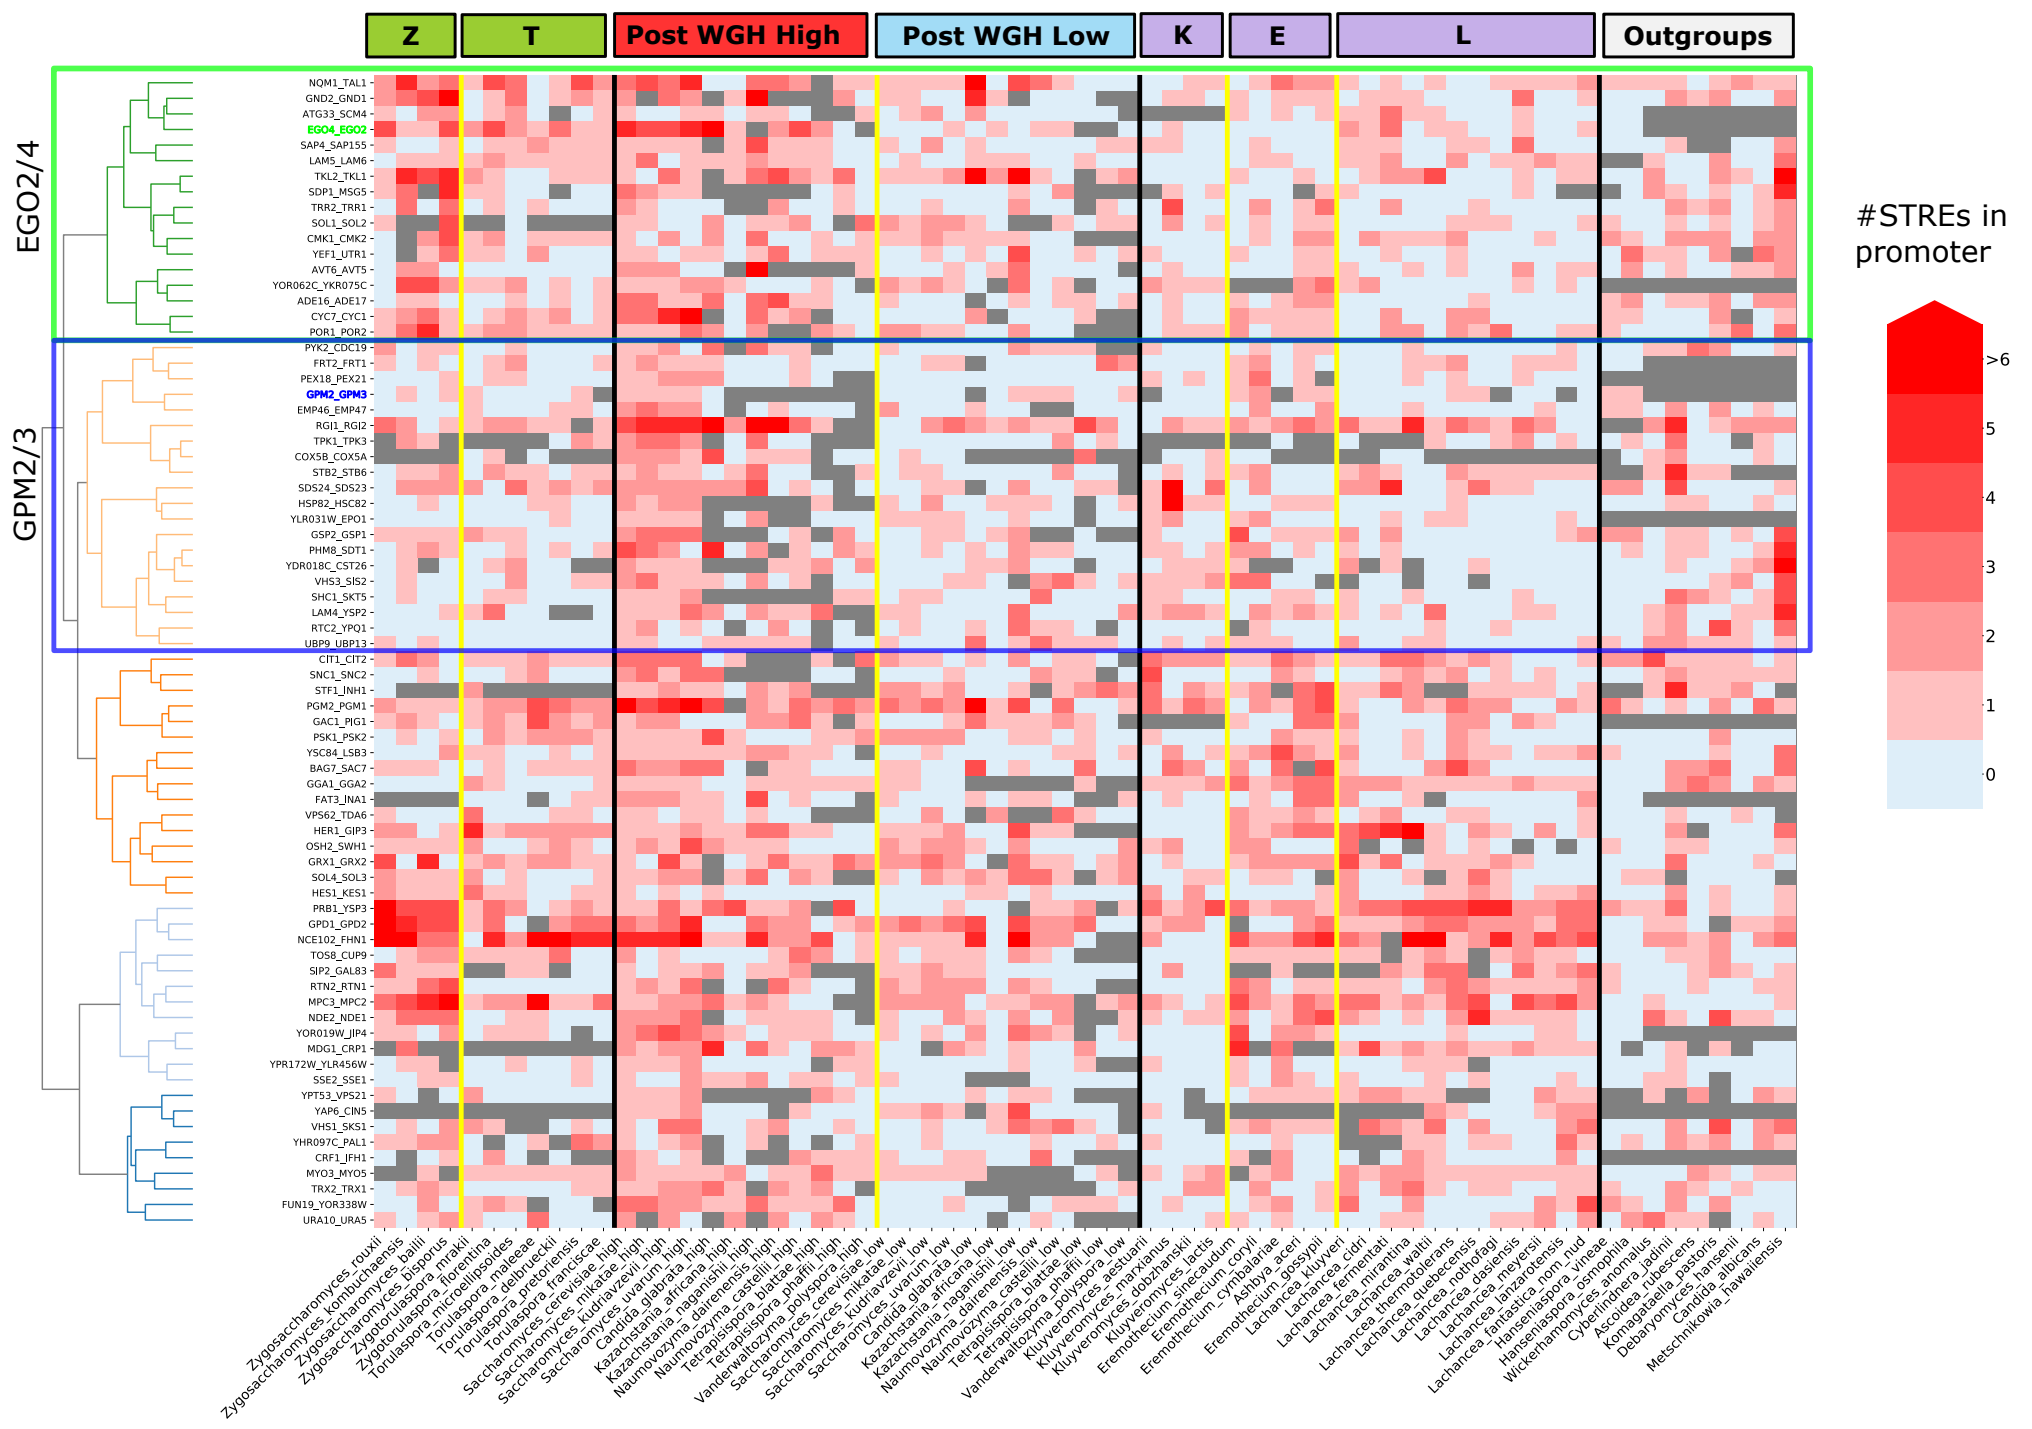

A

GPM2/3 Orthologs

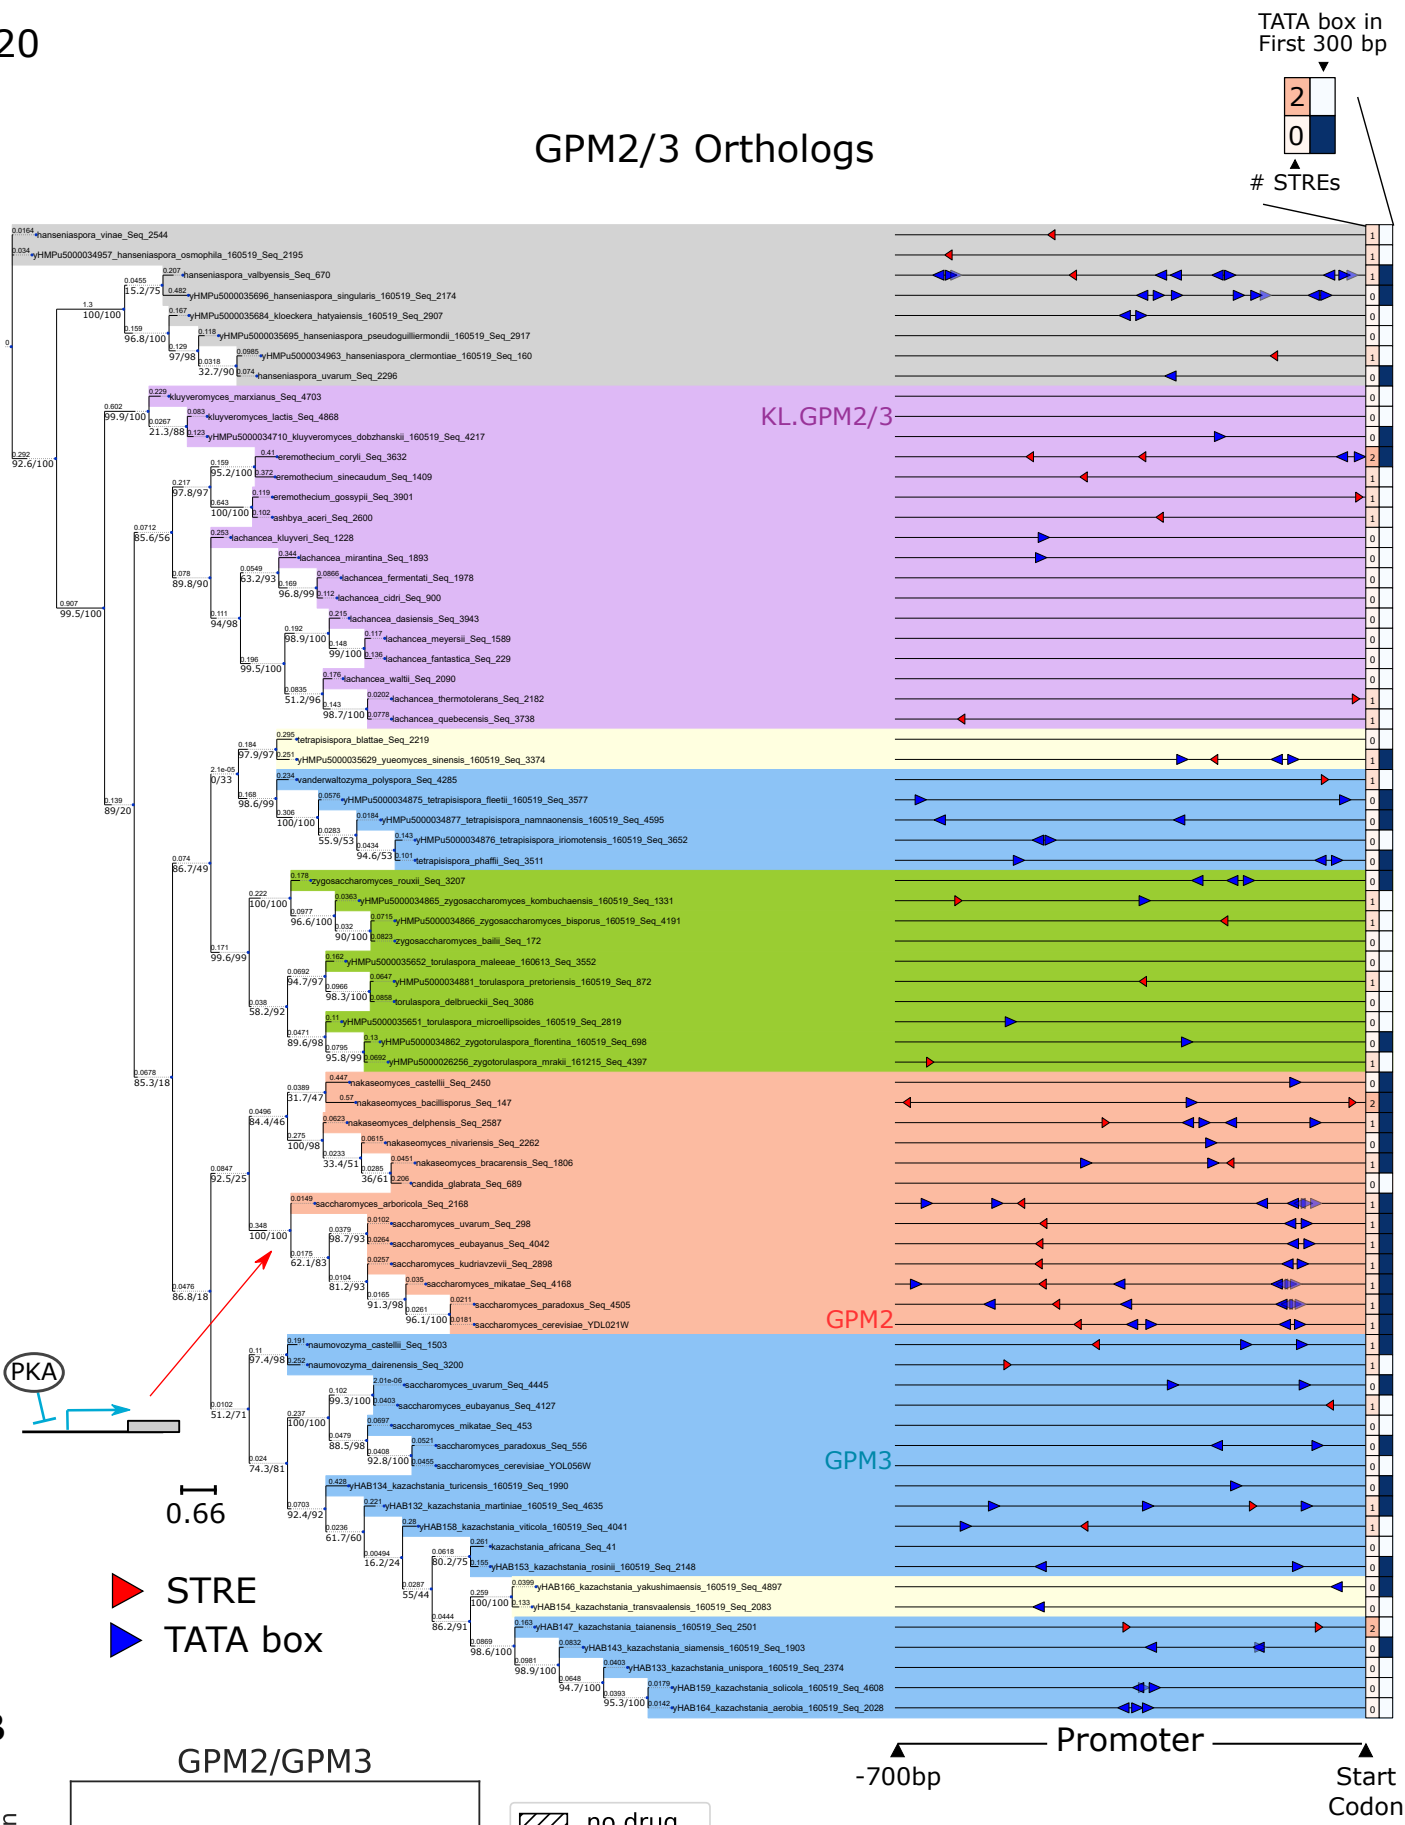

B

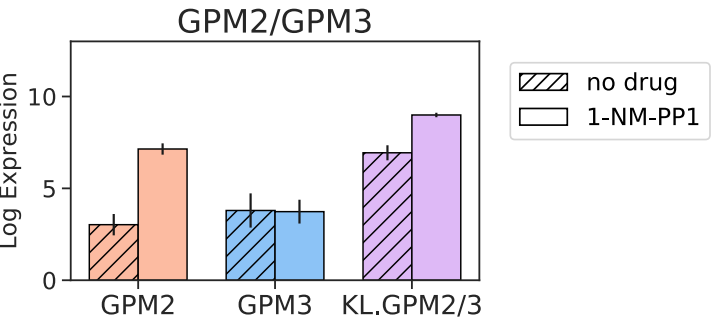

A

GPM2/3 orthologs

STRE  
TATA box

TATA box in  
First 300 bp  
No STRES

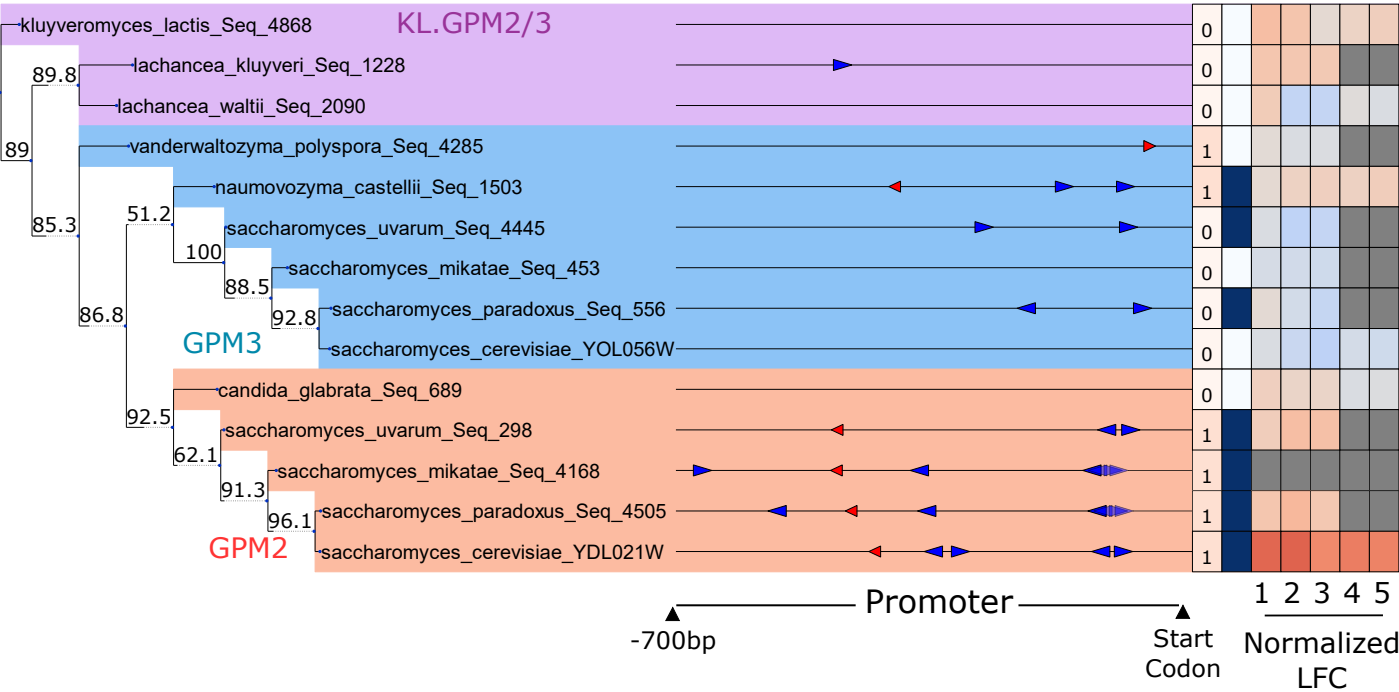

B

EGO2/4 orthologs

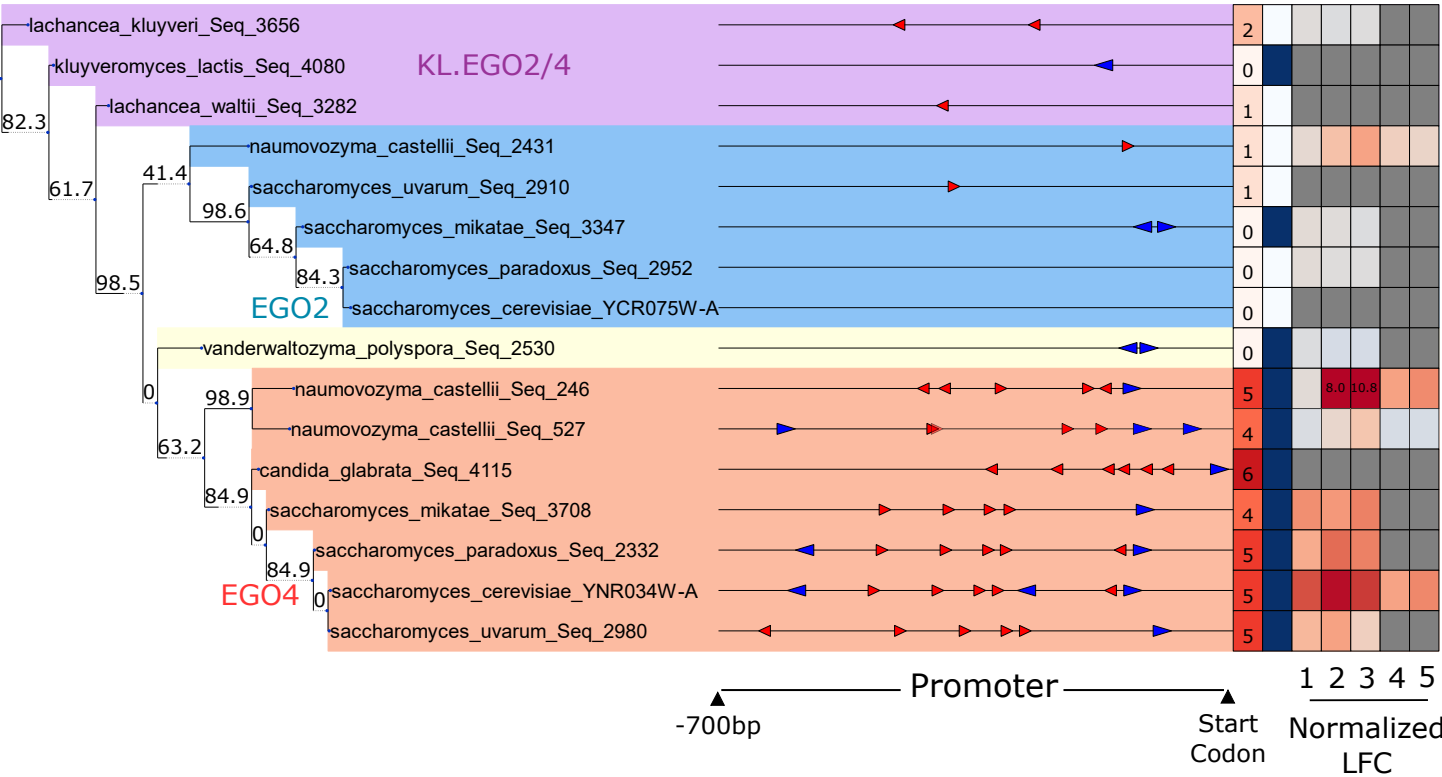

**A**

## EGO2/4 Orthologs

► STRE  
► TATA box

# STRES

1.06

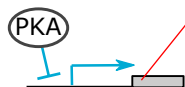**B**

## EGO4/EGO2

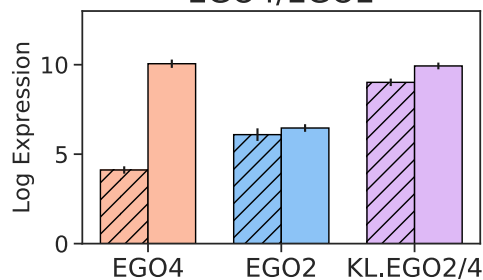

EGO4

Promoter  
-700bp  
Start  
Codon

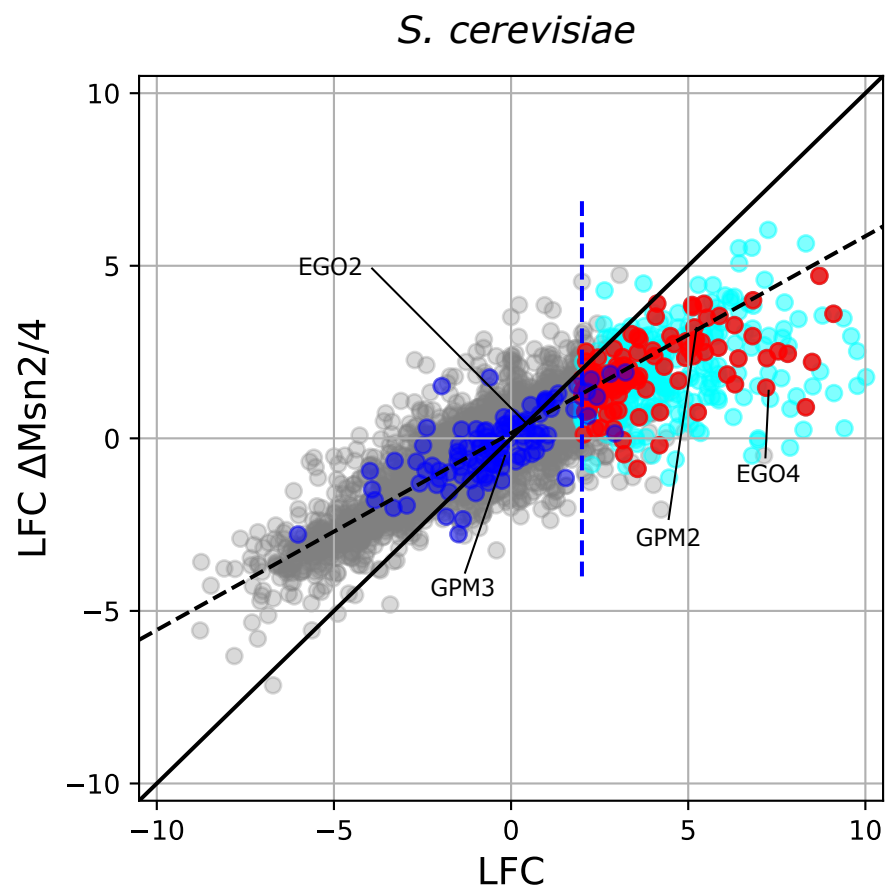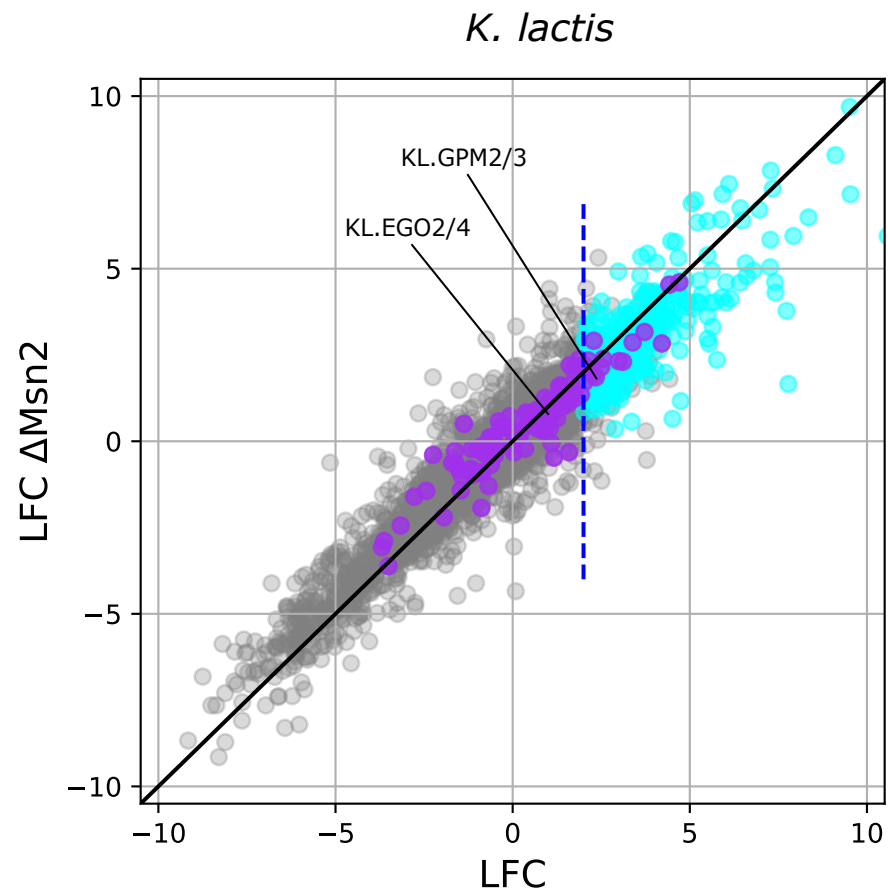

**Supplement:** Supplementary file 1

# Supplementary material for: Paralogs in the PKA Regulon Traveled Different Evolutionary Routes to Divergent Expression in Budding Yeast
**Source:** Front Fungal Biol. 2021 Apr 27;2:642336. doi: 10.3389/ffunb.2021.642336
**Supplement:** Supplementary file 2

Supplementary Material

# Supplemental Information

## Extended GO term analysis of DE_PKA_ genes.

To gain more insight into the functional characteristics of the DE_PKA_ genes, we conducted GO term analysis using the GO-slim terms for *S. cerevisiae* (Figure S5, Table S4). Although most GO annotations were shared between the paralogs, we analyzed the DE_PKA_ low-LFC and the PKA-responsive DE_PKA_ high-LFC genes separately.

With respect to Biological Process GO terms, the the DE_PKA_ low-LFC genes were enriched with a 5% FDR for several GO terms related to metabolism (‘nucleobase-containing small molecule metabolic process’, p=3.0e-7; ‘generation of precursor metabolites and energy, p=8.0e-4; and ‘cofactor metabolic process’, p=8.8e-4) and for ‘lipid transport’ (p=1.5e-5) when compared to all genes in *S. cerevisiae* for which we had RNA-seq data in. In the DE_PKA_ high-LFC genes the same terms were enriched, except of ‘cofactor metabololic process’ (p=9.1e-3) which was slightly below our FDR threshold, and with the addition of ‘endocytosis’ (p=9.5e-4). Much of this enrichment is not unique to the DE_PKA_ genes, but is shared with all ohnologs; all of these terms except ‘cofactor metabolic process’ were also enriched in ohnologs compared to all genes. When compared to just the ohnologs, just ‘nucleobase-containing small molecule metabolic process’ (p=1.8e-4) was enriched in DE_PKA_ low-LFC genes, although it was only slightly below our FDR threshold in the DE_PKA_ high-LFC genes (p=8.2e-3). Both low-LFC and high-LFC DE_PKA_ genes were de-enriched for ‘cytoplasmic translation’ (p=1.3e-5 and 1.1e-5) relative to all ohnologs, as expected given the abundance of ribosomal paralog pairs that are both repressed under PKA inhibition (Fig S4).

In order to get better resolution on the involvement of DE_PKA_ genes in metabolism, we projected all DE_PKA_ genes on to the metabolic map of budding yeast using iPath3 (Darzi et al. 2018) (Fig S6). DE_PKA_ genes were concentrated in central carbon metabolism, including glycolysis/gluconeogenesis, the Pentose Phosphate Pathway (PPP), the TCA cycle, and oxidative phosphorylation, consistent with observations of differential expression of many of these same ohnolog pairs in response to growth to saturation which developed following the WGH (Thompson et al. 2013). This included differential regulation of the Glutamate Dehydrogenases (GDH1/3) which tailor the conversion of α-ketoglutarate to glutamate to fermentative (GDH1) or respiratory (GDH3) conditions (Campero‐Basaldua et al. 2017).

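Each pair of paralogs in the pentose phosphate pathway that differs in its response to PKA inhibition has a single *K. lactis* ortholog. That of *SOL3* and *SOL4* (KLLA0A05390g) had an LFC of 2.16 over cultures 1 to 3, 1.97 (SE 0.31, adjusted p = 3.20e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all 4 and 1.55 in the 2017 cultures. The values were 0.20, 0.08 and -0.06 for the ortholog of *GND1* and *GND2* (KLLA0A09339g), which lie within its error, and -0.60, -0.63 and -0.45 for that of *TKL1* and *TKL2* (KLLA0B09152g). For the ortholog of *TAL1* and *NQM1* (KLLA0A02607g), LFC was -0.43, -0.47 and -0.30.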

The Pentose Phosphate pathway in particular contained a large proportion of DE_PKA_ ohnolog pairs. of the 12 enzymes in the pathway (Stincone et al. 2015), 8 were DE_PKA_ genes (GND1/2, SOL3/4, TKL1/2, and TAL1/NQM1). The PPP plays a role in preventing oxidative stress during respiratory conditions (Grüning et al. 2011), a function that is also shared by several other paralog pairs in DE_PKA_, including TRX1/2, GRX1/2, GCY1/YPR1, and TRR1/2. The peroxisome also plays an important role in maintaining redox homeostasis in the cell and three paralog pairs from DE_PKA_ were annotated with the ‘peroxisomal organization’ go term (PEX18/PEX21, PEX30/PEX31, and RTN1/2). The PPP also generates D-ribose 5-phosphate, a key upstream metabolite in nucleotide biosynthesis, and so it is interesting that DE_PKA_ also contains crucial enzymes in the purine and pyrimidine biosynthesis pathways (URA5/10 and ADE15/17).

Other DE_PKA_ genes were not metabolic enzymes, but were related to metabolic pathways. This included several whose molecular function annotation included ‘transmembrane transport activity’. In this set there were transporters responsible for glucose import (HXT3/5 and HXT4/7), pyruvate flux from glycolysis to the mitochondria for the TCA cycle (MPC2/3), mitochondrial ion transport (POR1/POR2), acetate and ammonia export(ADY2/ATO2), amino acid import (CAN1/ALP1), intracellular amino acid transport to the vacuole (YPQ1/RTC2), and more.

Several regulatory proteins are also included in DE_PKA_ including kinases, phosphatases, transcription factors, regulators of enzyme activity and others. Many of these are important in regulating metabolism, including TPK1/3, two of three isoforms of the PKA catalytic subunits. This list also includes GAL83/SIP2, two of the three beta subunits of the carbon-source responsive SNF1 kinase complex; USV1/RGM1, two C2H2 zinc finger transcription factors whose DNA binding specificity overlaps with that of MSN2/4 (Siggers et al. 2014); RGT2/SNF3 which are transmembrane proteins which sense and regulate glucose transport; and INH1/STF1 which inhibit ATP synthase.

Ohnolog pairs annotated with the term ‘endocytosis’ were enriched in DE_PKA_ high genes, and ohnolog pairs annotated with this term often shared the terms ‘golgi vesicle transport’ or ‘lipid transport’, indicating that reconfiguring the cell’s ability to exchange nutrients from the environment and respond to external stimuli is an important part of responding to PKA inhibition.

Although 16.2% and 28.7% of DE_PKA_ genes do not have Biological Process and Molecular Function annotations respectively, this is not significantly different than the 16.1% and 30.0% of genes lacking annotations in all genes for which we had RNA-seq data.

## Extended analysis of promoter sequences.

To identify bioinformatic signals associated with the promoters of all genes activated by PKA inhibition in *S. cerevisiae,* we used the DREME algorithm (see Materials and Methods) which identifies short ungapped motifs that are enriched in comparison to a background set of promoters in (Bailey 2011). Comparing the promoters of all genes activated under PKA inhibition in *S. cerevisiae* against the promoters of all *S. cerevisiae* genes, we identified a motif that strongly resembled the Stress Response Element (STRE, CCCCT) (Fig 4A), the binding sequence for Msn2 and Msn4 (Görner et al. 2002; Smith 1998). Four of the other five motifs enriched in the promoters of genes activated by PKA inhibition were similar to the STRE or the Post Diauxic Shift element (PDS) motif (T(A/T)AGGGAT) which is itself structurally similar to the STRE (Pedruzzi et al. 2000), while others resembled the TATA-box (TATA(A/T)A(A/T)(A/G)) (E-value 1.3e-3) which is known to be enriched in stress responsive promoters (Basehoar, Zanton, and Pugh 2004) .

Next, we asked how the number and locations of STRE and TATA-box motifs correlated with a gene being responsive to PKA inhibition. Promoters of genes activated by PKA had a larger probability of containing one or more STREs relative to all promoters in *S. cerevisiae* (76.2% vs. 44.8%, p-value 1.8e-17). They also had a notable increase in the average number of STREs per promoter (1.35 vs. 0.63) (Fig 4B). Furthermore, the location of the STREs in the promoters of the genes induced by PKA inhibition had a unimodal distribution with 63.7% of STRE sites found between 100 and 400 base pairs, as opposed to an expectation of 42.9% from a uniform distribution and a 46.7% value when the distribution of STRE locations is compiled for all promoters in the genome (Fig S16A).

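Over all 4 cultures, 456 of the 702 STREs of activated genes (65.0%) lay between 100 and 400 bases upstream of the start codon, and 1616 of the 3460 STREs of all genes (46.7%).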

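Of the activated genes, 375 of 519 (72.3%, 95% Wilson interval 68.2 to 75.9%) had at least 1 TATA box over cultures 1 to 3, against 57.4% of the genes that were not activated (two-sided Fisher's exact test, p = 2.28e-11). With all 4 cultures, 387 of 533 had one (72.6%, Wilson interval 68.7 to 76.2%), against 57.3% of the others (p = 3.86e-12 from the same exact test) and 58.8% of all genes. The mean number per promoter was 1.90 for activated genes over all 4 cultures. With promoters of 500 bases, the share was 66.2%.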

The promoters of PKA targets were also enriched for the TATA-box (71.2% with 1 or more TATA box v.s. 58.5% in the promoters of all genes, p-value 2.1e-3) (Fig S17A). 

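Of the 1012 TATA boxes in the promoters of activated genes over all 4 cultures, 54.0% lay within 250 bases of the start codon, as did 50.8% of the 7431 in the promoters of all genes.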

We observed a similar clustering of binding sites close to the start codon for TATA box motifs as we saw for STRE motifs with (54.6% of TATA-box motifs found in the first 250 base pairs in the promoters of PKA targets versus 49.3% for the promoters of all genes) (Fig S17C). Finally, a TATA box within the first 300 base pairs is more likely to occur together with an STRE motif in promoters of genes activated by PKA inhibition than in all genes (42.0% of promoters vs. 19.0%), as expected from the increased percentages of both STREs and TATA boxes in genes activated by PKA inhibition (Fig S18A).

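A STRE together with a TATA box within 300 bases of the start codon was found in 225 of the 533 promoters of activated genes (42.2%) and in 1061 of all 5489 (19.3%).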

For *K. lactis*, the top hit for promoters of genes activated by PKA inhibition was a motif whose Position Specific Scoring Matrix (PSSM) would be satisfied by an STRE but was closer to a PDS (E-value 1.3e-7) (Fig 4A). Furthermore, the bioinformatic signal for the number of STREs and their location was weaker in *K. lactis* than in *S. cerevisiae* (46.8% of promoters with 1 or more STRE in the promoter in PKA activated genes vs. 34.5% in all genes, p=1.5e-4) (Fig 4B). In *K. lactis*, as in *S. cerevisiae*, the promoters of genes activated by PKA were enriched for TATA boxes (68.1% with 1 or more TATA box vs. 53.8% in all genes, p=9.1e-4) (Fig S17B). Location clustering in the promoters of genes activated by PKA inhibition for STRE motifs was not apparent in K. lactis (Fig S16B), but it was for the TATA box (Fig S17D)

The number of TATA-boxes in the promoters of the DE_PKA_ high-LFC ohnologs were also increased relative to those of the promoters of all genes. However, unlike for the STRE, this enrichment was also present for DE_PKA_ low-LFC ohnologs and the *K. lactis* orthologs of the DE_PKA_ genes (Fig S17A,B). Based on that observation, we reasoned that, at least in the context of the DE_PKA_ genes and their orthologs, the TATA box was not linked strongly enough to induction following PKA inhibition and was likely to be an ambiguous evolutionary signal. Therefore, we focused instead on the presence of STREs as a bioinformatic proxy for gene induction in response to PKA inhibition.

## Details on Yeast Transformation Methods

Auxotrophy for URA in the *K. lactis* WT strain (yBMH128) was made by subjecting the strain yLB13a to counterselection on 5-FOA and confirmed by sequencing.

The *K. lactis* PKA-AS strains (yBMH132, yBMH078), containing the M139G and M222G mutations for KL.TPK2 and KL.TPK3 respectively, were constructed using a single plasmid CRISPR strategy based on (Ryan and Cate 2014). Cas9 and sgRNA expression constructs were combined using Gibson Assembly on a backbone with a *K. lactis* autonomously replicating sequence that allows plasmid replication in a variety of budding yeast species (Liachko and Dunham 2014). The guide targeting sequence was changed using Gibson assembly to combine PCR products containing a new guide sequence with the digested backbone. Donor constructs had at least 300 bp of homology upstream and downstream from the point mutation, as well as a heterology block consisting of synonymous mutations in the location of the sgRNA target to prevent re-cutting by the Cas9/sgRNA complex as described in (Horwitz et al. 2015). The donor cassette was printed by SGI-DNA, inc. and integrated into a PUCGA 1.0 backbone.

The transformation for the CRISPR/Cas9 point mutations for the *K.lactis* PKA-AS strain used for RNA-seq and growth experiments (yBMH132) was performed using a standard Lithium Acetate protocol designed for transformations in *S. cerevisiae* based on (Lee et al. 2015) with the following adjustments. 4ml of cells were used for each transformation. The DNA mix contained 5µg Donor DNA PCR amplified and column purified from the Donor DNA plasmid, and 1µg guide plasmid. Colonies were picked after 3-4 days incubation at 30°C.

The transformation for the CRISPR/Cas9 point mutations for the *K.lactis* PKA-AS strain used for the KL.Msn2 nuclear localization experiment (yBMH078) was performed using the CRISPR/Cas9 transformation protocol for *S. cerevisiae* from (Ryan and Cate 2014) with the following adjustments. 7.5ml of cells/transformation at OD600 of 0.8 were used to prepare competent cells. Competent cells were washed twice in LATE buffer (100mM Lithium Acetate, 10mM Tris-HCL ph8.0, 0.1mM EDTA ph8.0) prior to resuspending in equal parts LATE buffer (with no PEG 2000) and 50% glycerol and freezing at at -80°C. Cells were washed in 1xTE buffer prior to plating on SD-URA and incubated at 37°C for 12-24 hours (instead of 48 hours) followed by 2-3 days at 30°C.

The CRISPR deletion cassettes for *S. cerevisiae* Msn2/4 deletions were constructed using the plasmids and golden gate protocol from (“Quick and easy CRISPR engineering in Saccharomyces cerevisiae · Benchling,” n.d.) which incorporates in vivo homologous recombination to complete the Cas9/sgRNA expression plasmid per (Horwitz et al. 2015). A similar set of plasmids was constructed to replace the backbone of the integration vector with the Pan-ARS backbone for use in *K.lactis* using golden gate cloning. Donor DNA for these constructs was constructed using a golden gate strategy to insert the donor sequence into the YTK095 backbone (Lee et al. 2015). The donor sequence was designed to have 60bp homology for *S. cerevisiae* and 300bp homology for *K. lactis* to delete the SC.Msn2/4 or KL.Msn2 proteins respectively. Unlike a deletion cassette strategy, we did not use selection markers and therefore deleted 250bp of the promoter of each protein targeted for deletion in addition to removing their coding sequences in order to prevent spurious expression from an active endogenous promoter. Donor inserts were built using 3 sets of annealed oligos for *S. cerevisiae* or ordered as GeneBlocks (IDT) for *K.lactis.*

Transformations for the CRISPR gene deletions of Msn2/4 in *S. cerevisiae* (yBMH168, yBMH170) and KL.Msn2 in *K. lactis* (yBMH201) were performed using the same standard Lithium Acetate protocol as for yBMH132. The DNA mix for *S. cerevisiae* contained 20ng of BsmBI digested and column purified Cas9/sgRNA expression vector, 40ng of EcoRV digested and column purified sgRNA insertion vector for each mutation (Msn2 and Msn4), and 400ng PCR amplified and column purified donor DNA for each mutation. The DNA mix for *K.lactis* contained 100ng BsaI digested and column purified Cas9/sgRNA expression vector, 200ng of EcoRV digested and column purified sgRNA insertion vector, and 2µg PCR amplified and column purified donor DNA for each mutation.

Following verification of CRISPR point mutations and deletions by sequencing, the Cas9-sgRNA plasmids and expression vectors were removed using counterselection on 5-FOA.

Plasmids for Msn2(C649S) and KL.Msn2(C623S) fluorescent reporters were constructed using restriction digestion and ligation of PCR products. The point mutations that ablate DNA binding for these transcription factors were made using quick change mutagenesis. In addition to containing an mCherry fluorescent reporter for their endogenous Msn2 transcription factors, each strain carried a Venus fluorescent reporter for the Msn2 transcription factor from the opposite species which was not analyzed for this study.

Transformations for the *S. cerevisiae* Msn2 nuclear localization strains (yEW051 and yEW052) were done using a similar lithium acetate protocol as for yBMH132 except for the following variations. An initial amount of 2ml of cells at OD600 of 0.6 were used, the pellet was washed and resuspended in LATE buffer and 30 µl of cell resuspension was combined with 2µl salmon sperm DNA, 120µl 50% PEG-3350, 30µl LITE and 2-5µg digested integration plasmid in 10µl water. Following heat shock cells were washed with 10mM Tris-HCL ph8.0, 0.1mM EDTA ph8.0 (TE) buffer and plated on selective media.

Transformations for the *K. lactis* Msn2 Nuclear localization markers were performed using an electroporation procedure based on that described in (Kooistra and Steensma 2003) with the following variations. Initially 50ml of OD 0.8 cells were used, wash and DTT buffer volumes were halved, and the volume of final resuspension in electroporation buffer was 240µl. For each transformation, 60µl resuspended cells, originating from about 12.5ml OD 0.8 cell suspension, were mixed with 5µl ssDNA, and 10-20µl DNA mix prior to electroporation, recovery, and plating. DNA mix consisted of 1.5µg cut and column purified integration plasmids in water.

# Supplementary References

Bailey, Timothy L. 2011. ‘DREME: Motif Discovery in Transcription Factor ChIP-Seq Data’. *Bioinformatics (Oxford, England)* 27 (12): 1653–59. https://doi.org/10.1093/bioinformatics/btr261.

Basehoar, Andrew D, Sara J Zanton, and B. Franklin Pugh. 2004. ‘Identification and Distinct Regulation of Yeast TATA Box-Containing Genes’. *Cell* 116 (5): 699–709. https://doi.org/10.1016/S0092-8674(04)00205-3.

Byrne, Kevin P., and Kenneth H. Wolfe. 2005. ‘The Yeast Gene Order Browser: Combining Curated Homology and Syntenic Context Reveals Gene Fate in Polyploid Species’. *Genome Research* 15 (10): 1456–61. https://doi.org/10.1101/gr.3672305.

Campero‐Basaldua, Carlos, Héctor Quezada, Lina Riego‐Ruíz, Dariel Márquez, Erendira Rojas, James González, Mohammed El‐Hafidi, and Alicia González. 2017. ‘Diversification of the Kinetic Properties of Yeast NADP-Glutamate-Dehydrogenase Isozymes Proceeds Independently of Their Evolutionary Origin’. *MicrobiologyOpen* 6 (2): e00419. https://doi.org/10.1002/mbo3.419.

Darzi, Youssef, Ivica Letunic, Peer Bork, and Takuji Yamada. 2018. ‘IPath3.0: Interactive Pathways Explorer V3’. *Nucleic Acids Research* 46 (W1): W510–13. https://doi.org/10.1093/nar/gky299.

Görner, Wolfram, Erich Durchschlag, Julia Wolf, Elizabeth L. Brown, Gustav Ammerer, Helmut Ruis, and Christoph Schüller. 2002. ‘Acute Glucose Starvation Activates the Nuclear Localization Signal of a Stress-Specific Yeast Transcription Factor’. *The EMBO Journal* 21 (1–2): 135–44. https://doi.org/10.1093/emboj/21.1.135.

Grüning, Nana-Maria, Mark Rinnerthaler, Katharina Bluemlein, Michael Mülleder, Mirjam M.C. Wamelink, Hans Lehrach, Cornelis Jakobs, Michael Breitenbach, and Markus Ralser. 2011. ‘Pyruvate Kinase Triggers a Metabolic Feedback Loop That Controls Redox Metabolism in Respiring Cells’. *Cell Metabolism* 14 (3): 415–27. https://doi.org/10.1016/j.cmet.2011.06.017.

Horwitz, Andrew A., Jessica M. Walter, Max G. Schubert, Stephanie H. Kung, Kristy Hawkins, Darren M. Platt, Aaron D. Hernday, et al. 2015. ‘Efficient Multiplexed Integration of Synergistic Alleles and Metabolic Pathways in Yeasts via CRISPR-Cas’. *Cell Systems* 1 (1): 88–96. https://doi.org/10.1016/j.cels.2015.02.001.

Kooistra, Rolf A., and H. Yde Steensma. 2003. ‘Transformation of Kluyveromyces Lactis’. In *Non-Conventional Yeasts in Genetics, Biochemistry and Biotechnology: Practical Protocols*, edited by Klaus Wolf, Karin Breunig, and Gerold Barth, 169–74. Springer Lab Manuals. Berlin, Heidelberg: Springer Berlin Heidelberg. https://doi.org/10.1007/978-3-642-55758-3_26.

Lee, Michael E., William C. DeLoache, Bernardo Cervantes, and John E. Dueber. 2015. ‘A Highly Characterized Yeast Toolkit for Modular, Multipart Assembly’. *ACS Synthetic Biology* 4 (9): 975–86. https://doi.org/10.1021/sb500366v.

Liachko, Ivan, and Maitreya J. Dunham. 2014. ‘An Autonomously Replicating Sequence for Use in a Wide Range of Budding Yeasts’. *FEMS Yeast Research* 14 (2): 364–67. https://doi.org/10.1111/1567-1364.12123.

Pedruzzi, Ivo, Niels Bürckert, Pascal Egger, and Claudio De Virgilio. 2000. ‘Saccharomyces Cerevisiae Ras/CAMP Pathway Controls Post‐diauxic Shift Element‐dependent Transcription through the Zinc Finger Protein Gis1’. *The EMBO Journal* 19 (11): 2569–79. https://doi.org/10.1093/emboj/19.11.2569.

Roy, Sushmita, Ilan Wapinski, Jenna Pfiffner, Courtney French, Amanda Socha, Jay Konieczka, Naomi Habib, Manolis Kellis, Dawn Thompson, and Aviv Regev. 2013. ‘Arboretum: Reconstruction and Analysis of the Evolutionary History of Condition-Specific Transcriptional Modules’. *Genome Research* 23 (6): 1039–50. https://doi.org/10.1101/gr.146233.112.

Ryan, Owen W., and Jamie H. D. Cate. 2014. ‘Multiplex Engineering of Industrial Yeast Genomes Using CRISPRm’. *Methods in Enzymology* 546: 473–89. https://doi.org/10.1016/B978-0-12-801185-0.00023-4.

Scannell, Devin R., A. Carolin Frank, Gavin C. Conant, Kevin P. Byrne, Megan Woolfit, and Kenneth H. Wolfe. 2007. ‘Independent Sorting-out of Thousands of Duplicated Gene Pairs in Two Yeast Species Descended from a Whole-Genome Duplication’. *Proceedings of the National Academy of Sciences of the United States of America* 104 (20): 8397–8402. https://doi.org/10.1073/pnas.0608218104.

*SGD Project*. 2018. https://downloads.yeastgenome.org/curation/literature/go_slim_mapping.tab.

Shen, Xing-Xing, Dana A. Opulente, Jacek Kominek, Xiaofan Zhou, Jacob L. Steenwyk, Kelly V. Buh, Max A. B. Haase, et al. 2018. ‘Tempo and Mode of Genome Evolution in the Budding Yeast Subphylum’. *Cell* 175 (6): 1533-1545.e20. https://doi.org/10.1016/j.cell.2018.10.023.

Siggers, Trevor, Jessica Reddy, Brian Barron, and Martha L. Bulyk. 2014. ‘Diversification of Transcription Factor Paralogs via Noncanonical Modularity in C2H2 Zinc Finger DNA Binding’. *Molecular Cell* 55 (4): 640–48. https://doi.org/10.1016/j.molcel.2014.06.019.

Smith, A. 1998. ‘Yeast PKA Represses Msn2p/Msn4p-Dependent Gene Expression to Regulate Growth, Stress Response and Glycogen Accumulation’. *The EMBO Journal* 17 (13): 3556–64. https://doi.org/10.1093/emboj/17.13.3556.

Stincone, Anna, Alessandro Prigione, Thorsten Cramer, Mirjam M. C. Wamelink, Kate Campbell, Eric Cheung, Viridiana Olin-Sandoval, et al. 2015. ‘The Return of Metabolism: Biochemistry and Physiology of the Pentose Phosphate Pathway’. *Biological Reviews of the Cambridge Philosophical Society* 90 (3): 927–63. https://doi.org/10.1111/brv.12140.

Thompson, Dawn A., Sushmita Roy, Michelle Chan, Mark P. Styczynsky, Jenna Pfiffner, Courtney French, Amanda Socha, et al. 2013. ‘Evolutionary Principles of Modular Gene Regulation in Yeasts’. *ELife* 2 (June): e00603. https://doi.org/10.7554/eLife.00603.

Tsankov, Alexander M., Dawn Anne Thompson, Amanda Socha, Aviv Regev, and Oliver J. Rando. 2010. ‘The Role of Nucleosome Positioning in the Evolution of Gene Regulation’. *PLoS Biology* 8 (7): e1000414. https://doi.org/10.1371/journal.pbio.1000414.

# Supplementary Table Captions

**Table S1**: **Go term enrichment for PKA targets.** GO term enrichment was calculated from the GO Slim Dataset downloaded from SGD on April 12^th^, 2018 (*SGD Project* 2018) and p-values were calculated using Fisher's exact test against a background of either all genes in *S. cerevisiae* (for the gene sets containing only genes activated or repressed in *S. cerevisiae*) or all genes in *S. cerevisiae* that contain a *K. lactis* ortholog (for gene sets defined by activation or repression in *K. lactis*). Except where indicated, all terms which met an FDR threshold of 5% using the BH procedure are shown*.*

**Table S2:** **Enrichment of ohnologs in genes activated or repressed by PKA inhibition in *S. cerevisiae*.** Enrichment and de-enrichment for ohnologs in *S. cerevisiae* gene sets defined by activation or repression following PKA-inhibition by the gene or by its ortholog *in K. lactis*. P-values were calculated using Fisher's exact test as in Table S1 against a background of either all genes in *S. cerevisiae* (for the gene sets containing only genes activated or repressed in *S. cerevisiae*) or all genes in *S. cerevisiae* that contain a *K. lactis* ortholog (for gene sets defined by activation or repression in *K. lactis).* Enrichment was calculated with an alternative hypothesis that the percentage of ohnologs in the given set was greater than in the background set. Calculations for de-enrichment used an alternative hypothesis that the percentage of ohnologs was less than in the background set. Adjusted p-values are calculated using the BH procedure and significance was assessed using an FDR of 5%.

**Table S3**: **DE_PKA_ list.** Gene descriptions from SGD and GO-slim terms broken down by Biological Process, Molecular Function and Cellular Component for DE_PKA_ ohnolog pairs.

**Table S4:** **GO enrichment of DE_PKA_ genes and ohnologs.** GO enrichment and de-enrichment is calculated for each of the GO-slim aspects for ohnologs vs. all genes, DE_PKA_ high and low genes vs either all genes or ohnologs. Results for each comparison are stored in separate tabs. All terms with p-value less than 0.1 are listed, and the column detect_FDR reports whether a term was significant with an FDR threshold of 5%.

**Table S5:** **List of ohnologs pairs with RNA seq data following PKA inhibition.**  Ohnologs and related data are sorted such that ohnolog 1 (blue shading) has lower LFC in response to PKA inhibition and ohnolog 2 (red shading) has higher LFC, except where the more extreme LFC was not significant according to a 1% FDR while the less extreme LFC was. Rows are sorted from highest to lowest LFC for the ohnolog 2. Purple shading indicates data pertaining to the shared *K. lactis* orthologs. Column Descriptions: DE PKA: ohnolog pair is differentially expressed in response to PKA activation with one member activated and the other not activated. Ohnolog pairs in this group are members of DE_PKA_, defined in the text; LFC categories are strong_rep (LFC<-2.0, padj<0.01), weak_rep (-2.0<LFC<-1.0, padj<0.01), weak_act (1.0<LFC<2.0, padj<0.01), strong_act (LFC>2.0 at padj<0.01), or no_change (all others); AA%id : percent identity between both ohnologs in *S. cerevisiae*; Length Ratio: ratio of shortest/longest number of amino acids between ohnologs in *S. cerevisiae*; LFC, padj, rlog control, rlog 1-NM-PP1: data from RNA seq experiments (see Methods).

**Table S6: List of strains**

**Table S7: List of plasmids**

**Table S8: Syntenic ohnolog assignment for example proteins.** The YGOB webtool was queried with a window of +/-8 genes to obtain syntenic orthologs for YGOB sequences. For post-WGH species from (Shen et al. 2018), surrounding genes were extracted and assigned orthology based on orthogroup assignments from that work. Orthology to *S. cerevisiae* and *K. lactis* genes from YGOB was used to assign a gene to a given column and then syntenic orthologs were manually assigned based on similarity to the syntenic groups for YGOB species assigned by the YGOB webtool.

# Supplementary Figure Captions

**Figure S1**: **PKA inhibition inhibits growth and causes Msn2 nuclear localization in *S. cerevisiae* and *K. lactis*.**  (A) WT and PKA-AS *S. cerevisiae* and *K. lactis* strains were grown in YPD in the presence or absence of 3um 1-NM-PP1 and OD600 was measured every 20min. Standard Deviation of at least 4 technical replicates is shown. (B) Selected microscopy images from data in Fig1B. WT and AS strains were grown in SDC and imaged either 2 minutes before or 10 minutes after adding control media or 4uM 1-NM-PP1.

**Figure S2:** **Thresholds defining genes activated and repressed by PKA inhibition in *S. cerevisiae* and *K. lactis*.** Volcano plot showing Log Fold Change (LFC) comparing RNA sequencing data collected from strains in which PKA-AS was inhibited with 3uM 1-NMPP1 versus DMSO controls plotted against the negative base10 log transform of the adjusted p-value for genes in (A) *S. cerevisiae* and (B) *K. lactis.* Targets of activation or repression in each species were defined as all genes that had LFC greater than 2.0 or less than -2.0 respectively and were significant with a False Discovery Rate of 1% (-log10(padj)<2.0).

**Figure S3:** **LFC in each species for selected GO-slim terms enriched in genes activated or repressed by PKA inhibition in *S. cerevisiae, K. lactis,* or both species.** LFC of *S. cerevisiae* (y-axis) and *K. lactis* (x-axis) comparing PKA inhibition with 3uM 1-NM-PP1 versus a DMSO control. Values are only shown for genes that were expressed and had orthologs in both species. Colored datapoints indicate all genes whose *S. cerevisiae* ortholog is a member of indicated GO-slim terms from Table S1. All other genes are colored grey.

**Figure S4**: **LFC of ohnolog pairs for selected GO-slim terms.** LFC of ohnolog pairs in *S. cerevisiae* sorted as in Figure 2A with ohnolog pairs associated with indicated GO-slim terms highlighted.

**Figure S5: Visualization of select GO-slim terms for DE_PKA_ genes.** The presence of selected GO-slim terms (listed on the x-axis) are indicated for each DE_PKA_ ohnolog pair (y-axis) in grey. There are two columns for each go term for the low-LFC ohnolog (left) and high-LFC ohnolog. The black squares in the column on the left indicates presence of the ohnolog pair in the *S. cerevisiae* metabolism map from iPath 3.0 (Darzi et al. 2018)*.* Ohnolog pairs are clustered based on shared presence of GO-terms, and in the *S. cerevisiae* metabolism map (Methods). GO-term abbreviations: Biological Process, PM: 'generation of precursor metabolites and energy', NM: 'nucleobase-containing small molecule metabolic process', CM: 'cofactor metabolic process’, CR: 'cellular respiration', OX: 'response to oxidative stress', PO: 'peroxisome organization', LT: 'lipid transport', EC: 'endocytosis', CW: 'cell wall organization or biogenesis', GV: 'Golgi vesicle transport', S: 'signaling', UNK: biological process unknown. Cellular Component, CC: 'cell cortex', PM: 'plasma membrane', M: 'mitochondrion', P: ‘peroxisome’, N: ‘nucleus’, UNK: cellular component unknown. Molecular Function, OA: 'oxidoreductase activity', TT: 'transmembrane transporter activity', LB: ‘lipid binding', KA: ‘kinase activity', TF: 'nucleic acid binding transcription factor activity', RA: 'enzyme regulator activity', PP: 'phosphatase activity', UNK: molecular function unknown.

**Figure S6: DE_PKA_ genes are involved in central carbon metabolism.** Metabolic reactions performed by DE_PKA_ ohnologs are highlighted in red on a background of the *S. cerevisiae* metabolic network from iPath 3.0 (Darzi et al. 2018). Reactions performed by other WGH ohnologs are highlighted in blue.

**Figure S7: Basal expression (rlog) for DE_PKA_ low and high LFC ohnologs and their shared orthologs in K. lactis.** Average rlog data from PKA-AS strains with no drug during exponential growth are shown. Gray boxes indicate missing orthologs in K. lactis.

**Figure S8: The stress conditions Diauxic Shift (DS), Post Diauxic Shift (PS), Plateau (PLAT) from Thompson et al. 2013, and heat shock at 30 and 45 minutes from Roy et al. 2013 are most closely correlated with PKA inhibition in both *K. lactis* and *S. cerevisiae*.** Pearson’s correlation coefficient between normalized LFC for the indicated condition from (Thompson et al. 2013) or (Roy et al. 2013) and our PKA inhibition data is plotted for *S. cerevisiae* (x-axis) and *K.Lactis* (y-axis).

**Figure S9: Induction of DE_PKA_ orthologs in response to stresses related to PKA inhibition.** Normalized LFC values from the PKA-related stress conditions from Figure S6 are shown for the orthologs of each paralog pair in DE_PKA_. Yellow lines separate non-WGH species (on the right) and post-WGH species (two groups on the left). Syntenic orthologs of high-LFC ohnologs are on the left, and syntenic orthologs of low-LFC ohnologs are in the center. Where there are three columns, the conditions are 'DS/LOG', 'PS/LOG', and 'PLAT/LOG' from (Thompson et al. 2013) and where there are five bars, the conditions are those three conditions plus 'heat shock_030' and 'heat shock_045' from (Roy et al. 2013). *S. pombii* had the three growth conditions and ‘heat shock_30’. The rows are sorted such that the average LFC across conditions in the syntenic orthologs of the high-LFC ohnolog is more conserved towards the top and less conserved towards the bottom. The ohnolog pairs (YDR034W-B, YBR056W-A), (YCL048W-A, YDR524C-B), (CIS1, YGR035C), (EGO4, EGO2), and (YOR186W, YLR297W) in DE_PKA_ did not have sufficient data in the microarray experiments to be included in the analysis.

**Figure S10: Basal expression from RNA-seq experiments is correlated with basal expression data from** (Tsankov et al. 2010)**.** (A) rlog data from a PKA-AS under exponential growth in YPD with no drug is shown on the x-axis, and normalized basal expression from (Tsankov et al. 2010) (See Materials and Methods for details on normalization) is shown on the y-axis for all genes in *S. cerevisiae* (left panel) and *K. lactis* (right panel). (B) The same data as in (A) for Low-LFC (blue) and High-LFC (red) DE_PKA_ ohnologs from *S. cerevisiae* and their shared *K. lactis* orthologs (purple) are shown.

**Figure S11: Basal expression of DE_PKA_ orthologs for 11 budding yeast species.** Normalized expression data (see Materials and Methods) for each species is shown from (Tsankov et al. 2010). Rows and columns are ordered as in Fig S6.

**Figure S12: Ohnolog pairs that are differentially expressed in response to PKA-related stress conditions in *S. cerevisiae* (**${DE}_{Stress}^{Scer}$) **overlaps significantly with DE_PKA_.**  We can define ohnolog pairs that have one member activated by PKA-related stress conditions (Fig S7) and which have differential expression in a similar sense as defined for DE_PKA_, which we denote for a particular species as ${DE}_{Stress}^{Species}$ (See Materials and Methods). (A) Overlap between ${DE}_{PKA}$ ohnolog pairs (which are defined in *S. cerevisiae)* and ${DE}_{Stress}^{Scer}$. ${DE}_{Stress}$ohnolog pairs were defined in each species based on the average normalized LFC across the 3-5 PKA inhibition related conditions (LFC_est_). We first identified all ohnolog pairs in which one ohnolog was activated (LFC_est_>1.5), and the other was not (LFC_est_ < 0.9). We retained ohnolog pairs in which the difference in LFC_est_ between the activated and non-activated ohnolog was greater than 0.9. The overlap between ${DE}_{PKA}$ and ${DE}_{Stress}^{Scer}$ (66 shared ortholog pairs) is significantly more than would be expected by chance (p=2.28E-32, Fisher’s exact test) (B) Plot of LFC_est_ for all ohnolog pairs after sorting ohnologs such that LFC_est_ for Ohnolog 1 is less than LFC_est_ for Ohnolog 1. On the left DE_PKA_ is highlighted and on the right ${DE}_{Stress}^{Scer}$ is highlighted. Dashed lines indicate the thresholds that define ${DE}_{Stress}^{Scer}.$ (C) The dependence of the size of ${DE}_{Stress}^{Scer}$(left) and its overlap with DE_PKA_ (right) on the parameter that define ${DE}_{Stress}^{Scer}$ are shown. The minimum difference in LFC_est_ between ohnolog pairs is fixed at 0.9. The dashed line indicates the value for the maximum LFC_est_ of Ohnolog 1 we used (0.9) and the black dot identifies the contour for the minimum LFC_est_ for Ohnolog 2 that we used. We chose these thresholds to yield a ${DE}_{Stress}^{Scer}$ whose size was on par with DE_PKA_, and to obtain as large an overlap as possible.

**Figure S13: The conclusion that PKA induction is the derived phenotype is independent of the species in which** $\boldsymbol{DE}_{\boldsymbol{Stress}}\mathbf{o}$**hnolog pairs are defined.** Distribution of LFC values for PKA related stress conditions (as in Fig 3B) is shown, except focusing on (A) ${DE}_{Stress}^{Scer}$, (B) ${DE}_{Stress}^{Vpol}$, and (C) ${DE}_{Stress}^{Ncas}$. Boxplots show median and Q1-Q3 range for normalized LFC (see Materials and Methods) for gene expression data from (Roy et al. 2013; Thompson et al. 2013) for the indicated species for the stress conditions most correlated to PKA inhibition in *S. cerevisiae* and *K. lactis* from (Fig S5). Boxplots for data from ${DE}_{Stress}$ genes from (A) *S. cerevisiae*, (B) *V. polymorpha* and (C) *N. castelliii* are shown towards the left side of each panel and boxplots for data from the orthologs in indicated species of those ${DE}_{Stress}$ genes are shown to the right. Blue and red indicate low-LFC and high-LFC ohnologs (respectively) and their syntenic orthologs in post-WGH species. Purple and grey bars are for the shared orthologs in Non-WGH *Saccharomycetaceae* species and outgroups respectively. Numbers in parentheses indicate the number of retained orthologs. Syntenic ortholog assignment for post-WGH species is based on the YGOB database (Byrne and Wolfe 2005).

**Figure S14:** **The conclusion that high basal expression is the ancestral phenotype is independent of the species in which** $\boldsymbol{DE}_{\boldsymbol{Stress}}$ **ohnolog pairs are defined.** Distribution of basal expression values as in Fig 3C is shown, except focusing on (A) ${DE}_{Stress}^{Scer}$ and (B) ${DE}_{Stress}^{Ncas}$. Boxplots showing median and Q1-Q3 range of normalized raw expression data (see Materials and Methods) are shown from microarray experiments comparing mRNA under exponential growth conditions to genomic DNA from (Tsankov et al. 2010). Boxplots for data from ${DE}_{Stress}$ genes from (A) *S. cerevisiae* and (B) *N. castelliii* are shown towards the left side of each panel and boxplots for data from the orthologs in indicated species of those ${DE}_{Stress}$ genes are shown to the right. Blue and red indicate low-LFC and high-LFC ohnologs (respectively) and their syntenic orthologs in post-WGH species. Purple and grey bars are for the shared orthologs in non-WGH *Saccharomycetaceae* species and outgroups respectively. Syntenic ortholog assignment for post-WGH species is based on the YGOB database (Byrne and Wolfe 2005).

**Figure S15: Non-overlapping sets of genes are differentially expressed in response to stress in different post-WGH species.**

(A) Overlap of all ohnologs that have data in (Roy et al. 2013; Thompson et al. 2013) between species as determined from YGOB pillars (Byrne and Wolfe 2005). The number on the diagonal is the total number of ohnologs with data in that species. (B) Overlap between ${DE}_{Stress}$ sets for various pairs of species. Shown below each Venn diagram is the p-value for a Fisher’s exact test on the null hypothesis that this overlap is expected based on the overlap of all ohnologs with data (shown in (A)) for any two given species. The number on the diagonal is the total number of ohnolog pairs in ${DE}_{Stress}$for that species. There is little overlap between orthologs of the ${DE}_{Stress}$ sets defined for different species. This is partially a result of the fact that the set of ohnolog pairs that is retained decreases as the evolutionary distance between species increases for post-WGH species (Scannell et al. 2007). However, the overlap of differentially expressed ohnolog pairs is even smaller than would be expected given the total percentage of retained ohnologs between species. Thus, there is no reason to expect a priori that the same conservation patterns for LFC and basal expression would hold for differentially expressed ohnolog pairs defined by their expression in distantly related post-WGH species (e.g.${DE}_{Stress}^{Scer}$ v.s. ${DE}_{Stress}^{Vpol}$).

Species abbreviations: Scer = *Saccharomyces cerevisiae*, Spar = *Saccharomyces paradoxus*, Sbay = *Saccharomyces bayanus,* Smik = *Saccharomyces mikatae*, Suva = *Saccharomyces uvarum*, Cgla = *Candida glabrata*, Ncas = *Naumovozyma castellii,* Vpol = *Vanderwaltozyma polyspora.*

**Figure S16: The STRE is localized closer to the start codon in the promoters of targets of PKA inhibition in *S. cerevisiae*.** Distribution of STRE distance from start codon for indicated gene sets for (A) *S. cerevisiae* and (B) *K. lactis*. N is the total number of STREs found in the indicated set, vertical lines indicate 100 and 400 base pairs from the start codon, and percentages indicate the fraction of STREs between 100 and 400 base pairs from the start codon.

**Figure S17: The TATA box is enriched in the promoters of targets of PKA inhibition, as well as in orthologs of DE_PKA_ genes in *S. cerevisiae* and *K. lactis*.** (A) Distribution of number of TATA boxes in the promoters of indicated sets in *S. cerevisiae* and (B)in *K. lactis*. (C) Distribution of the distance of TATA boxes from the start codon in the promoters of indicated sets for *S. cerevisiae* and (D) *K. lactis*. N is the total number of STREs found in the indicated set, vertical lines indicate 0 and 250 base pairs from the start codon, and percentages indicate the fraction of STREs between 0 and 250 base pairs from the start codon.

**Figure S18: There is a high percentage of promoters with both TATA boxes and STREs in genes induced by PKA in *S. cerevisiae*, which is expected based on the enrichment for both motifs in that set.** Percentages of promoters in the indicated sets with one or more STRE in combination with one or more TATA boxes in the 300bases upstream of the start codon for (A) *S. cerevisiae* and (B) *K. lactis*.

**Figure S19: STRE counts in the promoters of orthologs of select DE_PKA_ genes.** The number of STREs in the promoters of the orthologs of the subset of DE_PKA_ genes considered for Fig 5 are shown. Grey indicates either no ortholog exists or no promoter was found in the dataset. Columns are different species and rows are clustered based on the number of STREs in non-WGH species (ZT branch, KLE branch, and outgroups). The dendrogram for the hierarchical clustering is shown to the left. Clusters highlighted in Fig 5C are indicated in blue and green boxes.

**Figure S20:** **GPM2/3 are an example of a differentially induced pair of ohnologs in which the STRE arose in the promoter of the DE_PKA_ high-LFC ohnolog following the WGH.** (A) Phylogenetic tree of all orthologs of GPM2/3 from the *Saccharomycetaceae* clade from (Shen et al. 2018) plotted alongside each gene’s promoter (700 bp upstream of the start codon) with STRE (red triangle) and TATA box (blue triangles) motifs highlighted. The arrow indicates the putative point at which the STRE was gained. The first column of boxes after each promoter represents the number of STREs and the second columns of boxes indicates whether there is a TATA box within 300 bases of the start codon. Phylogeny is determined from a multiple sequence alignment of the protein sequences (see Materials and Methods). Support values (bootstrap/alrt) are shown to the left and below each branch point, and branch lengths (amino acid substitutions/site) are shown above. Shading represents different groups of species; blue = Post-WGH, syntenic ortholog to low-LFC ohnolog; red = Post-WGH, syntenic orthologs to high-LFC ohnolog; yellow=Post-WGH, synteny not determined; green= ZT; light purple=KLE; dark purple=other Non-WGH; grey=outgroups. (B) Estimated regularized log expression (rlog) with and without 3µM 1-NM-PP1 in GPM2, GPM3, and their shared ortholog in *K. lactis*.

**Figure S21: The presence of STREs in the promoters of GPM2/3 and EGO2/4 orthologs tends to correspond to increased responsiveness to PKA-related stress conditions.** Phylogenetic trees of orthologs of (A) GPM2/3 and (B) EGO2/4 which were included in the gene expression datasets from (Thompson et al. 2013) and (Roy et al. 2013). In addition to plotting a diagram of the gene’s promoter with the location of STRE and TATA box motifs indicated as in Figures S20 and S22, gene expression data from the 5 indicated PKA-related stress conditions is plotted. Dark grey boxes indicate that no data for that gene were present for that condition. *N. castellii* contained two syntenic orthologs for EGO4, the high-LFC ohnolog of EGO2/4, indicating that there was a small-scale duplication of the gene in that lineage. Two conditions in *N. castellii* contained values greater than the maximum value for our color bar, so the values are included in the boxes for those genes. Bootstrap support values are shown to the left of each branch point. Shading represents different groups of species; blue = Post-WGH, syntenic ortholog to low-LFC ohnolog ; red = Post-WGH, syntenic orthologs to high-LFC ohnolog ; yellow=Post-WGH, synteny not determined; light purple=KLE.

**Figure S22: EGO2/4 are examples of a differentially induced ohnolog pair in which the STRE arose in the ZT branch prior to the WGH.** (A) Phylogenetic tree of all orthologs of EGO2/4 from the *Saccharomycetacea*e clade from (Shen et al. 2018) plotted alongside each gene’s promoter. Conventions and nomenclature are as in Fig S18. (B) Estimated regularized log expression (rlog) with and without 3µM 1-NM-PP1 in EGO2, EGO4, and their shared ortholog in *K. lactis*.

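In *S. cerevisiae* ΔMsn2/4, 162 genes were activated and 381 repressed by 1-NM-PP1. In the *K. lactis* strain labelled as lacking the ortholog of *MSN2* and *MSN4*, 386 were activated and 677 repressed. By these counts that label is in doubt, as the ortholog was at 10.2 and 8.78 CPM in DMSO cultures 1 and 3 of the strain. PKA-AS with DMSO had a mean of 9.63 CPM. The paper states that the deletion was checked by sequencing. It left the 3′ end of the gene in place, and reads from there were not told apart from a missing deletion. The authors' deposited tables give 172 and 387 for *S. cerevisiae* and 417 and 660 for *K. lactis*. Testing LFC against a change of 2 itself moved the first of these contrasts most, to 23 activated and 106 repressed genes. Among genes with the smallest adjusted p in *S. cerevisiae*, YIL055C, *COX5B* and *GPG1* rose by 2.50 (SE 0.15), 2.88 (SE 0.20) and 4.98 (SE 0.41), and *RPL31B*, *TSR2* and *RPS10B* fell by 2.96 (SE 0.18), 2.93 (SE 0.19) and 2.67 (SE 0.18). In *K. lactis*, the *HAB1* ortholog, KLLA0D00704g and the *ATG45* ortholog rose by 5.84 (SE 0.35), 3.32 (SE 0.20) and 2.96 (SE 0.19), and the orthologs of *RPP2A*, *RPL3* and *RPS2* fell by 6.89 (SE 0.35), 6.57 (SE 0.36) and 5.84 (SE 0.32). The interaction of the Msn2/4 deletion and drug was called for 400 *S. cerevisiae* genes with PKA-AS cultures 1 to 3 (239 above 0 and 161 below) and for 495 with all 4 (292 above 0 and 203 below), and for 299 when only the groups compared were fitted, or 573 (342 above 0 and 231 below) with culture as a block in that fit. It was 3.08 (SE 0.25) for *OAC1* and 4.92 (SE 0.42) for *HO*, above 0 for *RPA43*, which lay at the counting limit in PKA-AS with 1-NM-PP1, and -4.61 (SE 0.32) for YGR201C, -4.27 (SE 0.30) for YMR090W and -5.40 (SE 0.39) for *PAI3*. For *GPM2*, the difference was -2.07 with PKA-AS cultures 1 to 3 and -2.16 (adjusted p = 0.0339 from edgeR's interaction test with Benjamini-Hochberg adjustment) with all 4, which missed the threshold of 0.01. *GPM2* still rose in ΔMsn2/4, with an LFC of 3.21 in the authors' deposited values (DESeq2 adjusted p = 1.30e-08). In a fit of only the groups compared its LFC there was 3.04 (edgeR adjusted p = 0.0168). In *K. lactis*, 1 gene was called with PKA-AS cultures 1 to 3 and 2 with all 4, and 228 and 236 had an unadjusted p under 0.05. Those 2 were the orthologs of *MOH1* (-5.92, SE 0.66) and *ATG45* (-1.53, SE 0.27).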

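Of the 110 DE_PKA high-LFC ohnologs, 105 were activated in PKA-AS over cultures 1 to 3 and 103 over all 4, and 33 were activated in ΔMsn2/4. Their median LFC was 3.10 over PKA-AS cultures 1 to 3, 3.08 over all 4 and 1.69 in ΔMsn2/4, and the latter values were 2.94 and 1.58 with 12 and 15 genes at their bounds. The response was lower in ΔMsn2/4 for 107 of 110 with PKA-AS cultures 1 to 3 (median difference -1.50) and for 108 with all 4 (-1.47), and the interaction was called for 27 and 32 of them. At an unadjusted p under 0.05, these numbers were 66 and 67. The ohnologs were chosen by their LFC in PKA-AS, which favours a lower value in another strain. Genes with a negative LFC also responded less in ΔMsn2/4 (regression slope 0.586 over all 4 cultures). A lower response is therefore not particular to these ohnologs. Among DE_PKA low-LFC ohnologs, 0 of 110 were activated in ΔMsn2/4 and 6 rose at an unadjusted p under 0.05. With culture as a block in a fit of the groups compared, 2 were activated. The interaction below 0 was called for 0 of them and reached an unadjusted p under 0.05 in 2 with PKA-AS cultures 1 to 3 and 3 with all 4, and above 0 it was called for 5 and 6. Of the 106 *K. lactis* orthologs, 15 were activated in the strain labelled as lacking the *MSN2* and *MSN4* ortholog. The median LFC of the 106 was 0.32 there (0.34 with 2 genes at their bounds). The interaction was called for 0 of the 106 and reached an unadjusted p under 0.05 in 3 over all 4 cultures.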

**Figure S23: The expression of many DE_PKA_ high LFC ohnologs depends on Msn2/4.** RNA seq data for PKA-AS strains with and without (A) Msn2/4 in *S. cerevisiae* or (B) their shared ortholog in *K. Lactis* in the presence of 3µM 1-NM-PP1 at 50 minutes. The solid black line is 1:1. The dashed blue line is at the LFC threshold of 2.0 for PKA activated genes. The dashed line in (A) is a regression line based on the genes with a negative LFC in WT cells to illustrate a general decrease in the response to PKA for both repressed and activated genes in ΔMsn2/4 cells. The line has a slope of 0.57, an intercept of 0.15, and an R value of 0.81 with the genes with negative LFC in WT cells.

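For the 2872 genes with a negative LFC over PKA-AS cultures 1 to 3, regression of LFC in ΔMsn2/4 on LFC in PKA-AS gave a slope of 0.560, an intercept of 0.105 and a Pearson's r of 0.794. Over all 4 cultures, the 2856 genes gave 0.586, 0.110 and 0.795. By ΔMsn2/4 culture, the slope was 0.597 (1), 0.513 (2), 0.581 (3) and 0.538 (4), and r was 0.776, 0.683, 0.664 and 0.621. The intercept was 0.102, 0.126, -0.0767 and 0.151 (SD 0.104), so its sign differed in culture 3. Without the ΔMsn2/4 culture 1 in DMSO, which moved these values most, the slope was 0.539, the intercept 0.222 and r 0.711. The relation is across genes, which are not independent replicates.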

How the deposited data were processed for this re-analysis (not part of the article)

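Yeast cultures of 2 species were measured by 3′ RNA-seq after 50 minutes with 3 uM 1-NM-PP1 or with DMSO. The strains carried either the analog-sensitive PKA alleles (PKA-AS) or the wild-type ones (PKA-WT), with no deletion or with deletions of *MSN2* and *MSN4* (ΔMsn2/4), of *RPH1* and *GIS1* (ΔRph1/Gis1) or of both sets, and in *K. lactis* with deletions of the shared orthologs. Files of 60 *S. cerevisiae* and 35 *K. lactis* libraries were read. One *S. cerevisiae* library, a repeated extraction marked as dropped in the labels, was left out, and the repeat libraries of a culture were summed, so that 59 libraries gave 56 cultures.

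The authors deposited raw read counts per gene for each library. Before deposition, they trimmed and aligned the reads of QuantSeq 3′ FWD libraries in the Bluebee pipeline, on R64 for *S. cerevisiae* and ASM241v1 for *K. lactis*, and counted them again with htseq in its intersection-nonempty mode on annotations to which they had added 3′ UTRs, as extensions of 400 bases in *K. lactis*. The paper's text does not name the versions of the aligner or of htseq. The authors made the deposited log2 values with DESeq2, as rlog means over the replicates of a condition and as log2 fold changes of drug against DMSO. The p-values in the authors' deposited tables are DESeq2's, adjusted for a false discovery rate of 1%. Tables that repeat the counts of the single libraries were not used here, and 0 columns of per-sample values in other tables were left unused.

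Libraries held 188289 to 4715139 counts on genes in *S. cerevisiae* (median 2062219) and 815372 to 4117520 in *K. lactis* (median 2405976). Genes received 72.2 to 87.0% of the reads of a library in *S. cerevisiae* and 83.1 to 90.0% in *K. lactis*. The summary lines for reads on no feature, on more than 1 feature and with more than 1 alignment held medians of 5.60%, 3.01% and 6.98% in *S. cerevisiae* and 10.9%, 0.0682% and 1.27% in *K. lactis*, and were kept out of library totals and tests. Reads that the authors' counting could not place on a single gene are lost from both members of a near-identical pair, so levels of such paralogs, ribosomal proteins among them, are uncertain. A gene with 3 counts or fewer in every library of a group was treated as at the counting limit, and its change is given as a lower bound.

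The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3) with TMM normalization and Benjamini-Hochberg adjustment over all genes with at least 2 counts in at least 3 samples. PKA allele, deletion and drug were combined into a single factor over all cultures of a species, after the paper's methods. A gene was called activated at an LFC above 2 and an adjusted p under 0.01, repressed at an LFC below -2 and the same adjusted p, and weakly activated or repressed past 1 or -1. Interactions and the comparison of alleles were called at an adjusted p under 0.01. The standard error of an LFC was computed from the LFC and its quasi-likelihood F. rlog came from DESeq2 1.42.0, and log2 CPM from edgeR with a prior count of 2. Lists were compared by two-sided Fisher's exact tests and pairs of genes by two-sided sign-flip permutation tests with 100000 draws, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and the figure was drawn with matplotlib 3.10.9. Promoter sites were searched in R64, for which a genome was at hand, and *K. lactis* promoters and the paper's experiments on other species and on reporter strains were not analysed here.

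The test was tried on simulated data. Counts were drawn for every culture at its library size, from the genes' PKA-AS means in DMSO and their dispersions. In the 4 PKA-AS drug cultures, 200 genes above about 5 CPM were changed by 2.5 on the log2 scale. edgeR recovered 170 of them with 3 false calls among 5779 genes in *S. cerevisiae*, and 191 with 2 among 5271 in *K. lactis*, where DESeq2 recovered 183 with 5 and 191 with 8. For an interaction of that size, edgeR recovered 63.5% and 75%. A gene counted as recovered at an adjusted p under 0.01 with the right direction, without a limit on LFC. Changes in genes with lower counts, and effects shared by the libraries of a culture, were not simulated.

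Drug and DMSO libraries with the same number were taken as parts of a single culture, since the methods describe cultures as divided before treatment. Over 4626 *S. cerevisiae* and 4598 *K. lactis* genes, the deviations of same-numbered libraries from their group means were correlated. In *S. cerevisiae*, r was 0.699, 0.277, 0.443 and 0.266 for PKA-AS (cultures 1, 2, 3 and 2017), 0.810, -0.105, 0.651 and 0.224 for ΔMsn2/4 (1 to 4) and 0.825, 0.803 and 0.361 for PKA-WT. In *K. lactis*, it was -0.0885, 0.285, 0.436 and 0.572 for PKA-AS, 0.587, -0.330, -0.255 and 0.398 for ΔMsn2/4 and 0.644 and 0.595 for PKA-WT. Some libraries with different numbers gave higher values than those with the same number. Between cultures 2 and 3, r was 0.749 in *S. cerevisiae* PKA-AS, and 0.421 and 0.254 in *K. lactis* ΔMsn2/4. It was 0.689 between cultures 4 and 3 and 0.538 between cultures 2 and 1 of *S. cerevisiae* ΔMsn2/4, and 0.520 between cultures 1 and 3 of *K. lactis* PKA-AS. The numbers as pairs, and counts from a block by culture in these strains, are therefore in doubt. The DMSO libraries of PKA-AS and PKA-WT in *S. cerevisiae* share numbers too, and r was 0.837, 0.406 and 0.346.

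The groups, tests, thresholds and most alternatives were set before the data were examined. These alternatives were DESeq2 in place of edgeR, its size factors in place of TMM, no filter on low counts or one of 10 counts in 3 samples, fits of only the groups compared with and without culture as a block, technical libraries as separate samples, fits without the 2017 cultures or without each single library, an adjusted p under 0.05, a test against the LFC threshold itself, promoters of 500 and 1000 bases, and log2 CPM in place of rlog. DESeq2 without the 2017 cultures and with technical libraries separate was added after seeing the data, as were the use of several of these settings for the sets and lists of genes, the comparison of lists with all genes tested and the restriction to genes with a coding sequence. The lists of genes taken by GO term, for rRNA processing, mitochondrial translation, respiration and oxidative stress, were added then too. The authors' list of dubious open reading frames was not used here.

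Genes were named by a rule: every gene for which the paper gives an expression value or which it names as an example of a DE_PKA pair, with its ortholog; the deleted genes; the 5 genes in each direction with the largest LFC among those past the thresholds for PKA-AS, with a mean of at least 10 counts per library and the same direction in all 4 pairs of cultures; and the 3 genes in each direction with the smallest adjusted p in every other comparison. At most 3 identifiers without a name were printed in each direction. A part of the values that this rule covers is not reported here. *S. cerevisiae* names and coordinates came from the R64 annotation, and *K. lactis* genes are named by the orthologs that the authors' deposited tables give.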

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

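The splits of the libraries, the tests on the 3 libraries that lay far from their groups, the test without the shallow ΔMsn2/4 library, the tests of the *K. lactis* ΔMsn2/4 libraries other than that of precision, the 2 overlaps of *K. lactis* ΔRph1/Gis1 genes, and the tests of mixed RNA, of the DMSO libraries and of partial inhibition in *K. lactis* PKA-WT were chosen only after the result was seen.

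Values of single cultures were compared within 66 groups, and in 3 of them a culture lay far from the others, where chance gives 3.3. In *S. cerevisiae* PKA-AS ΔRph1/Gis1 with DMSO, culture 2 held 5443974 counts and the others 2062219, 2039674 and 1571916, a gap of 0.873 of the range, past Dixon's critical value for 4 samples. Its 3 summed libraries held 996613, 1700764 and 2746597 counts, each within the range of single libraries of the species, so the sum accounts for the gap. *GPM3* was at 13.5 CPM in PKA-AS drug culture 1 and at 4.52, 5.87 and 4.90 in cultures 2, 2017 and 3 (gap 0.850 of the range). Its counts were 27, 9, 10 and 10, and a share of 0.00194 of 100000 multinomial draws was as uneven. The *K. lactis* ortholog of *MSN2* and *MSN4* (KL.Msn2) was at 30.0 CPM in the 2017 drug culture of PKA-AS and at 8.88, 6.18 and 8.49 in cultures 1, 2 and 3 (gap 0.886). The counts were 129 against 16, 17 and 12, and the share of draws as uneven was 1.0e-05, the smallest they can give. Such draws hold counting error alone, without the spread between cultures, and were made for values picked as extreme, so for these genes a library with sampling noise cannot be told apart from a culture that differs. Whether the 2017 cultures differ in this gene cannot be told apart from a difference of this library alone, since the 2017 DMSO library, at 10.1 CPM, lay among the others. No biological explanation was tested for these 3 cultures.

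The response to 1-NM-PP1 differed between *S. cerevisiae* PKA-AS and ΔMsn2/4 in 495 genes by the interaction test. In a fit of these groups alone 299 genes were called (573 with culture as a block), and of the fits without a block 1 of the 35 splits of the cultures, the real one, gave as many; the other 34 gave 0. The shallow ΔMsn2/4 drug library of culture 3 is argued against as the source, since 458 genes were called without it. The ΔMsn2/4 drug library with 68 *MSN4* counts, culture 1, could hold a strain without the deletion, but its median over 189 activated genes with at least 2 STREs was 5.44 log2 CPM, where the other ΔMsn2/4 drug libraries had 5.13 to 5.62 and PKA-AS drug libraries 7.53 to 7.73. Noise in the PKA-AS libraries, which the interaction shares, is argued against by strains that do not share them: over the 158 activated genes among the 203 with a lower response, median responses were 0.72 to 0.96 in the 4 cultures labelled with both sets of genes deleted and 2.94 to 3.28 in the 4 labelled ΔRph1/Gis1, a difference of -2.28 (exact permutation test, p = 0.0286). The cultures labelled with both sets deleted held 12 to 69 *MSN4* counts (5.24 to 14.8 CPM) and 7 to 26 *GIS1* counts with 1-NM-PP1. With DMSO, their *MSN4* reached 15.8 CPM with a mean of 6.16, where PKA-AS had a mean of 12.2. By these counts their deletions are in doubt too, though other values go with the labels. The paper states that the Msn2/4 deletions were checked by sequencing, and reads from a remaining 3′ end were not told apart. With 1-NM-PP1, their mean was 9.90 CPM for *MSN4* and 4.16 for *GIS1*, against 24.2 and 17.6 in PKA-AS. *MSN2* held 0 to 3 of their counts with DMSO and 1 to 3 with 1-NM-PP1. Loss of activation through the STRE stays open as a hypothesis: 125 of 153 activated genes with a lower response had a STRE (81.7%), against 271 of 380 others (71.3%, Fisher's exact p = 0.0157, 0.0235 after Benjamini-Hochberg adjustment over 3 motif tests). The STRE is common in both lists, so it does not by itself separate them. Growth and other indirect effects of the deletion were not tested, nor was the source of the *MSN4* and *GIS1* counts.

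In *K. lactis*, the same interaction was called for 2 genes, and 236 had an unadjusted p under 0.05. A fit of the groups alone called 1 gene, and 1 of 35 splits, the real one, gave as many. Lower precision is argued against as the reason for the smaller number than in *S. cerevisiae*: the median standard error was 0.471 against 0.550, a ratio of 0.856. The drug libraries labelled ΔMsn2/4 held at most 3.27 CPM of KL.Msn2, below the 6.18 CPM of the lowest PKA-AS drug library (exact permutation test, p = 0.0286). But ΔRph1/Gis1 drug cultures 2 and 3 held 2.56 and 3.33 CPM and PKA-AS DMSO culture 3 held 2.26, so this level does not separate the strains, and drug libraries without the deletion cannot be told apart from those with it. Counts on KL.Msn2 in DMSO libraries labelled ΔMsn2/4 raise the same doubt there, so the drug libraries were compared alone. Over 82 ortholog pairs that rose in ΔRph1/Gis1 of both species, which were chosen without the libraries compared, ΔMsn2/4 minus PKA-AS in the drug libraries was -0.148 on the log2 scale in *K. lactis* (exact permutation p = 0.257) and -2.68 in *S. cerevisiae* (exact p = 0.0286), with an exact p of 0.000408 for the difference between the species, which argues against mixed DMSO libraries as the reason. Whether KL.Msn2 has an effect of 0 on these genes cannot be told apart from a small effect. The response of the *K. lactis* ΔMsn2/4 cultures over these pairs was 2.46 to 3.11 and that of PKA-AS 3.16 to 3.48, a difference of -0.46 (exact permutation test over cultures, p = 0.0286), against -2.34 in *S. cerevisiae*. The value of -0.46 rests on the DMSO libraries in doubt. The difference between the species in these responses had an exact permutation p of 0.000408, so a smaller part of KL.Msn2 than of Msn2/4 in the response stays open as a hypothesis, beside drug libraries without the deletion. Earlier versions of these tests were open to selection. On genes activated in PKA-AS itself, they gave -1.51 in *S. cerevisiae* (172 genes) and -0.44 in *K. lactis* (159 genes), each with an exact p of 0.0286, and -0.229 for the *K. lactis* drug libraries (59 orthologs, exact p = 0.171). On orthologs of genes chosen as lowered in *S. cerevisiae* ΔMsn2/4, the drug libraries gave -0.0269 (42 orthologs, exact p = 0.914).

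The Rph1/Gis1 deletion changed the response of 23 *S. cerevisiae* genes by the interaction test, in samples that the paper's results do not report. A fit of the groups alone called 46 (133 with culture as a block), and without a block 1 of 35 splits, the real one, gave as many; the others gave 0. Noise in the shared PKA-AS libraries is argued against: over the 22 genes with a lower response, 18 of them activated, median responses were 0.26 to 0.68 in the 4 cultures labelled with both deletions and 2.00 to 2.29 in the 4 labelled ΔMsn2/4, a difference of -1.69 (exact permutation test, p = 0.0286, the smallest these cultures can give). Activation through the post-diauxic shift element stays open as a hypothesis: T(A/T)AGGGAT lay upstream of 4 of the 18 activated genes (22.2%) and of 35 of 515 others (6.80%, Fisher's exact p = 0.0355, and 0.0355 after the same adjustment). The other 14 genes have no such site, and whether *RPH1* is absent from these strains is not known from the counts, while *GIS1* held 7 to 26 counts with 1-NM-PP1 in the libraries labelled with both deletions.

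In *K. lactis*, the interaction was called for 19 genes in the corresponding strains. A fit of the groups alone called 30 (42 with culture as a block), and without a block 1 of 35 splits gave as many, while another split gave 1 gene. Over 18 genes with a lower response, 16 of them activated, median responses were 0.76 to 1.03 in the 3 cultures labelled with both deletions and 2.19 to 3.03 in the 4 labelled ΔMsn2/4, a difference of -1.89 (exact permutation test, p = 0.0286), which argues against noise in the PKA-AS libraries. Counts with DMSO put these labels in doubt, though reads from a remaining 3′ end were not told apart from a missing deletion. The *GIS1* and *RPH1* ortholog was at 8.42 CPM in the cultures labelled with both deletions and at 10.7 in PKA-AS. KL.Msn2 was at 10.2 and 8.78 CPM in ΔMsn2/4 cultures 1 and 3. Counts with 1-NM-PP1 go with the label of both deletions. The *GIS1* and *RPH1* ortholog was at 3.75 to 5.23 CPM there, 15.6 to 20.0 in PKA-AS and 8.54 to 15.5 in ΔMsn2/4. KL.Msn2 had a mean of 0.82 CPM in the cultures labelled with both deletions. Among activated genes, 14 of the 16 had risen in PKA-WT with 1-NM-PP1 (87.5%), against 73 of 430 others (17.0%, Fisher's exact p = 4.00e-09). Genes that depend on the *GIS1* and *RPH1* ortholog may be among the most sensitive to 1-NM-PP1, which is a hypothesis found in these data. Both lists came from the same fit, and genes were not matched on level or spread. An overlap from genes that are measured more precisely cannot be told apart from it. Whether the species share targets cannot be told apart from chance: of 4807 ortholog pairs, 17 were lowered in each species and 0 in both (Fisher's exact p = 1), and lists of this size overlap too rarely to decide.

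In *S. cerevisiae* PKA-WT, whose RNA-seq response to 1-NM-PP1 the paper does not report, 8 genes changed and 477 had an unadjusted p under 0.05. In a fit of the 6 libraries alone, 0 genes were called in all 10 splits, the real one included, which had 221 genes at an unadjusted p under 0.05, so the splits cannot be told apart, since 10 are too few for a share under 0.05. With culture as a block in that fit, 11 genes were called. Noise in these libraries is argued against by other strains. The 7 genes that rose (*TVS1*, *YOR1*, *COX5B*, *RSB1*, *ATG40*, *PDR5* and YPL088W, which are listed in full after their values were seen) had a median response of at least 1.82 in each of 9 cultures of PKA-WT strains with deletions, where all genes had a median of 0. The pleiotropic drug response element TCCG(C/T)GGA lay upstream of 4 of the 7 (*PDR5*, *TVS1*, *YOR1* and YPL088W, 57.1%), against 116 of 5482 other genes (2.12%, Fisher's exact p = 7.23e-06, adjusted 2.17e-05 over the 3 motif tests). A response to the compound itself through this element stays open as a hypothesis.

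In *K. lactis* PKA-WT, whose RNA-seq response is not reported in the paper either, 324 genes changed. A fit of its 5 libraries alone called 0 genes, with 1205 at an unadjusted p under 0.05, and 480 with culture as a block. Depth is argued against, since 262 genes were called with the 5 libraries thinned to a single total, and so are a few abundant genes, since 334 were called without the 5 most abundant. The difference between the medians of PKA-AS activated and repressed genes was 0.465 log2 CPM in the highest PKA-WT drug library and 3.18 to 3.85 in PKA-AS drug libraries, which argues against a PKA-AS drug library labelled as PKA-WT. RNA of PKA-AS drug cultures mixed into the PKA-WT libraries would raise activated genes (median LFC 1.12) with a share of 21.7%, and repressed genes could then fall no further than -0.35. Their median was -1.24, and 626 of 717 lay below that limit. A shift of the 2 DMSO libraries is argued against: the lowest PKA-WT drug library, at -0.516, lay above the PKA-AS DMSO libraries (-3.39 to -2.43) and above PKA-WT DMSO cultures 1 and 2 (-3.40 and -1.35). Those 2 cultures with DMSO lie far apart, and with so few the spread is poorly known. Partial inhibition of PKA without the analog-sensitive alleles stays open as a hypothesis. Of PKA-AS activated genes, 95.3% were higher with 1-NM-PP1 in culture 1 and 80.9% in culture 2, repressed genes were lower in 95.0% and 79.6%, and LFC correlated with that of PKA-AS at r = 0.648 across genes, against 0.308 in *S. cerevisiae*. A stress that moves the same genes without acting on PKA was not tested.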

How the results depend on the processing

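The use of several settings for sets and lists of genes, and DESeq2 without the 2017 cultures with technical libraries separate, were chosen after seeing the data. Of the values for comparisons and counts, 473 stayed within their limits under another setting and 51 moved, and 648 stayed and 26 moved when a library was left out. For single genes, families and levels, another setting left 791 as they were, and 12 moved, 14 reversed, 7 became stronger and 18 weaker, and a library left out gave 888 as they were, 28 reversed, 3 stronger and 29 weaker. Except where the text says otherwise, the cause was not tested.

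A test against the LFC threshold itself is stricter by its construction. It gave 250 activated and 442 repressed genes in *S. cerevisiae* PKA-AS, where the test against no change gave 562 and 725, 168 and 406 in *K. lactis* PKA-AS (446 and 717), 23 and 106 in *S. cerevisiae* ΔMsn2/4 (162 and 381), 129 and 366 in *K. lactis* ΔMsn2/4 (386 and 677), 1 activated gene and 1 gene of any size in *S. cerevisiae* PKA-WT (5 and 8) and 0 activated, 0 repressed and 0 of any size in *K. lactis* PKA-WT (56, 69 and 324), where 106 genes had an unadjusted p under 0.05 in that stricter test. With an adjusted p under 0.05 in its place, *S. cerevisiae* PKA-WT had 17 genes of any size, and *K. lactis* PKA-WT 86 activated, 136 repressed and 793 of any size.

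DESeq2 gave 7 genes for the Msn2/4 interaction in *K. lactis* (2 with edgeR), 37 and 57 for the Rph1/Gis1 interaction in *K. lactis* and *S. cerevisiae* (19 and 23), 3 and 2 between PKA-AS and PKA-WT in DMSO in *K. lactis* and *S. cerevisiae* (0 and 0, with 265 and 222 at an unadjusted p under 0.05), 107 repressed genes and 542 of any size in *K. lactis* PKA-WT, and 23 of any size in *S. cerevisiae* PKA-WT. DESeq2 without the 2017 cultures and with technical libraries separate gave 63 for the Rph1/Gis1 interaction in *S. cerevisiae*, 2 between the *K. lactis* strains in DMSO, and 537 and 19 of any size in *K. lactis* and *S. cerevisiae* PKA-WT. The Rph1/Gis1 interaction in *S. cerevisiae* had 39 genes with technical libraries separate. The Msn2/4 interaction in *K. lactis* had 1 gene with DESeq2's size factors, without the filter, without the 2017 cultures and in a fit of only the groups compared. Spearman's rho between the species was 0.555 against a Pearson's r of 0.666.

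A fit of only the groups compared has fewer libraries to estimate the spread. It gave 299 genes for the Msn2/4 interaction in *S. cerevisiae* (495 over all cultures), 46 and 30 for the Rph1/Gis1 interaction in *S. cerevisiae* and *K. lactis*, 0 activated genes and 0 of any size in *S. cerevisiae* PKA-WT (221 at an unadjusted p under 0.05), and 0 activated, 0 repressed and 0 of any size in *K. lactis* PKA-WT (1205 at an unadjusted p under 0.05). With culture as a block in that fit, where libraries with the same number are taken as a pair, which is in doubt in part of the strains, the counts were 573 for the Msn2/4 interaction in *S. cerevisiae* (342 above 0 and 231 below), 133 and 42 for the Rph1/Gis1 interaction in *S. cerevisiae* and *K. lactis*, 1 for the Msn2/4 interaction in *K. lactis*, 7 activated genes, 2 repressed and 11 of any size in *S. cerevisiae* PKA-WT, 85, 99 and 480 in *K. lactis* PKA-WT and 2 activated low-LFC ohnologs in ΔMsn2/4 (0 without it), and 14 genes differed between *S. cerevisiae* PKA-AS and PKA-WT in DMSO. In *K. lactis*, PKA-AS and PKA-WT DMSO libraries share only a number (r of 0.657 and -0.0035 for the deviations of same-numbered libraries), and that block gave 1 gene. With the block, LFC of *TPK3* was -0.0185 (0.06 without it) and of *TAL1* 0.00901 (-0.30 without it), and *MSN4*, the *GIS1* and *RPH1* ortholog, YGR035C and the *ATG45* ortholog changed sides of their thresholds. The block changed no other call named in the text.

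The share of oxidative stress genes activated in *K. lactis* was 6.58%, below the 7.17% of other genes, and moved above it under other settings: 10.5% with DESeq2, with its size factors, in a fit of only the groups compared, without the 2017 cultures and with DESeq2 without these, 8.22% with at least 10 counts in 3 samples and 9.21% without the filter or with the block. The *GPM3* interaction with the Msn2/4 deletion was 0.06, and -0.29 without the 2017 cultures or -0.33 with DESeq2 without them. LFC of the *MSN2* and *MSN4* ortholog in *K. lactis* was 0.48, and -0.26 and -0.22 in these fits. None of these values passed a threshold.

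Leaving out single libraries gave 522 to 562 activated and 695 to 726 repressed genes in *S. cerevisiae* PKA-AS, 411 to 472 and 682 to 794 in *K. lactis*, 145 to 171 and 328 to 393 in *S. cerevisiae* ΔMsn2/4, 344 to 434 and 650 to 703 in *K. lactis* ΔMsn2/4, 401 to 471 for the Msn2/4 interaction in *S. cerevisiae*, 16 to 23 for the Rph1/Gis1 interaction there and 0 between PKA-AS and PKA-WT in DMSO in each species. The Msn2/4 interaction in *K. lactis* had 1 to 3 genes, with 1 in 13 of 16 fits. The Rph1/Gis1 interaction in *K. lactis* had 12 to 19, the fewest without PKA-AS DMSO culture 1. *K. lactis* PKA-WT had 39 to 57 activated, 25 to 89 repressed and 117 to 260 genes of any size, where drug culture 3 left out gave 25 repressed and 117 of any size, drug culture 2 gave 29 and 134, and drug culture 1 gave 89 and 260. Its DMSO libraries could not be left out, since a single one would remain. *S. cerevisiae* PKA-WT had 4 to 8 activated genes and 4 to 12 of any size, with 8 and 12 without drug culture 1, and 4 of any size without DMSO culture 1, drug culture 2, DMSO culture 3 or drug culture 3. Pearson's r between the species was 0.649 to 0.671. In the regression of ΔMsn2/4 on PKA-AS, the slope was 0.539 to 0.603, the intercept 0.0418 to 0.222 and r 0.711 to 0.795; ΔMsn2/4 DMSO culture 1 left out gave 0.539, 0.222 and 0.711.

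Some small effects changed direction without a library. LFC in PKA-AS ranged from -0.24 to 0.20 for *TPK3*, from -0.65 to 0.69 for *TAL1* (0.69 without DMSO culture 1), from -0.18 to 0.38 for the *K. lactis* ortholog of *GND1* and *GND2* and from -0.36 to 0.73 for that of *MSN2* and *MSN4* (-0.36 without the 2017 drug culture). In ΔMsn2/4, LFC of *GPM3* ranged from -0.95 to 0.71 (0.71 without DMSO culture 1). The interaction with the Msn2/4 deletion ranged from -0.45 to 0.17 for *EGO2* and from -0.32 to 1.34 for *GPM3*. The share of oxidative stress genes activated in *K. lactis* ranged from 5.26 to 10.5%. The mean difference in LFC of cytoplasmic ribosomal protein genes between the species ranged from -0.85 (without *S. cerevisiae* PKA-AS DMSO culture 1) to -0.24 and kept its direction. *GPM3* held few counts in every library, which limits its values. Calls of single genes changed too. *GND1* (LFC -1.51) and *TKL1* (-3.03) were no longer called without DMSO culture 1, and *TKL1* was also lost without drug culture 2, 3 or 2017. In *K. lactis*, the *BIO2* ortholog was lost in 8 of 16 fits (2.40 without ΔRph1/Gis1 DMSO culture 4) and the *ATG45* ortholog's interaction in 14 of 16 (-1.46 without ΔMsn2/4 drug culture 1). *EGO4* in ΔMsn2/4 was called without DMSO culture 3 of that strain (1.66), the *GPM2* interaction without PKA-AS DMSO culture 3 (-2.85), and respiration in *S. cerevisiae* reached 18.4% and passed its threshold without PKA-AS DMSO culture 1.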

Differences from the paper's values

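The paper counts 184 ohnolog pairs with a repressed member. Here 121 were found at an LFC below -2 over all 4 cultures. Of the alternatives set before the data were examined, DESeq2 (123), leaving out the 2017 cultures (123), leaving out DMSO culture 2 (124) and leaving out the 2017 drug culture (124) came within 1.5 times the paper's count, though they differ little from 121, and leaving out each of the other libraries did not (120 to 122). Counting weakly repressed members too gave 188 pairs, a count chosen after seeing the values.

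Shares of ohnologs, STREs and TATA boxes were within 1.5 times the paper's, and their p-values were smaller here. The paper's ohnolog tests each looked in a single direction against a background of all genes, with a longer list of ohnologs. Those here were two-sided and against the rest of the genes, so the p-values are not of the same test. For ohnologs among activated genes, the paper gives p = 5.2e-11, and Fisher's exact test here gave 4.80e-14. Among repressed genes the paper gives 2.6e-6 against 5.76e-09 here, and among unchanged genes 9.2e-5 against 3.52e-24, from the same exact test. DESeq2, the alternative set before the data were examined, gave 8.23e-14, 1.09e-09 and 3.57e-25 and closed none of these gaps. Testing against all genes in place of the rest gave Fisher's exact p-values of 2.11e-11, 4.08e-07 and 0.000101, of which the last falls within 1.5 times the paper's, and this alternative was chosen after seeing the values.

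For STREs in the promoters of activated genes, the paper gives p = 1.8e-17, and Fisher's exact test here gave 3.84e-47. The alternatives set before the data were examined gave 2.07e-50 with DESeq2, 7.79e-56 with promoters of 500 bases and 1.43e-35 with 1000 bases, and none closed the gap. For TATA boxes, the paper gives 2.1e-3, and the same exact test gave 3.86e-12, with 6.56e-12, 4.20e-12 and 1.17e-08 under these alternatives, none of which closed the gap. Against all genes, chosen after seeing the values, the exact p-values were 3.00e-39 and 2.46e-10.

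The paper lists 110 DE_PKA pairs, and 8 of them were not called as such over all 4 cultures, where 107 pairs were called. Without the 2017 cultures, 105 of the paper's pairs were called. DESeq2 without the 2017 cultures and with technical libraries separate, chosen after seeing the values, gave LFC values that differ from the authors' deposited tables by an SD of 9.02e-05 in *S. cerevisiae* and 0.000297 in *K. lactis*. The paper places the STRE of *GPM2* farther upstream than the 419 bases found in R64. The paper reports respiration among the genes activated only in *S. cerevisiae* as enriched, and with the annotation's terms in place of GO-slim the exact p here was 0.0570. Genes with only a narrower term were left out here, so the enrichment of the paper's own list was not tested. By species, 15.8% of respiration pairs were activated in *S. cerevisiae* (Fisher's exact p = 0.154), and 21.1% with DESeq2 (exact p = 0.0241), with its size factors (exact p = 0.0236) or without the 2017 cultures and with technical libraries separate (exact p = 0.0211), which were chosen after seeing the values.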

Other observations

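The splits of the libraries and the comparison with the authors' deposited means were chosen only after the result was seen.

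The responses to 1-NM-PP1 in PKA-AS and ΔMsn2/4 were set against other splits of their 8 libraries. In fits of the groups alone, 1303 genes were called in *S. cerevisiae* PKA-AS, 1154 in *K. lactis* PKA-AS, 396 in *S. cerevisiae* ΔMsn2/4 and 1045 in *K. lactis* ΔMsn2/4. In each comparison 1 of 35 splits, the real one, gave as many, and the others gave 0 genes. Among these others, 7 part as many pairs of drug and DMSO libraries of a culture as the real split, and the remainder keep at least 1 pair together, where a pair is taken by number.

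Between PKA-AS and PKA-WT in DMSO, 0 *S. cerevisiae* genes were called and 222 had an unadjusted p under 0.05 (177 in a fit of these groups alone), and all 35 splits of the 7 libraries gave at least as many genes as the real one. With 0 genes in the real split this holds by construction and decides nothing. The split that sets cultures 2 and 3 of both strains against the others, and so keeps same-numbered libraries together, gave 156 genes, and the 7 others that part all same-numbered libraries, as the real split does, gave 0. In a fit of another form, with culture as a block, 14 genes differed between the strains. Whether the alleles alter basal expression was not resolved.

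The authors' deposited mean rlog values were compared with means over all 4 cultures and with means that leave out each culture in turn. Means over cultures 1 to 3 differed from them by an SD of at most 0.0195 in each species and condition, and means over all 4 cultures or without any other culture by 0.0931 or more. The values are consistent with means that leave out the 2017 cultures. Why these were left out is not stated in the paper's text, and no biological explanation was tested.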
